# Formative pluripotent stem cells show features of epiblast cells poised for gastrulation

**DOI:** 10.1038/s41422-021-00477-x

**Published:** 2021-02-19

**Authors:** Xiaoxiao Wang, Yunlong Xiang, Yang Yu, Ran Wang, Yu Zhang, Qianhua Xu, Hao Sun, Zhen-Ao Zhao, Xiangxiang Jiang, Xiaoqing Wang, Xukun Lu, Dandan Qin, Yujun Quan, Jiaqi Zhang, Ng Shyh-Chang, Hongmei Wang, Naihe Jing, Wei Xie, Lei Li

**Keywords:** Embryonic stem cells, Embryonic stem cells

## Abstract

The pluripotency of mammalian early and late epiblast could be recapitulated by naïve embryonic stem cells (ESCs) and primed epiblast stem cells (EpiSCs), respectively. However, these two states of pluripotency may not be sufficient to reflect the full complexity and developmental potency of the epiblast during mammalian early development. Here we report the establishment of self-renewing formative pluripotent stem cells (fPSCs) which manifest features of epiblast cells poised for gastrulation. fPSCs can be established from different mouse ESCs, pre-/early-gastrula epiblasts and induced PSCs. Similar to pre-/early-gastrula epiblasts, fPSCs show the transcriptomic features of formative pluripotency, which are distinct from naïve ESCs and primed EpiSCs. fPSCs show the unique epigenetic states of E6.5 epiblast, including the super-bivalency of a large set of developmental genes. Just like epiblast cells immediately before gastrulation, fPSCs can efficiently differentiate into three germ layers and primordial germ cells (PGCs) in vitro. Thus, fPSCs highlight the feasibility of using PSCs to explore the development of mammalian epiblast.

## Introduction

Following implantation into the uterus at around embryonic day 3.5–4.5 (~E3.5–4.5), mouse amorphous epiblast cells transform into polarized epithelial cells and form a cup-shaped egg cylinder after being stimulated by Wnt/β-catenin, Fgf2/Erk and Activin signaling pathways.^1–3^ At ~E5.5, an anterior–posterior axis is established when the anterior visceral endoderm (AVE) is generated from the distal visceral endoderm (DVE) in mouse embryos.^4^ Starting from ~E6.0, epiblast cells rapidly proliferate and accumulate at the posterior area of egg cylinder to form the primitive streak, the hallmark of mammalian gastrulation.^5^ During gastrulation, epiblast cells migrate out from the primitive streak to form the mesendoderm (progenitors of endoderm and mesoderm) through an epithelial-to-mesenchymal transition (EMT), whereas the remaining epiblast cells develop into ectoderm.^6^ At ~E6.0, epiblast cells also differentiate into primordial germ cells (PGCs), the progenitors of male and female gametes, after being triggered by Bmp4 secreted from the extra-embryonic ectoderm.^7^ These early-to-late epiblast transitions are pivotal for cell fate specification and for establishing the foundation of the embryonic body plan in mammals.

Studies of the epiblast development of mammalian early postimplantation are extremely challenging, due to space-time constraints imposed by this highly dynamic process in uterus.^8^ Alternatively, mammalian epiblast cells may be maintained in vitro as stable cell lines, such as embryonic stem cells (ESCs) and epiblast stem cells (EpiSCs).^9–12^ As pluripotent stem cells (PSCs), these cell-lines can self-renew and differentiate into diverse functional cells in vitro, and show promising applications in regenerative medicine.^13,14^ Mouse ESCs (mESCs) are derived from pre-implantation embryos, whereas EpiSCs are obtained from post-implantation mouse embryos.^9,11,12^ mESCs can integrate into the inner cell mass (ICM) after blastocyst injection and develop into every cell type of an embryo; whereas EpiSCs barely incorporate into the ICM and cannot survive unless cell apoptosis is inhibited.^15–17^ At the transcriptome level, mESCs are similar to E4.5 early epiblast cells, whereas EpiSCs are similar to the anterior part of the E7.5 primitive streak.^18,19^ Thus mESCs were generally thought to correspond to naïve pluripotency (especially when cultured in 2i/lif conditions) with the broadest developmental potential of an embryo, whereas EpiSCs were thought to correspond to primed pluripotency with some pre-commitment to lineage specification.^20^ However, the process of cell lineage specification of ESCs and EpiSCs was found to be more complicated than initially thought. For example, mESCs cannot be efficiently induced into PGCs unless they were first converted into a metastable type of epiblast-like cells (EpiLCs), while EpiSCs are almost devoid of the capacity for PGC formation in vitro.^21,22^ On the other hand, in vivo, although their PGC differentiation potency is evanescent, pre-/early-gastrula epiblast cells show uniformly high potential for differentiation into all cell lineages of an embryo.^7^ It is possible that mESCs are immature to execute the induction cues for PGC formation, while EpiSCs are already fate-biased and thus lack the innate epiblast pluripotency that is indispensable for PGC differentiation. Thus, the naïve and primed state may not be sufficient to represent the full continuum of epiblast pluripotent states during mammalian early postimplantation development.^23,24^

Although tremendous efforts have been made to differentiate ESCs and EpiSCs into various types of functional cells for the clinical applications, the low efficiency and heterogeneity of directed differentiation remain as major technological barriers.^13^ Accumulating evidence suggest that mammalian epiblast cells may possess a series of intermediate pluripotent states between naïve and primed phase. For instance, the metastable EpiLCs induced from mESCs are intermediate pluripotent cells that are similar to E5.5 epiblast cells at the transcriptome level.^21^ Other intermediate PSCs have been derived from ESCs, suggesting multiple intermediate pluripotent states between naïve and primed state.^25–28^ For example, the “formative” states of intermediate pluripotency are proposed to be essential phases for epiblast cells to prepare transcriptomic, epigenomic, signaling and metabolic programs comprehensively for lineage specification following gastrulation.^23,24^ Because pre-/early-gastrula epiblast cells are the immediate progenitors that can differentiate into all cell types of an embryo, including PGCs and three germ layers, these cells may manifest the formative state of pluripotency.^23,24^ Such formative PSCs would not only illuminate the black box of epiblast maturation during mammalian implantation, but would also be invaluable for translational applications. Thus it is urgent to establish stable pluripotent stem cell lines for mammalian pre-/early gastrula epiblast cells to investigate the features of formative pluripotency.

In this current study, we have established formative pluripotent stem cells (fPSCs) with long-term self-renewal capacities from mouse ESCs, iPSCs and E5.5–6.5 epiblasts, through mimicking the in vivo environment of postimplantation developing embryos combined with suppression of the Wnt/β-catenin pathway. Comprehensive analyses show that fPSCs represent a stable intermediate state between naïve ESCs and primed EpiSCs, with the unique features of transcriptome, epigenome and differentiation potency, similar to that of mouse epiblast cells just before gastrulation, and poised for differentiation into all embryonic cell lineages including PGCs.

## Results

### Generation of intermediate state Epiblastoids from mESCs

To derive the intermediate state cells, we cultured CMTI-1 mESCs in a three dimensional (3D) system to mimic the in vivo environment of developing embryos with EpiLC formation conditions (Fig. 1a).^21^ mESCs polarized and self-organized in 3D culture to form epiblast-like embryoids (hereinafter referred to as Epiblastoids), defined by the polarized localization of F-actin and GM130, an apical marker (Fig. 1a), consistent with a previous report.^29^ Epiblastoids developed a lumen at the center after 2 days of differentiation (Fig. 1a). The polarization and lumen formation of Epiblastoids was also confirmed by the staining of Ezrin, another apical marker and a member of the ERM (Ezrin/Radixin/Moesin) family (Fig. 1b). During the differentiation of mESCs into Epiblastoids, Oct4/Pou5f1 was expressed persistently and homogenously, whereas Sox2 expression developed into a mosaic pattern after 2–3 days of differentiation (Fig. 1b). The Nanog expression pattern also became heterogeneous, but decreased more sharply as early as day 1 after differentiation (Fig. 1b).

**Fig. 1:**
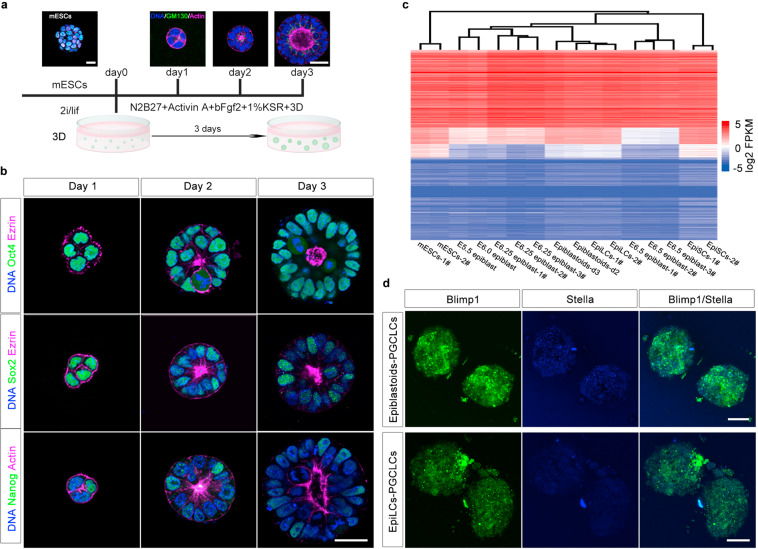
Generation of intermediate state Epiblastoids from mESCs. **a** The generation of Epiblastoids from mESCs. Epiblastoids were self-organized and differentiated from naïve mESCs in a 3D system with EpiLC formation conditions for 1–3 days and were stained for GM130 (green), F-actin cytoskeleton (Phalloidin, magenta), and DNA (Hoechst 33342, blue). Scale bars, 20 μm. **b** Immunostaining analysis of the expression of Oct4/Pou5f1, Sox2, and Nanog (green) during the transition from mESCs to Epiblastoids at days 1, 2, and 3. Apical lumen was labeled by Ezrin or F-actin staining (magenta). DNA was stained with Hoechst 33342 (blue). Scale bars, 20 μm. **c** Hierarchical clustering analysis was performed for RNA-seq data of mESCs, 48 h EpiLCs, Epiblastoids at days 2 and 3 (Epiblastoids-d2, -d3), EpiSCs and epiblast cells. The data of E5.5, E6.0, E6.25, and E6.5 epiblast were obtained from previous reports^30–32^ with the transcriptome of all genes among these cells. -1#, -2#, and -3# represented different sample repeats. **d** Epiblastoids and EpiLCs were induced into PGCLCs as previously reported.^21^ After differentiation of 6 days, Blimp1^+^ (green) and Stella^+^ (blue) cells displayed in the PGCLC aggregates of Epiblastoids and EpiLCs, and photographed with confocal microscope. Scale bars, 100 μm.

RNA sequencing (RNA-seq) was performed for mESCs (mESCs-1, -2), Epiblastoids at day 2 and 3 (Epiblastoids-d2, -d3), 48 h EpiLCs (EpiLCs-1, -2) and EpiSCs (EpiSCs-1, -2), and these data were compared with the published data of E5.5–6.5 epiblast cells in vivo.^30–32^ 

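The authors deposited bulk RNA-seq of 19 libraries as 1 table of FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments). Adapters were trimmed with cutadapt, reads were aligned with TopHat2 to the mouse cDNA of Ensembl (mm9) and FPKM were estimated with Cufflinks. The libraries used at this point are mESCs, 48 h EpiLCs and EpiSCs with 2 libraries each, and Epiblastoids on days 2, 3 and 4 with 1 library each. There were no replicates for any day of the Epiblastoids, so their values describe those libraries. The table lists 23608 genes by symbol, and 4 entries were left out because their name is listed 2 times, which left 23604. FPKM summed to between 307394 and 414727 per library, and between 10034 and 10933 genes reached 1 FPKM. The table holds no read counts, so the depth behind a value is not known. Values were analysed as log2(FPKM + 1), a scale that understates the change of genes with low values. Genes were compared between groups with limma in 1 fit over mESCs, EpiLCs, EpiSCs and fPSCs, which share 1 estimate of the spread. It covered the 12513 genes at 1 FPKM or more in at least 2 of these libraries, and genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 were counted. Data were simulated with 11492 genes, of which 200 were changed by 1.5 on the log2 scale. There the comparison of EpiLCs with mESCs recovered 65.0% of the changed genes. The changed genes were drawn from the more highly expressed ones, and far more genes passed in the real comparisons. This share need not hold for the real data. The published epiblast data were not used here.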

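Over the 13248 genes that reached 1 FPKM in at least 1 of the 19 libraries, Epiblastoids on day 2 had a mean Pearson r of 0.971 with EpiLCs, 0.860 with mESCs and 0.850 with EpiSCs (n = 2 libraries each). On day 3 the mean r was 0.957 with EpiLCs, 0.863 with mESCs and 0.839 with EpiSCs. These correlations are across genes, and genes are not independent replicates. The lowest r with an EpiLC library was 0.969 on day 2 and 0.951 on day 3, above the highest r with an mESC or EpiSC library, 0.862 and 0.864. The lead of EpiLCs over the nearer of mESCs and EpiSCs was 0.111 on day 2, and it moved most when all genes were kept, to 0.0581. In average-linkage clustering, day 2 joined the 2 EpiLC libraries first, then the first passage of fPSCs joined them, and day 3 joined this branch at a mean r of 0.961.

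**Figure D1:**
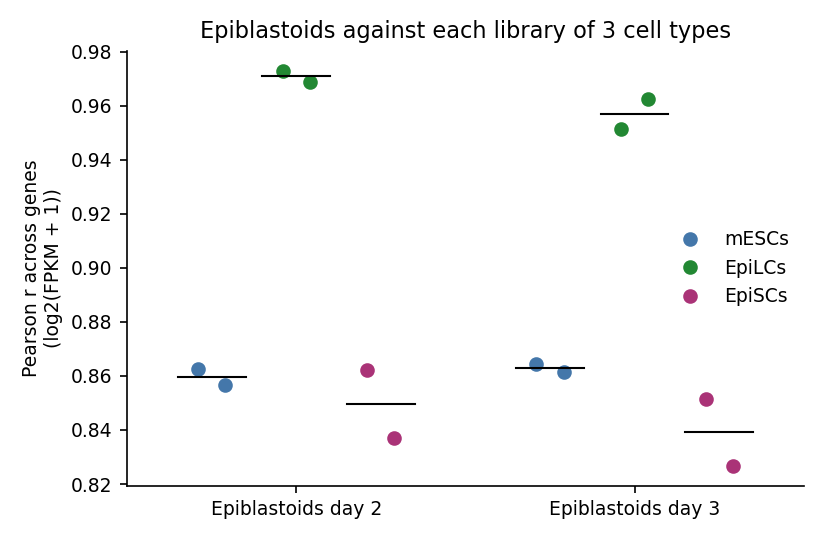
Pearson r across genes (y axis, no unit) of Epiblastoids on day 2 and day 3 (x axis) with each library of mESCs, EpiLCs and EpiSCs, 1 point per library, with black lines at the means. The EpiLC points, from 0.951 to 0.973, lie above all mESC and EpiSC points.

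Between EpiLCs and mESCs 3706 genes passed the limma threshold, 1523 higher and 2183 lower in EpiLCs. After scaling to the same upper quartile the counts were 1942 and 1934, so that 50.1% were higher rather than 41.1%. Without mESCs replicate 1 there were 2416 genes and without replicate 2 there were 2291. Of the genes with the largest increase, Pou3f1 had 103 ± 11.1 FPKM in EpiLCs and 0.308 ± 0.224 in mESCs (SD, n = 2 each), a log2 fold change of 6.32 (standard error 0.45, limma adjusted p = 3.30e-07). Pim2 and Dnmt3a rose by 5.80 and 5.63 on the log2 scale. Hist1h2ap, on chromosome 13 of mm9 from 21924926 to 21925444, fell from 425 ± 20.6 to 3.40 ± 1.18 FPKM (SD, n = 2 each), a log2 fold change of -6.62 (standard error 0.42, limma adjusted p = 1.10e-07). The other 2 genes with the largest decrease, Rn7s1 (-7.27, limma adjusted p = 0.0195) and Rn7s2 (-6.93, 0.0170), encode RNAs without a poly(A) tail. Their mESC values differ widely between the 2 libraries (SD 884 FPKM at a mean of 1016 for Rn7s1). The list of RNAs without a poly(A) tail also holds histone genes, such as Hist1h2ab, so Hist1h2ap may be of this class too.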

Unsupervised hierarchical clustering analysis using genome-wide gene expression and differentially expressed genes (DEGs) suggested that the cells of Epiblastoids-d2 and -d3 were similar to 48 h EpiLCs and E5.5–6.5 epiblasts, but distinct from mESCs or EpiSCs (Fig. 1c; Supplementary information, Fig. S1a). Epiblastoids-d2 and -d3 were similar to the late stage EpiLCs of 72–96 h differentiation (Supplementary information, Fig. S1b).^25,33^ Then we tried to induce BVSC mESCs into Blimp1-Stella reporter Epiblastoids to investigate their differentiation potential for PGCs. Blimp1-Stella reporter Epiblastoids did not express Blimp1/Stella. After differentiated into PGC-like cells (PGCLCs) as previously reported,^21^ Blimp1^−^/Stella^−^ Epiblastoids showed the capacity to differentiate into PGCLCs (Blimp1^+^/Stella^+^) cells, similar to metastable EpiLCs (Fig. 1d). All together, these data suggest that the Epiblastoids represent an alternative pluripotent state distinct from mESCs and EpiSCs, probably similar to ~E5.5–6.5 epiblast cells.

### Stabilizing and maintaining Epiblastoids by inhibiting Wnt/β-catenin activity

The Epiblastoids lost their polarity and formed irregular colonies when they were propagated in the same conditions (Supplementary information, Fig. S2a). Similarly, metastable EpiLCs could not be maintained as a stable cell line in these conditions as previously reported (Supplementary information, Fig. S2b).^21^ To better understand Epiblastoids formation after extended culturing, we generated Epiblastoids by using *ROSA*^*mT/mG*^ mESCs.^34,35^ Time-lapse microscopy showed that after 3 days of culture, the polarity of Epiblastoids was rapidly destroyed within ~3 h, and some cells migrated out from the well-defined colonies at ~7 h (Fig. 2a; Supplementary information, Video S1), reminiscent of EMT during gastrulation. Quantitative RT-PCR (qRT-PCR) analysis showed that the EMT markers, *N-Cadherin, Snail1*, *Twist*, and *Zeb2* were all induced at day 4 (Fig. 2b), supporting the notion that EMT occurred after 3 days of culture. 

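Day 4 and day 3 of the Epiblastoids were compared as log2 ratios of FPKM + 1 over the 11357 genes at 1 FPKM or more in either library. The median ratio of all these genes was -0.14, and scaling both libraries to the same upper quartile moved it to 0.00. Of these genes 891 were higher and 934 lower on day 4 by at least 1 on the log2 scale. For each pathway a list of genes was fixed in advance, and its median ratio was ranked among 10000 random lists of the same size matched on mean expression, as a description of these libraries. The 37 Wnt genes had a median ratio of 0.35 (percentile 99.98, 25 above 0) and 0.49 after the scaling. The 28 TGF-β genes had 0.76 (percentile 100, 20 above 0) and 0.90 after scaling. For the 23 Hippo-Yap genes the median was 0.25 (percentile 99.0, 15 above 0) and 0.39 after scaling. Keeping all 23604 genes in place of the filter on low values moved the TGF-β median most, to 0.45. The 3 mesenchymal genes that could be compared had a median of 3.28 (percentile 99.9), and with all genes kept the 4 genes of the list had 2.04. Cdh2, on chromosome 18 of mm9 from 16747386 to 16967755, was at 1.46 FPKM on day 3 and 58.8 on day 4, a log2 ratio of 4.60. Snai1 rose from 2.41 to 32.2 FPKM. Twist1 was at 3.31 and 3.08 FPKM, a log2 ratio of -0.08, and Zeb2 was below 1 FPKM on both days (0.126 and 0.949). The cholesterol genes had a median of 0.31 (percentile 99.96, 18 above 0), so such a rank is not specific to the Wnt, TGF-β and Hippo-Yap lists. The formative genes had one of -0.24 (percentile 27.1, 5 above 0). Among genes at a mean of 10 FPKM or more, Cer1 (listed at 0 on day 3 and at 295 FPKM on day 4), Cxcr4 (7.16) and Lhx1 (6.91) rose most. Hist1h2ap, Hist1h2an and Hist1h2aj dropped by 7.52, 6.77 and 6.54 on the log2 scale. On day 2 they were at 1.74, 1.20 and 2.19 FPKM, near day 4, so that day 3 (268 to 491 FPKM) is the day that stands apart.

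**Figure D2:**
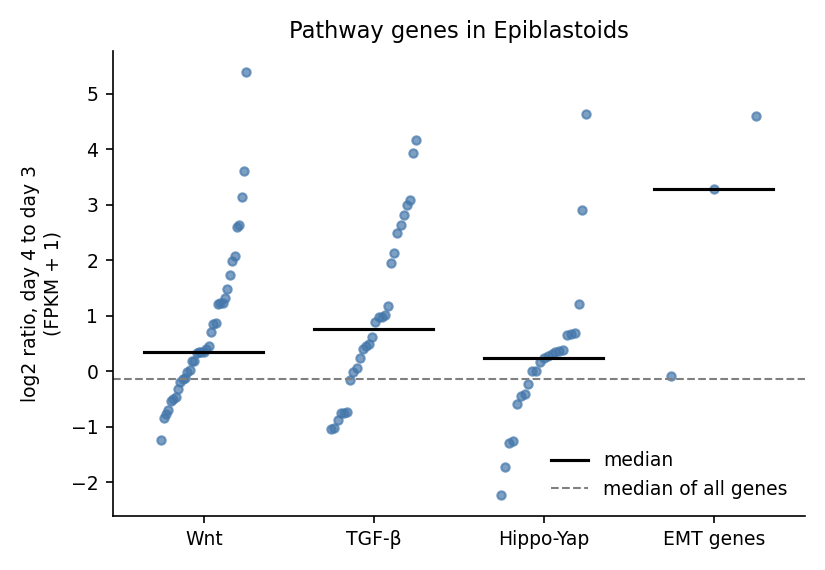
Log2 ratio of FPKM + 1 of Epiblastoids on day 4 to day 3 (y axis) for each gene of the Wnt, TGF-β and Hippo-Yap lists and of the mesenchymal genes (x axis), 1 point per gene, with the list's median as a line. The medians of 0.35, 0.76, 0.25 and 3.28 lie above the median of all genes at -0.14.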

RNA-seq and gene ontology (GO) enrichment analysis showed that day-4 cells upregulated the signatures for Wnt/β-catenin, TGF-β, and Hippo-Yap pathways relative to day-3 cells (Fig. 2c), all of which are important regulators of EMT during gastrulation.

**Fig. 2:**
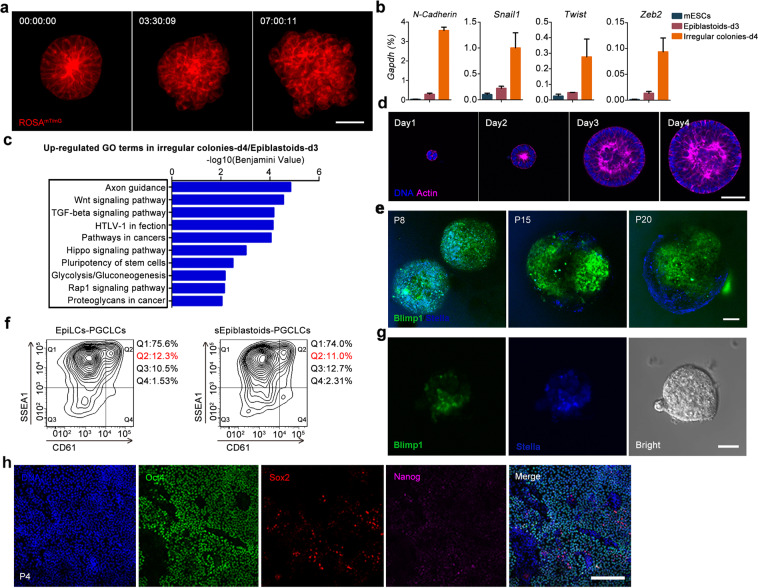
Stabilizing and maintaining Epiblastoids by inhibiting Wnt/β-catenin activity. **a** After culture for 3 days, *ROSA*^*mT/mG*^ Epiblastoids (red) were recorded every 15 min for 24 h with Ultra VIEW-Vox system. Time-lapse images were processed with Velocity software 6.0. Scale bar, 40 μm. **b** qRT-PCR analysis of EMT-related markers *N-cadherin*, *Snail1, Twist*, and *Zeb2* in mESCs, Epiblastoids at day 3 (Epiblastoids-d3), and irregular colonies at day 4 (irregular colonies-d4). The level of specific gene expression was normalized to *Gapdh* (100%). Data were represented as means ± SEM (*n* = 3). **c** GO analysis showed that the upregulated genes in day 4 irregular colonies were enriched in Wnt, TGF-beta and Hippo signaling pathways, compared with those in day 3 Epiblastoids. **d** mESCs differentiated into metastable Epiblastoids and were maintained in the medium with XAV939 (Epiblastoids medium) for 4 days. The different stages of cells were stained with Phalloidin (F-actin, magenta) and Hoechst 33342 (DNA, blue). Scale bar, 40 μm. **e** The Blimp1^+^ (green) and Stella^+^ (blue) cells displayed in the PGCLC aggregates of passage 8 (P8), 15 (P15) and 20 (P20) of Blimp1*/*Stella reporter sEpiblastoids at day 6 of differentiation. Scale bar, 100 μm. **f** FACS analysis of SSEA1 and CD61 (integrin-β3) double-positive cells for the aggregates of PGCLCs induced from P8-sEpiblastoids and EpiLCs at day 6 after differentiation. **g** PGCLCs (Blimp1^+^ and Stella^+^) displayed in the intact colonies of sEpiblastoids at day 6 after differentiation. Scale bars, 100 μm. **h** EpiLCs were induced from mESCs and propagated in sEpiblastoid medium in 2D culture condition. The immunofluorescent staining of Oct4, Sox2 and Nanog was performed for EpiLCs of passage 4 (P4). Scale bar, 200 μm.

Next, we sought to investigate if we could prevent the collapse of Epiblastoids after propagation, by adding a Wnt/β-catenin inhibitor (XAV939), a TGF-β inhibitor (SB431542) or a Yap inhibitor (Verteporfin). Treatment with all these inhibitors did not affect the apical lumen formation of Epiblastoids (Supplementary information, Fig. S2c–e). However, when these cells were passaged, only XAV939 treatment maintained the formation of an apical lumen in Epiblastoids (Supplementary information, Fig. S2c), whereas SB431542 treatment led to the loss of cell polarity and Verteporfin treatment caused severe cell death (Supplementary information, Fig. S2d, e). Moreover, when supplemented with XAV939, the metastable Epiblastoids could be maintained as polarized and cavitated 3D structures for more than 3 days (Fig. 2d), and propagated for long-term culture in these 3D conditions (Fig. 2e).

XAV939 inhibits the poly-ADP-ribosylating enzymes to stabilize axin2, thus stimulating β-catenin degradation and inhibiting the activity of Wnt/β-catenin pathway.^36^ To investigate the specific role of XAV939 in the formation of Epiblastoids, we tried to generate Epiblastoids using *Ctnnb*^*(ΔEX3/+)*^ mESC,^37^ in which the truncated β-catenin is prevented from degradation (stabilized) and therefore constitutively active.^38^ Our results showed that Epiblastoids could not be established from *Ctnnb*^*(ΔEX3/+)*^ mESCs, which developed into a solid sphere rather than a polarized and cavitated rosette 3D structure, even in the presence of XAV939 (Supplementary information, Fig. S2f). These results suggest that specific inhibition of Wnt/β-catenin activity is critical for Epiblastoid stabilization.

As the culture medium also included Activin A and Fgf2, we further investigated the role of these growth factors in the formation and maintenance of Epiblastoids. Supplemented with XAV939, Epiblastoids formed the apical lumen in polarized 3D structures when the medium was deprived of Activin A and/or Fgf2 (Supplementary information, Fig. S2g). However after passaging, even in the presence of ROCK inhibitor Y-27632, the cells barely survived without both Activin A and Fgf2, and lumen formation was compromised in the absence of any Activin A or Fgf2 (Supplementary information, Fig. S2g). These data suggest that both Activin A and Fgf2 are necessary for the continual survival and growth of the stabilized Epiblastoids (sEpiblastoids).

Notably, similar to metastable EpiLCs and Epiblastoids, the sEpiblastoids could efficiently differentiate into the progenitors of germ cells (Fig. 2e). In PGCLC differentiation conditions, *Blimp1-Stella*-derived sEpiblastoids generated ~56% Blimp1^+^ cells at day 2 (Supplementary information, Fig. S2h); by day 6, these cells were induced into PGCLCs (CD61^+^ and SSEA1^+^) at an efficiency of ~11%, comparable to that of EpiLCs (~12%) (Fig. 2f). Furthermore, long-term propagation barely affected the gametogenetic capacity of sEpiblastoids even after 20 passages (Fig. 2e). In addition, sEpiblastoids could also be induced into PGCLCs as intact clones (Fig. 2g), similar to the induction of PGCLCs from mouse epiblast cells.^7^ Although the medium supplemented with XAV939 could facilitate the propagation of EpiLCs in 2D culture conditions for at least 4 passages that expressed Oct4 and Sox2 (Fig. 2h), the propagated EpiLCs experienced severe cell death and could not aggregate well when they were induced to PGCLCs (Supplementary information, Fig. S2i). In sum, these data suggest that the Epiblastoids can undergo stabilization and long-term self-renewal through specific inhibition of Wnt/β-catenin pathway.

### Stabilized Epiblastoids possess features of fPSCs

We then sought to characterize the sEpiblastoids. Morphologically, sEpiblastoids grew into polarized and cavitated 3D structures with smooth margins, distinct from naïve mESCs (small, domed colonies) and EpiSCs (big, flat colonies) (Fig. 3a). The cells of sEpiblastoids displayed a typical exponential growth model and had a normal karyotype (Supplementary information, Fig. S3a, b). The colony formation efficiency of sEpiblastoids (~40%) was lower than that of naïve mESCs (~50%), but much higher than that of EpiSCs (~15%) when propagated as single cells as previously reported (Supplementary information, Fig. S3c).^39^ The staining of alkaline phosphatase (AP) in sEpiblastoids was similar to that in mESCs, but stronger than that in EpiSCs (Supplementary information, Fig. S3d).

**Fig. 3:**
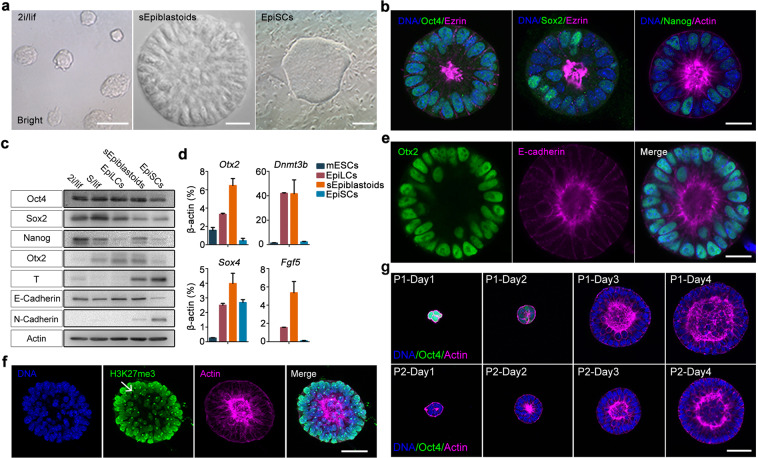
Stabilized fPSCs possess features of formative pluripotent state. **a** The morphology of typical naïve mESCs (left panel), sEpiblastoids (middle panel), and EpiSCs (right panel); scale bars, 50 μm (left panel), 20 μm (middle panel), and 300 μm (right panel). **b** The immunofluorescent staining of sEpiblastoids for Oct4, Sox2, or Nanog (green) and Ezrin or F-actin (magenta). DNA was stained with Hoechst 33342 (blue). Scale bar, 20 μm. **c** The lysates of mESCs (2i/lif or S/lif), 48 h EpiLCs, sEpiblastoids and EpiSCs were collected, and analyzed by western blot assay with specific antibodies for Oct4, Sox2, Nanog, Otx2, T, E-Cadherin and N-Cadherin. β*-*actin served as the loading control. **d** The expression of putative formative pluripotency markers (*Otx2*, *Dnmt3b, Sox4* and *Fgf5*) was examined for naïve mESCs, EpiLCs, sEpiblastoids and EpiSCs by qRT-PCR with specific primers of these genes. The gene expression level was measured relative to *β-actin* (100%). Data were represented as means ± SD (*n* = 3). **e** sEpiblastoids were stained with specific antibodies for Otx2 (green), E-Cadherin (magenta), and Hoechst 33342 for DNA (blue). Scale bar, 20 μm. **f** Female fPSCs were stained with specific antibody for H3K27me3 (green) and Phalloidin for F-actin (magenta). DNA was stained with Hoechst 33342 (blue). Scale bar, 40 μm. **g** *Oct4-ΔPE-GFP* reporter mESCs were cultured in fPSC medium for 4 days (fPSCs passage 1, P1, top). P1 cells were propagated (P2, bottom) in the same medium. The cells of days 1–4 were stained with Phalloidin for F-actin (magenta) and Hoechst 33342 for DNA (blue). The enhancer utilization of *Oct4* was indicated by GFP reporter (green). Scale bar, 40 μm.

Similar to the unstable Epiblastoids, protein expression of the pluripotency marker Oct4 was detected in all cells of sEpiblastoids, with the level comparable to that in mESCs and EpiLCs, but higher than that in EpiSCs (Fig. 3b, c). The expression of Sox2 and Nanog protein displayed a mosaic pattern in sEpiblastoids (Fig. 3b). Compared with mESCs, sEpiblastoids expressed low levels of Sox2 protein, similar to those in EpiSCs (Fig. 3c). The protein level of Nanog in sEpiblastoids was between those in naïve (2i/lif) mESCs and primed EpiSCs (Fig. 3c). Compared with EpiSCs, sEpiblastoids expressed high levels of E-Cadherin, but low levels of N-Cadherin and primed/lineage-specific markers (Brachyury/T, Gata6, and Foxa2) (Fig. 3c; Supplementary information, Fig. S3e). Interestingly, compared with mESCs and EpiSCs, sEpiblastoids specifically expressed higher levels of Otx2/*Otx2*, a proposed marker of formative PSCs (Fig. 3c–e).^23,24^ sEpiblastoids also highly expressed other proposed formative markers *Dnmt3b*, *Sox4*, and *Fgf5* (Fig. 3d). Based on their expression of formative pluripotency markers and long-term self-renewal, sEpiblastoids are referred to as formative pluripotent stem cells (fPSCs) hereafter.

Naïve mESCs exhibit two active X chromosomes (XaXa) in female cells and preferentially utilize the distal enhancer of *Oct4*, whereas female EpiSCs show inactivation on one of the X chromosomes (XaXi) and use the proximal enhancer of *Oct4*.^40^ To examine the X chromosome state, female fPSCs were established from female mESCs and stained for H3K27me3 as previously reported.^41^ Our results suggested that one X chromosome was inactive in the fPSCs (XaXi), evidenced by the formation of H3K27me3 foci (Fig. 3f). Next, the utilization of *Oct4* enhancer in fPSCs was also investigated with an *Oct4-ΔPE-GFP* reporter mESCs.^40^ Our results showed that distinct from mESCs, the distal enhancer of *Oct4* became inactive shortly after mESCs initiated differentiation in the first passage, and it was no longer used in subsequent passages (Fig. 3g). Therefore, fPSCs share similar X chromosome inactivation and *Oct4* enhancer utilization with EpiSCs, but not with mESCs.

### fPSCs are transcriptomically similar to in vivo E5.5–6.5 epiblasts

To investigate the genome-wide gene expression, RNA-seq was performed on the fPSCs at different passages of CMT (P1, 10, 20, 30) and different background derived from 46C, BVSC and *ROSA*^*mT/mG*^ mESCs. 

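The table of FPKM holds 7 libraries of long-term fPSCs and 1 of the first passage of CMT fPSCs (P1). The authors deposited the libraries in 2 batches. CMT P10, P20 and P30 came with mESCs, EpiLCs, EpiSCs and P1 in the first batch, and CMT P11, 46C P24, BVSC P14 and ROSAmT/mG P12 in the second. Only the CMT line is in both batches, so the batch and the genetic background cannot be told apart for 46C, BVSC and ROSAmT/mG. The 7 libraries, each of another passage or line, were taken as the group of fPSCs, and values within each batch are given beside the pooled ones. P1 was kept apart from the group, because it is compared with EpiLCs. FPKM were not adjusted for the batch, since mESCs and EpiSCs are in the first batch only. In data simulated in the same way, with the same limits, the comparison of fPSCs with mESCs recovered 78.0% of the changed genes. That of fPSCs with EpiSCs recovered 75.5%.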

We compared these data with previous data, as well as the data of recently reported intermediate PSCs, such as RSCs (Rosette-like stem cells),^42^ FS-AXR^43^ and FTW-ESCs.^44^ 2D-principal component analysis (2D-PCA) suggested that the long term propagated fPSCs and FS-AXR were most similar to E6.0–6.5 epiblasts (Fig. 4a). Hierarchical clustering of RNA-seq suggested that fPSCs were close to 48 h EpiLCs, FS-AXR, EpiSCs and in vivo epiblasts, whereas RSCs and FTW-ESCs were closer to mESCs (Supplementary information, Fig. S4a). 

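The mean Pearson r among the 7 fPSC libraries was 0.965 ± 0.0162 (SD over pairs, from 0.936 to 0.990). It was 0.823 with mESCs, a difference of 0.142, and 0.873 with EpiSCs, a difference of 0.0920. In an exact permutation test over the 36 ways to choose 2 of the 9 libraries, each difference had a one-sided p of 0.0278, the smallest p possible. With fPSCs of the first batch only, which also holds the mESCs and EpiSCs, the differences were 0.167 to mESCs and 0.0900 to EpiSCs. With those of the second only they were 0.152 and 0.122, where all pairs with mESCs and EpiSCs cross the batches. These restrictions to 1 batch were chosen after seeing the data. P1 had a mean r of 0.963 with EpiLCs and 0.951 with the long-term fPSCs (0.961 with the first batch, 0.944 with the second). Epiblastoids on day 4 joined the branch of long-term and epiblast-derived fPSCs at a mean r of 0.939. This branch joined that of EpiLCs, P1 and Epiblastoids on days 2 and 3 at 0.933. EpiSCs joined at 0.867 and mESCs last, at 0.822. The first 4 principal components of log2(FPKM + 1), centred per gene, held 34.7%, 22.8%, 11.6% and 8.94% of the variance. The published cells in the paper's clustering and principal component analysis were not used here. From these analyses the paper proposes that fPSCs are close to EpiLCs, EpiSCs and in vivo epiblasts, with RSCs and FTW-ESCs closer to mESCs.

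**Figure D3:**
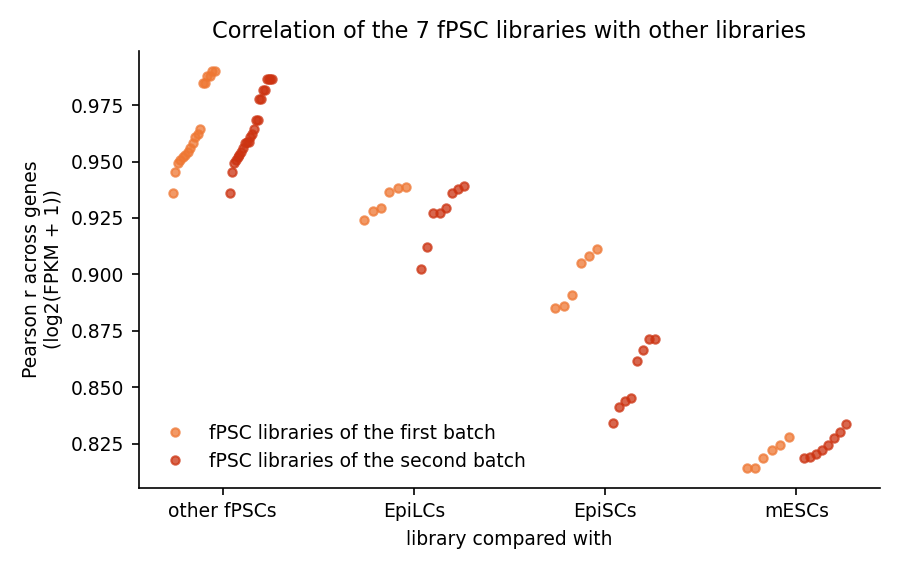
Pearson r across genes (y axis, no unit) of each fPSC library with the other fPSC libraries, EpiLCs, EpiSCs and mESCs (x axis), 1 point per pair, coloured by deposit batch, with pairs between batches shown once under each. Pairs of fPSCs lie at 0.936 or above and pairs with mESCs at 0.834 or below.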

When compared with the EpiLCs at different stages, fPSCs were closer to the EpiLCs at late stage of differentiation (Supplementary information, Fig. S4b).^25^ 

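Among the long-term fPSCs, pairs within the first deposit batch (CMT P10, P20, P30) had a mean Pearson r of 0.988 and pairs within the second (CMT P11, 46C P24, BVSC P14, ROSAmT/mG P12) one of 0.977. The lowest r within the second batch was 0.959. CMT P11 joined BVSC P14 at r = 0.987, before it joined CMT P10 or P20, which joined each other at 0.990. Between the batches 3246 of 10930 genes passed the limma threshold, 2270 higher and 976 lower in the second. The median log2 fold change of all tested genes was 0.19. With CMT P11 as the only library of the second batch, so that the line is the same, 2338 genes passed it, on the assumption that this library varies like the others. Mir5117 (2.78, limma adjusted p = 3.76e-04), Rpl34 (2.34, 0.00630) and Snord96a (2.12, 4.28e-04) had the largest increase in the second batch. Rn7s1, Rn7s2 and Rn7sk had the largest decrease, with log2 fold changes of -5.50, -5.02 and -4.76. Rn7s1 was at 114 ± 17.4 FPKM (SD, n = 3) in the first batch and 1.61 ± 0.807 (SD, n = 4) in the second. Otx2 was at 46.2 ± 4.54 FPKM (SD, n = 3) in the first batch and 72.9 ± 19.1 (SD, n = 4) in the second.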

The fPSCs cryopreserved or derived from different backgrounds (CMTI-1, 46 C, BVSC and *ROSA*^*mT/mG*^ mESCs) had a similar transcriptome (Fig. 4a; Supplementary information, Fig. S4a). Based on deconvolution analysis of the spatial pattern of transcriptomic features,^45^ fPSCs and FS-AXR were closest to epiblast cells at ~E6.0–6.5, while RSCs and FTW-ESCs were closest to epiblast cells at ~E5.5–6.0, and mESCs and EpiSCs were most similar to E4.5 ICM and some E7.0 epiblast cells, respectively (Supplementary information, Fig. S4c).

**Fig. 4:**
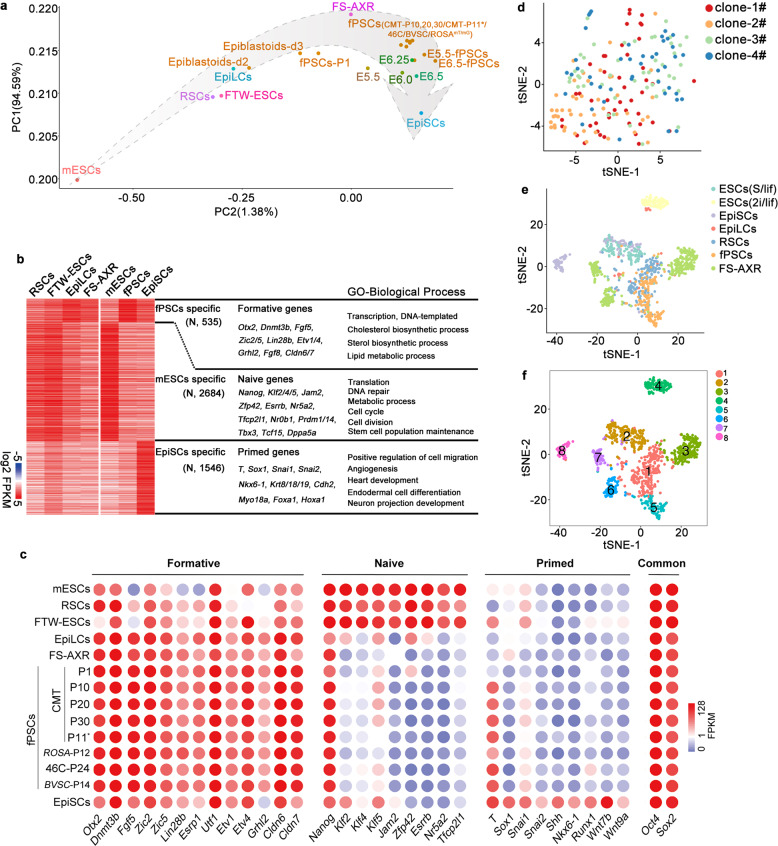
Self-renewing fPSCs are transcriptomically similar to early gastrula epiblasts. **a** Principle component analysis (PCA) of naïve mESCs, EpiSCs, EpiLCs, RSCs,^42^ FTW-ESCs,^44^ FS-AXR,^43^ Epiblastoids-d2/3, fPSCs-P1 (CMT passage 1), fPSCs (CMT-P10, 20, 30/CMT-P11*/46 C/*BVSC*/*ROSA*^*mT/mG*^), E5.5-, E6.5-fPSCs, and E5.5–E6.5 (E5.5–E6.5 epiblast cells).^30–32^ CMT-P11*, cryopreserved passage 11 of the fPSCs derived from CMT; fPSCs (46 C/*BVSC*/*ROSA*^*mT/mG*^), passage 24/14/12; E5.5-, E6.5-fPSCs, fPSCs derived from mouse E5.5 and 6.5 epiblasts. **b** Heatmap of the highly expressed genes (*N*, number of genes) in naïve mESCs, EpiSCs and fPSCs (fold change ≥ 1.5, FPKM value ≥ 3). Representative genes of different clusters were selected and listed in the middle. GO enrichment term results of the highly expressed genes in fPSCs, mESCs and EpiSCs were shown on the right. The expression of these specific genes in RSCs, FTW-ESCs, 48 h EpiLCs and FS-AXR were also shown in the heatmap. **c** The gene expression of selected formative, primed, naïve and common pluripotent markers in mESCs, RSCs, FTW-ESCs, EpiLCs, FS-AXR, fPSCs (different passages and background), and EpiSCs detected by RNA-seq. **d** t-SNE analysis of scRNA-seq data of fPSCs. Clone1/2/3/4# represented four independent clones of fPSCs-Passage11 (fPSCs-P11). **e** Data integration and t-SNE analysis of fPSC single cells with previous data of ESCs (2i/lif, Serum/lif), EpiLCs (48 h), RSCs, FS-AXR and EpiSCs.^42,43,53,54^ The originating cell types were labeled with different colors. **f** The integrated data of mESCs (2i/lif, Serum/lif), EpiLCs (48 h), RSCs, FS-AXR, fPSCs, and EpiSCs were further clustered into eight cell populations through t-SNE analysis. Different cell populations were represented by different colors (cluster-1 to -8).

To investigate specific genes that distinguish fPSCs from EpiSCs and mESCs, we performed differential gene expression analysis for these cells. In total, 4765 DEGs were identified amongst fPSCs, mESCs and EpiSCs, based on the criterion that the gene’s expression level in one cell-type higher than that in the other two cell-types (Fold change ≥ 1.5, FPKM value ≥ 3) (Fig. 4b). 

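A gene was taken as highly expressed in a cell type if its mean FPKM there was at least 3 and at least 1.5 times that in both other types. By this rule 700 genes were highly expressed in fPSCs (7 libraries), 2112 in mESCs and 1600 in EpiSCs (2 libraries each), 4412 in all. The number for fPSCs moved most, to 328, when a gene also had to pass the limma threshold against both other cell types. With only the fPSCs of the second batch it was 1062. For mESCs and EpiSCs the number moved most at a minimum of 10 FPKM, to 1355 and 1022. Of the genes in the paper's Table S1, 375 (70.1%) were among the 700, and of those in Table S3, 1404 (90.8%) were among the 1600. The FPKM printed in these tables equal the means of mESCs 1 and 2, of EpiSCs 1 and 2 and of fPSCs P1, P10, P20 and P30 to within 0.1% for 100% of the genes. On those libraries, chosen after seeing the data, the rule gave 535, 2683 and 1545 genes.
With limma, 5047 genes differed between fPSCs and mESCs (2164 higher, 2883 lower), 4041 between fPSCs and EpiSCs (1664 higher, 2377 lower) and 5980 between EpiSCs and mESCs (2888 higher, 3092 lower). The median log2 fold changes of all tested genes were -0.04, 0.02 and -0.09. Against EpiSCs the count was 3885 with fPSCs of the first batch alone (32.1% of them higher) and 5805 with those of the second (52.1% higher). Against mESCs it was 6382 and 5463. Without EpiSCs replicate 1 the count against EpiSCs was 2455 and without replicate 2 it was 1523. Among genes at a mean of 10 FPKM or more, Fgf5, Pim2 and Car4 rose most from mESCs to fPSCs (log2 fold changes 6.49, 6.44 and 6.07). Dppa5a, Zfp42 and Tuba3a had the largest decrease, with -10.52, -8.49 and -7.92. Dppa5a had 2169 ± 515 FPKM in mESCs (SD, n = 2) and 0.486 ± 0.332 in fPSCs (SD, n = 7). Against EpiSCs, Ap1m2 (4.12), Rab25 (3.88) and Cbr3 (3.52) rose most. Tagln (-7.76), Acta2 (-7.16) and Col1a1 (-6.81) had the largest decrease. The paper's methods grew EpiSCs on embryonic fibroblasts. Of 17 fibroblast genes tested, 16 passed as lower in fPSCs than in EpiSCs, so RNA of these feeder cells was not excluded as a source.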

Compared with mESCs and EpiSCs, 535 genes were highly expressed in fPSCs, including many formative genes such as *Dnmt3b*, *Otx2*, and *Fgf5* (Fig. 4b, c; Supplementary information, Table S1). 

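Dnmt3b, on chromosome 2 of mm9 from 153475186 to 153513466, was at 478 ± 80.7 FPKM in fPSCs (SD, n = 7), 13.9 ± 0.766 in mESCs and 124 ± 4.00 in EpiSCs (SD, n = 2 each). The log2 fold change was 4.99 against mESCs (standard error 0.18, limma adjusted p = 2.34e-10) and 1.92 against EpiSCs (4.44e-06). Otx2, on chromosome 14 from 49277354 to 49287319, was at 61.5 ± 19.8, 14.7 ± 2.04 and 12.0 ± 4.83 FPKM. It was higher than in mESCs by 1.94 (standard error 0.29, limma adjusted p = 1.29e-04) and than in EpiSCs by 2.26 (5.97e-05) on the log2 scale. Fgf5, on chromosome 5 from 98683203 to 98706049, was at 92.9 ± 13.0, 0.0374 ± 0.0259 and 12.5 ± 3.13 FPKM. Its log2 fold change against EpiSCs was 2.80 (standard error 0.18, limma adjusted p = 9.01e-08). In each deposit batch, the lowest fPSC library was above every mESC and EpiSC library for all 3 genes. Of the 13 formative genes named in Fig. 4c, 13 were past the threshold against mESCs (median log2 fold change 3.04) and 11 against EpiSCs (median 1.92). The counts adjusted over the list alone were also 13 and 11. This list was chosen in the paper on these samples, so the latter counts are not independent evidence. Without EpiSCs replicate 2, 7 of the 13 genes passed against EpiSCs. By the fold rule 12 of the 13 were in the set of fPSCs, which is not independent of that choice either.

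**Figure D4:**
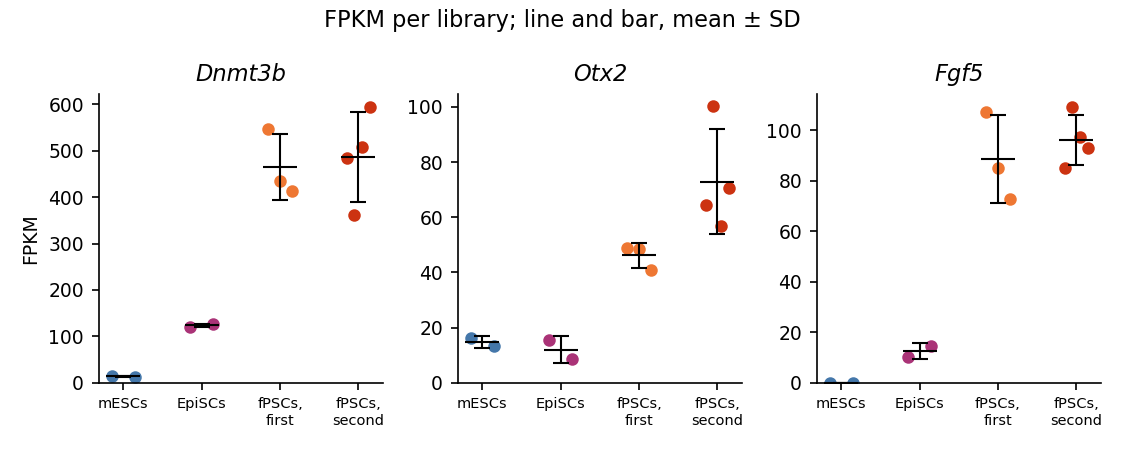
FPKM (y axis) of Dnmt3b, Otx2 and Fgf5 in the libraries of mESCs, EpiSCs and fPSCs (x axis), 1 point per library. The fPSCs are shown apart and coloured by deposit batch, with mean ± SD for each group and batch. Otx2 in fPSCs ranges from 40.9 to 100.2 FPKM, above the highest mESC library at 16.2.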

GO analysis revealed that many genes highly expressed in fPSCs were involved in cholesterol/sterol biosynthetic process and lipid metabolic process (Fig. 4b), supporting the role of lipid metabolism in the maintenance of intermediate state PSCs.^46,47^ 

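Of 24 genes of the cholesterol pathway fixed in advance, 23 could have passed the fold rule in some cell type. Among them 11 were highly expressed in fPSCs, 47.8% against 6.78% of the 10320 genes that could have passed (odds ratio 12.8, Fisher's exact test, two-sided, adjusted p = 3.09e-07 over the 15 tests). They were Acat2, Cyp51, Dhcr7, Hmgcs1, Idi1, Lss, Msmo1, Mvd, Mvk, Nsdhl and Sc5d. On the fPSC libraries of the paper's tables the number was 9, and 1 gene was then highly expressed in mESCs. With the 7 fPSC libraries none was highly expressed in mESCs or EpiSCs. Against mESCs the 23 genes had a median log2 fold change of 0.79, and 14 passed the limma threshold (15 adjusted over the list alone), all higher in fPSCs. Against EpiSCs the median was 0.57 and 9 passed (10 adjusted over the list alone), all higher. The medians were at percentiles 100 and 98.4 of random lists matched on expression, as a description of these libraries. Genes of 1 pathway are regulated together, so they are not independent observations. The paper had named this pathway from genes of the same rule in overlapping libraries, so the test is not independent evidence.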

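In fPSCs Zic2 was at 85.1 ± 12.4 FPKM (SD, n = 7), with log2 fold changes of 3.14 against mESCs (limma adjusted p = 4.30e-07) and 1.17 against EpiSCs (0.00316). Zic5 was higher by 2.98 and 1.04 (limma adjusted p = 0.00177 against EpiSCs). Etv1 was at 12.6 FPKM in fPSCs, 0.970 in mESCs and 8.04 in EpiSCs, with log2 fold changes of 2.77 and 0.57 (limma adjusted p = 0.0500 against EpiSCs). The latter is less than the fold change of 1.5 that the threshold needs, so it did not pass. Etv4 was higher than in mESCs by 1.51 (limma adjusted p = 0.00146). Against EpiSCs its log2 fold change was 0.39 (standard error 0.31, limma adjusted p = 0.337), within the spread between replicates. Grhl2 was at 5.23 FPKM in fPSCs and below 1 FPKM in both other cell types, and its log2 fold change against EpiSCs was 2.19 (limma adjusted p = 5.25e-06). Lin28b had 3.37 against mESCs and 1.14 against EpiSCs (limma adjusted p = 0.0396). Utf1 was at 358 ± 132 FPKM in fPSCs (SD, n = 7), and its log2 fold changes were 2.60 and 1.30. Zscan10 was at 72.7 ± 15.9 FPKM in fPSCs, with 1.01 against EpiSCs (limma adjusted p = 0.00435). Against mESCs it had 0.57 (standard error 0.23, limma adjusted p = 0.0573), which did not pass. Fgf8, on chromosome 19 of mm9 from 45811288 to 45817405, rose by 5.95 against mESCs and 1.96 against EpiSCs (limma adjusted p = 6.02e-04). Eras, which varied widely between fPSC libraries (42.7 ± 28.3 FPKM), rose by 3.61 against mESCs and less against EpiSCs. The epithelial genes Esrp1, Cldn6 and Cldn7 were higher than in mESCs by 3.86, 4.17 and 3.04, and than in EpiSCs by 2.11, 1.98 and 3.40.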

The genes upregulated in fPSCs also included the transcription factor *Zic2/5*, *Etv1/4* and *Grhl2*, which were reported to play important roles in the transition from the naïve to primed state,^26,48,49^ and several well-known regulators of pluripotency such as *Lin28b*, *Utf1*, *Zscan10*, *Fgf8*, *Eras*, as well as epithelial regulators *Esrp1*, *Cldn6*/*7*,^37,50–52^ suggesting that these genes could be new markers for formative-like pluripotency (Fig. 4b, c). In comparison, genes upregulated in mESCs included a suite of well-known naive pluripotency markers such as *Nanog*, *Klf2,4,5*, *Jam2*, *Zfp42/Rex1*, *Esrrb*, *Nr5a2*, and *Tfcp2l1* (Fig. 4b, c; Supplementary information, Table S2). In contrast, genes upregulated in EpiSCs (relative to fPSCs and mESCs) were enriched in lineage-specific genes, including numerous signatures for angiogenesis, heart development, endodermal and nervous system differentiation such as *T*, *Sox1*, *Snai1*, *2*, *Shh*, *Nkx6-1*, *Runx1*, *Wnt7b* and *Wnt9a* (Fig. 4b, c; Supplementary information, Table S3). 

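All 9 naive genes passed the limma threshold with lower values in fPSCs than in mESCs, with a median log2 fold change of -5.93. The paper names these genes by a fold change in the same cells, so these counts are not independent evidence. Zfp42 (Rex1), on chromosome 8 of mm9 from 44380422 to 44392363, was at 365 ± 25.8 FPKM in mESCs (SD, n = 2), 0.121 ± 0.0711 in EpiSCs (SD, n = 2) and 0.0172 ± 0.0206 in fPSCs (SD, n = 7; standard error of the log2 fold change 0.15, limma adjusted p = 3.37e-13). Klf2 was at 196 FPKM in mESCs and 0.494 in fPSCs, a log2 fold change of -7.04. Those of Esrrb, Tfcp2l1, Klf4, Nr5a2 and Klf5 were -7.46, -5.98, -5.66, -4.76 and -4.51, and that of Jam2 was the median of the list. Nanog changed least, from 315 ± 43.0 FPKM in mESCs to 68.8 ± 9.66 in fPSCs (log2 fold change -2.18, limma adjusted p = 3.10e-07), and it was higher in fPSCs than in EpiSCs (17.7 FPKM) by 1.90. By the fold rule 9 of the 9 genes were in the set of mESCs.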

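The 9 primed genes of Fig. 4c were all in the EpiSC set of the fold rule, by which the paper had named them in these cells. Against EpiSCs their median log2 fold change in fPSCs was -2.73. With limma 8 of the 9 passed the threshold, or 9 adjusted over the list alone. Without EpiSCs replicate 1, and without replicate 2, the number was 3. Wnt7b, on chromosome 15 of mm9 from 85365869 to 85412251, was at 98.9 ± 34.9 FPKM in EpiSCs (SD, n = 2) and 0.136 ± 0.0604 in fPSCs (SD, n = 7). Its log2 fold change was -6.41 (standard error 0.17, limma adjusted p = 2.94e-11). The log2 fold changes of Sox1, Shh, Runx1, Snai1, Snai2 and Wnt9a were -4.04, -3.71, -2.99, -2.40, -1.83 and -1.82, and that of Nkx6-1 was the median of the list. Brachyury (T) was at 36.3 ± 8.78 FPKM in EpiSCs and 18.3 ± 7.58 in fPSCs, with a log2 fold change of -1.06 (standard error 0.43, limma adjusted p = 0.0706), which did not pass over all genes. It passed with the fPSCs of the first batch alone (limma adjusted p = 0.00244). Between EpiSCs and mESCs the primed genes had a median of 3.07, and 9 of 9 passed. Of all genes at a mean of 10 FPKM or more, Tagln (8.07), Acta2 (7.34, listed at 0 in both mESC libraries) and Nnat (7.30) rose most in EpiSCs. RNA of the fibroblast feeder cells of EpiSCs was not excluded as a source for these genes. Dppa5a, Zfp42 and Rn7s1 had the largest decrease, with -10.99, -8.35 and -8.15.

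**Figure D5:**
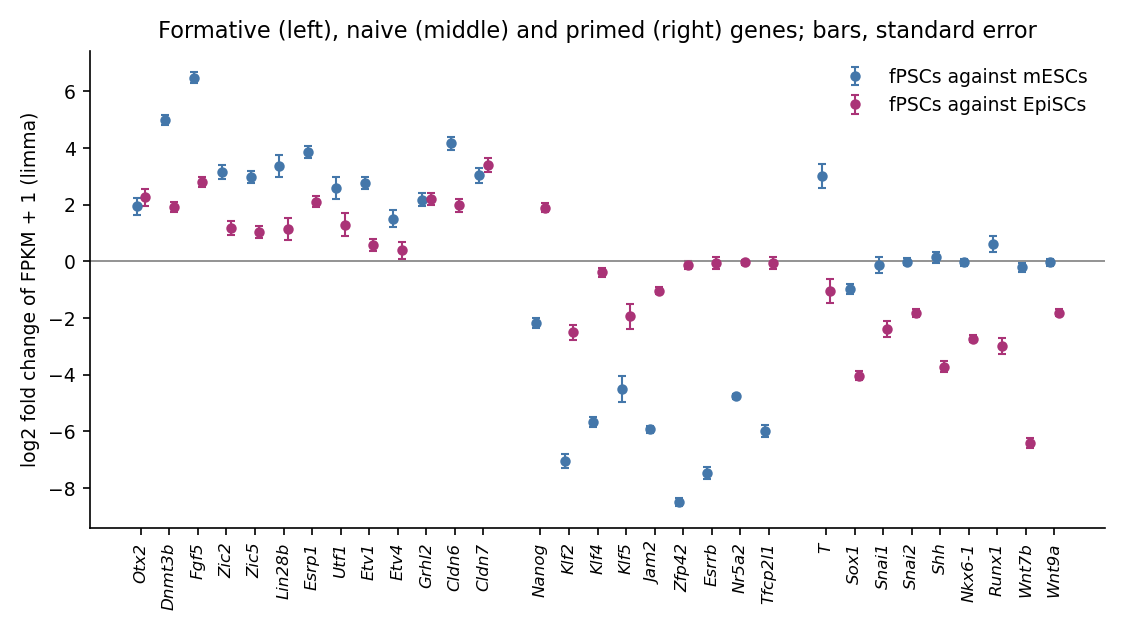
Log2 fold change of FPKM + 1 in fPSCs (y axis) against mESCs and against EpiSCs for the formative, naive and primed genes (x axis), as points with standard errors from limma. The 9 naive genes lie below 0 against mESCs and the 9 primed genes below 0 against EpiSCs.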

Probably, the expression patterns of these specific genes in RSCs, FTW-ESCs, EpiLCs and FS.AXR were consistent with the continuum of PSC differentiation (Fig. 4b, c). Quantitative RT-PCR confirmed the expression of formative, naïve and lineage-specific genes in mESCs, 48 h EpiLCs, fPSCs and EpiSCs (Supplementary information, Fig. S4d–f).

We also performed the single cell analysis for fPSCs. Totally, 192 cells were obtained from 4 clones (4 × 48) for single-cell RNA sequencing (scRNA-seq). 

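Single cells of 4 clones of fPSCs were picked by hand and sequenced with Smart-seq2. The authors deposited 2 tables of counts per gene and cell, made with Drop-seq_tools, one with clones 1 and 2 and one with clones 3 and 4. The tables hold 92 and 90 cells, 46 of each of clones 1 to 3 and 44 of clone 4. The 182 cells compare with the paper's 192. They list 16299 and 16176 genes, of which 14176 are in both, and a gene missing from 1 table was taken as 0 there for counts of genes per cell. Counts summed to 1496222, 3233041, 4702969 and 2444019 in clones 1 to 4, with medians of 19078, 30716.5, 33883 and 22634 per cell. The mitochondrial share had medians between 4.27% and 4.66%. The 2 tables were processed apart, so each clone lies in 1 table, and clones of different tables were not compared gene by gene. Cells with at least 500 genes (181) were normalized to 10000 counts and log-transformed. With 2000 variable genes and 10 principal components they were clustered by the Leiden method in scanpy at a resolution of 0.5. Since cells of a clone are not replicates, counts were summed per clone and cluster and tested with edgeR's quasi-likelihood test with the clone as a block. In simulated data with 8125 genes this design recovered 0% of 200 genes changed 2-fold and 9% of those changed 4-fold. Doublets were not searched for, since cells were picked singly.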

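A mean of 3761 ± 482 genes per cell had at least 1 count (SD over 4 clones). The means were 3460 ± 1452, 4426 ± 2005, 3800 ± 1896 and 3358 ± 1428 genes in clones 1 to 4 (SD, n = 46, 46, 46 and 44 cells). Over all cells the number ran from 250 to 8948. With the minimum of 500 genes the mean of the clones was 3784. Counting only genes with at least 2 counts moved it most, to 2771. Clones 1 to 4 had 30, 34, 27 and 27 cells with over 3000 genes. Between the summed counts of the clones the mean Pearson r over 11065 genes was 0.801 (from 0.778 to 0.832). It was 0.808 between clones of the same table and 0.797 between clones of different tables. Dnmt3b had a count in 98.9% of cells, Fgf5 in 75.3% and Otx2 in 66.5%.

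**Figure D6:**
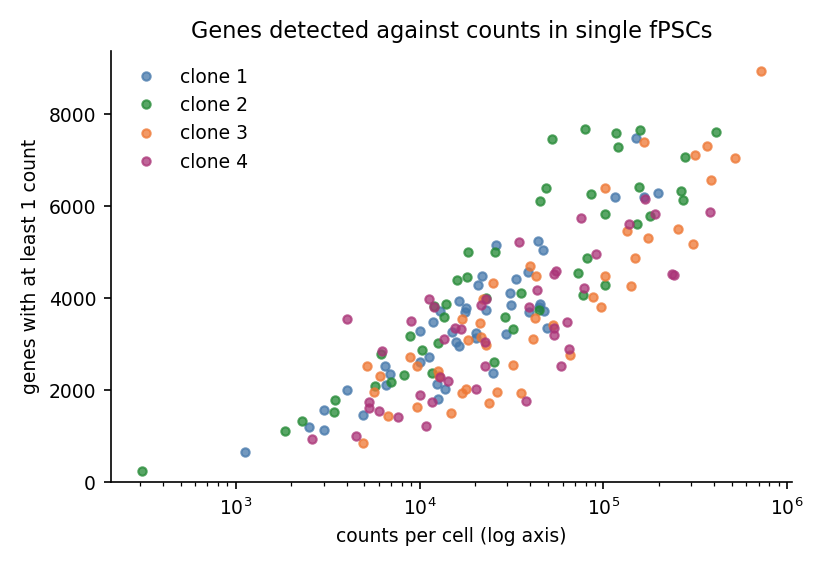
Genes with at least 1 count per cell (y axis) against counts per cell (x axis, log scale), 1 point per cell, coloured by clone. Cells with more counts have more genes in all 4 clones.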

An average of 3721 genes was detected per cell, suggesting a relatively good sequencing quality (Supplementary information, Fig. S5a, b). T-distributed stochastic neighbor embedding (t-SNE) analysis with stringent parameters suggested that there are two sub-populations among these single cells (Fig. 4d and Supplementary information, Fig. S5c). However, we could only identify 6 DEGs among these single cells (Supplementary information, Fig. S5d). 

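Clustering divided the 181 cells into 3 clusters of 107, 67 and 7 cells. The first held 26, 39, 26 and 16 cells of clones 1 to 4 and the second 20, 6, 18 and 23. The third held 0, 0, 2 and 5, all from the table of clones 3 and 4. Clusters and clones had a low adjusted Rand index (0.0472), but the clones were spread unevenly. Most cells of clone 2 were in the first cluster, and clone 4 had more cells in the second. At a resolution of 0.2 there were 2 clusters, of 175 and 6 cells, and at 1.0 there were 7. The number moved to 5 with 5000 variable genes and stayed at 3 with 500 variable genes and with 5 or 20 principal components. These were largely other clusters, with an adjusted Rand index with the first of 0.0548, 0.0363 and 0.268. Within every clone the median number of counts per cell was higher in cluster 1 than in cluster 2, by a ratio between 1.66 and 6.44. When each cell was thinned to 5600 counts, which left 164 cells, 3 clusters were found, the larger ones of 73 and 51 cells, that shared little with the first (adjusted Rand index 0.0372). The same 164 cells without thinning also gave 3 clusters with little in common with the first (0.0781), so leaving out 17 cells already changed the clusters. The mean silhouette was 0.132 before and -0.0326 after thinning.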

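The 6 genes of Fig. S5d were Ogfr, Nup93, Riok3, Nkain2, Spata17 and Plekhh2. To keep them from defining the clusters they are tested on, cells were clustered again without these genes, as had been planned. This gave 2 clusters, of 134 and 47 cells, with each clone in both. Nkain2 was higher in the smaller cluster (log2 fold change 0.78, adjusted p = 8.69e-04 over the 6 genes from edgeR's quasi-likelihood test). The other 5 genes did not pass. Spata17 (0.79, edgeR adjusted p = 0.0658) and Plekhh2 (1.05, 0.149) were higher in the smaller cluster. Ogfr (-2.25, 0.149), Nup93 (-0.51, 0.425) and Riok3 (-0.20, 0.809) were lower. Without clone 1 Nkain2 had an edgeR adjusted p of 0.0544, and with DESeq2 in place of edgeR 4 of the 6 passed. In cells thinned to equal counts, whose clusters are other ones, none of the 4 genes left to test passed with edgeR, and 1 had an unadjusted p under 0.05. Nkain2 was then lower (-0.42, edgeR adjusted p = 0.108). Over all 8125 genes tested 3 passed an adjusted p of 0.05, and 389 had an unadjusted p under 0.05. These were mt-Rnr1 (0.78), mt-Rnr2 (0.65) and Rian (3.40), named after their values were seen. They also helped to form the clusters, so their test is not independent. With DESeq2 11 genes passed. Without clone 1 and without clone 4 the number was 0 with edgeR (356 and 300 at an unadjusted p under 0.05), without clone 2 it was 8 and without clone 3 it was 1.
Nkain2, Spata17 and Plekhh2 had a count in 100%, 95.6% and 95.1% of cells, while their mean in the 7 bulk fPSC libraries was 0.0527, 0.0835 and 1.43 FPKM. Counts of Nkain2 that do not come from its own RNA were not excluded. From its gene expression data together, including published single cells that were not used here, the paper proposes that fPSCs manifest formative pluripotency, distinct from mESCs and EpiSCs.

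**Figure D7:**
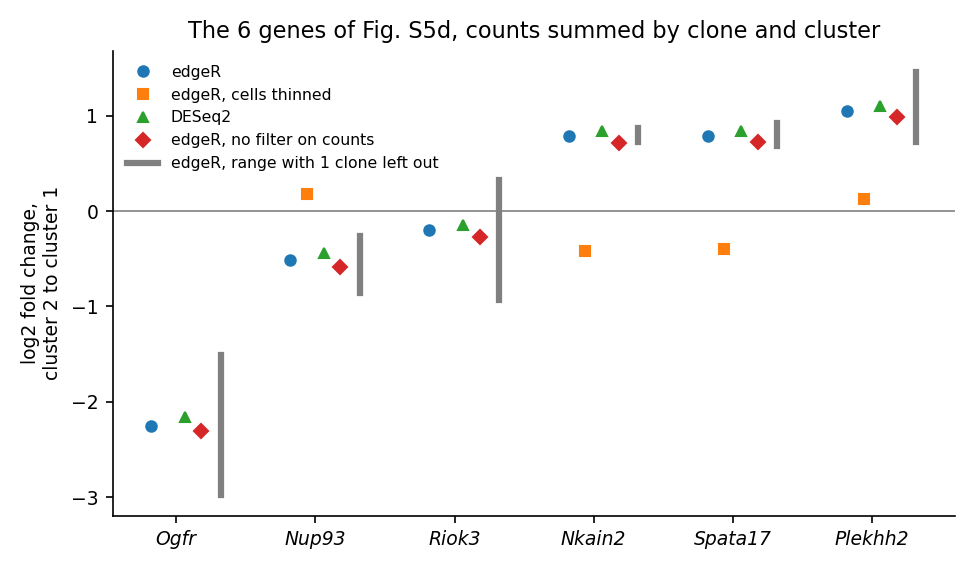
Log2 fold change of the smaller against the larger cluster (y axis) of the 6 genes of Fig. S5d (x axis), with points for edgeR and each alternative, and a grey line for the range with 1 clone left out. Nkain2 lies at 0.78 with edgeR and at -0.42 in thinned cells.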

Then, we compared these data with the published single cell data of mESCs (2i/lif, Serum/lif), RSCs, EpiLCs (48 h), FS-AXR and EpiSCs.^42,43,53,54^ t-SNE plot showing that all of these single cells were grouped into 8 clusters, including naïve PSCs (cluster-4) and primed PSCs (cluster-8) (Fig. 4e, f; Supplementary information, Fig. S5e–f and Table S4). fPSCs were mostly distributed in cluster-1 and -5 with no significant DEGs identified, and FS-AXR were mainly distributed in cluster-3 with 18 DEGs, cluster-6 with 35 DEGs and cluster-7 with 45 DEGs (Fig. 4e, f; Supplementary information, Fig. S5e, f and Table S4). Collectively, these gene expression data support the notion that fPSCs manifest formative pluripotency, similar to pre-/early-gastrula epiblasts, but distinct from mESCs and EpiSCs, also probably and likely different from other PSCs recently established (RSCs, FTW-ESCs, FS-AXR).

### fPSCs possess chromatin states similar to in vivo E6.5 epiblast cells

Aside from the gene expression profiles at steady-state, developmental potential of PSCs are also tightly regulated by the epigenomic states of chromatin organization, as indicated by imprinting-related DNA methylation and histone modifications.^55^ fPSCs were proposed to display increased numbers of bivalent chromatin domains marked by both active H3K4me3 and repressive H3K27me3, as well as globally elevated DNA methylation.^23,24^ Thus, ChIP-seq of H3K4me3 and H3K27me3 was performed for fPSCs and compared with the published data of ESCs, RSCs, FTW-ESCs, EpiLCs, FS-AXR, EpiSCs, and the E6.5 epiblast.^42–44,56,57^ 

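ChIP-seq of H3K4me3 and H3K27me3 in fPSCs at P10 was deposited as 1 file per mark with RPKM (reads per kilobase, scaled to the number of mapped reads) in bins of 100 bp. The authors trimmed reads with Trim Galore, aligned them to mm9 with Bowtie2, and left out reads with several positions and duplicates. Their methods integrate replicates for later analysis, and the files do not say whether they hold 1 replicate or both. Only bins above 0 are listed. Each mark is 1 value per bin, so no replicate spread can be given. The lowest value, 1.24 RPKM for H3K4me3 and 0.64 for H3K27me3, was taken as 1 read. By this measure 69.6% and 55.5% of the listed bins hold 1 read. Promoters were taken from 5000 bp before to 5000 bp after the transcription start site of 22089 protein-coding genes of an annotation on the same assembly. A promoter's value is its mean RPKM, with bins not listed as 0. Each mark was also turned into a z-score over all promoters. A few bins hold very many reads in both marks, and 19 promoters with a bin over 100 RPKM in both dominate the spread. The SD of promoter H3K4me3 was 24.0 RPKM with them and 1.17 without, and that of H3K27me3 18.2 and 0.783. Values without these promoters, a choice made after seeing the data, are given as such. The published data of other cells, the input and the paper's list of housekeeping genes were not used here.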

Globally, the distribution of H3K27me3 at the promoter regions of all genes was stronger in fPSCs, RSCs, FTW-ESCs, FS-AXR and the E6.5 epiblast than in other PSCs, while H3K4me3 distribution at the promoter regions of all genes displayed no discernible differences amongst these pluripotent cells (Fig. 5a). 

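In fPSCs the promoters of all protein-coding genes had a median of 1.13 RPKM for H3K4me3 and 0.379 for H3K27me3. At the transcription start site the mean over 22070 genes was 3.13 RPKM for H3K4me3 and 1.04 for H3K27me3, and it was 0.687 and 0.653 at 10000 bp before it. Of the other genes, 17 lie on a chromosome without methylation windows and 2 near a chromosome end. Without the pile-up promoters, left out after seeing the data, the means were 2.34 and 0.436 at the start site and that of H3K27me3 was 0.530 at 10000 bp before it, so the rise of H3K27me3 at the start site came from the pile-ups. In bins of 10 kb, 0.0109% of 255964 bins had a z-score over 1 for both marks (exact binomial 95% interval 0.00727 to 0.0158%, which covers counting error only). That was 606 times the share that the margins of both marks give. Without the 9 bins with pile-ups the share was 2.46%, or 3.43 times the margins.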

Unsupervised hierarchical clustering of H3K4me3 and H3K27me3 suggested that, amongst all these PSCs, fPSCs were the most similar to E6.5 epiblast cells (Supplementary information, Fig. S6a). Although the level of H3K27me3 was relatively low in EpiLCs, we could observe that H3K27me3 was enriched at many promoters of the shared bivalent genes when carefully compared with E6.5 epiblasts (Fig. 5a; Supplementary information, Fig. S6b, c).

**Fig. 5:**
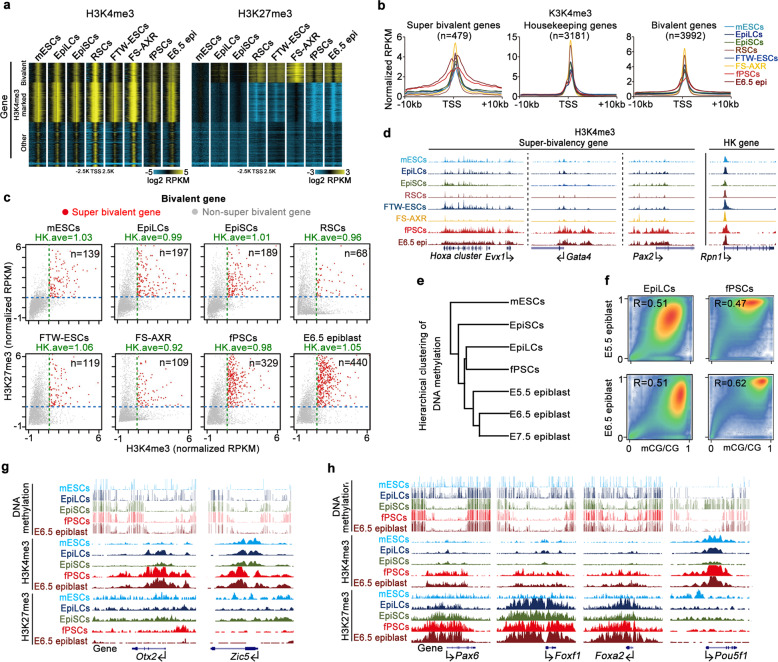
fPSCs possess similar chromatin states of E6.5 epiblasts. **a** Heatmaps showing H3K4me3/H3K27me3 enrichment at all promoters of genes (± 2.5 kb) in naïve mESCs, EpiLCs, EpiSCs, fPSCs, E6.5 epiblast and recently reported RSCs, FTW-ESCs as well as FS-AXR. The intensity of H3K4me3/H3K27me3 was normalized as RPKM. The data of H3K4me3/H3K27me3 for naïve mESCs, EpiLCs, EpiSCs, RSCs, FTW-ESCs, FS-AXR, and E6.5 epiblast were obtained from the published resources.^42–44,56,57^ **b** Average plot showing H3K4me3 enrichment at all loci of super-bivalent, housekeeping, and bivalent genes in naïve mESCs, EpiLCs, EpiSCs, RSCs, FTW-ESCs, FS-AXR, fPSCs, and E6.5 epiblast. The H3K4me3 enrichment at super bivalent and bivalent genes was normalized to the average intensity of housekeeping genes in each cell line. **c** Scatter plots displayed the enrichment of H3K4me3 and H3K27me3 of 3992 bivalent genes in different cell types. The average H3K4me3 enrichment of housekeeping genes (HK. ave) was shown for each of cell types. The blue lane indicate an arbitrary cutoff of H3K27me3 for each stage (normalized RPKM > 1). Super-bivalent and bivalent genes were shown as red and gray, respectively. The number of super-bivalent genes (right top) was shown in naïve mESCs, EpiLCs, EpiSCs, RSCs, fPSCs, FTW-ESCs, FS-AXR, and E6.5 epiblasts. **d** UCSC Genome Browser views showing H3K4me3 enrichment at the locus of super-bivalent genes (*Hoxa* cluster, *Gata4*, and *Pax2*) and housekeeping gene (*Rpn1*) in mESCs, EpiLCs, EpiSCs, RSCs, FTW-ESCs, FS-AXR, fPSCs, and E6.5 epiblast. **e** Hierarchical clustering analysis of DNA methylation for naïve mESCs, EpiLCs, fPSCs, EpiSCs and E5.5/6.5/7.5 epiblasts.^58–61^ **f** Smoothed scatter plot of genome-wide DNA methylation between EpiLCs or fPSCs and E5.5, or E6.5 epiblasts. Density of data pointed the ranges from blue (low) to green (intermediate) and yellow (high). **g** Genome Browser views showing the DNA methylation and H3K4me3/H3K27me3 enrichment at the promoters of selected formative markers (*Otx2*, *Zic5*) in naïve mESCs, EpiLCs, and EpiSCs, as well as fPSCs and E6.5 epiblasts. **h** Snapshots of DNA methylation and enrichment of H3K4me3 and H3K27me3 at the promoters of selected germ-layer markers (*Pax6*, *Foxf1* and *Foxa2*) and *Oct4* in naïve mESCs, EpiLCs, and EpiSCs, as well as fPSCs and E6.5 epiblasts.

We have previously reported a unique chromatin state that showed strong H3K4me3 and H3K27me3 enrichment at the promoters in a subset of bivalent genes in E6.5 epiblasts (over 400 developmental genes).^57^ The H3K4me3 distribution at the promoters of these genes is remarkably broader than typical bivalent promoters and the average promoter enrichment is even stronger than those of housekeeping genes, thus termed as super bivalency.^57^ Then super bivalency was closely analyzed in the promoters of all genes in these pluripotent cells. Compared with other PSCs, the H3K4me3 distribution in the promoter region of all bivalent and super bivalent genes was globally broader in fPSCs and the E6.5 epiblasts, while the H3K4me3 distributions for housekeeping genes was similar in all PSCs (Fig. 5b). 

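At the 323 promoters of the fPSC list in the paper's Table S5 that the annotation holds, mean H3K4me3 was 4.11 RPKM at the transcription start site, 3.22 at 2000 bp before it and 3.86 at 2000 bp after it. Over all protein-coding genes it was 0.881 and 1.49 at the latter positions, and 0.725 and 1.13 without the pile-up promoters. H3K27me3 at the listed promoters was 1.88 RPKM at the start site, 3.51 before it and 3.57 after it. As a measure of breadth, the share of a promoter's H3K4me3 that lies beyond 1 kb from the start site was used. Its median was 73.8% at the listed promoters, against 48.2% in random sets of the same size. These were drawn from the 7364 promoters above the mean H3K4me3, and the listed set was above all of them. The list had been selected on H3K4me3 over 10 kb, so its breadth is not independent of that selection.

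**Figure D8:**
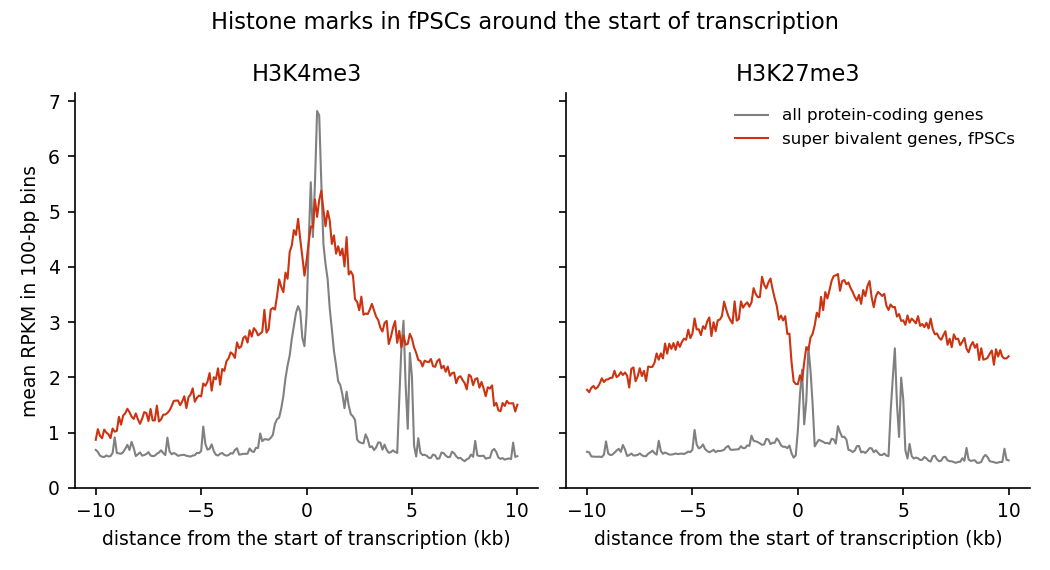
Mean RPKM in fPSCs (y axis) of H3K4me3 and H3K27me3 by distance from the transcription start site (x axis, kb), for all protein-coding genes and for the super bivalent genes of fPSCs. H3K4me3 of the super bivalent genes stays at 3.22 and 3.86 RPKM at 2000 bp on both sides, and the spike of all genes at 4600 bp (3.03 RPKM) falls to 0.506 without the pile-up promoters.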

The number of super bivalent genes was substantially higher in fPSCs than that in the RSCs, FTW-ESCs and FS-AXR, respectively (Fig. 5c; Supplementary information, Table S5). Furthermore, 89% (294/329) of the super bivalency genes in fPSCs were also present in the E6.5 epiblasts (Supplementary information, Fig. S6d). For example, the *Hoxa* cluster, *Gata4*, and *Pax2* showed super bivalency only in fPSCs and the E6.5 epiblasts, but not in other PSCs (Fig. 5d). 

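The fPSC list of Table S5 has 329 genes and the E6.5 list 440, with 294 (89.4%) of the former in both. Of the fPSC list 16 genes were in no other list, and 161 were shared with E6.5 alone. In the deposited fPSC data the 323 matched promoters had median values of 3.31 RPKM for H3K4me3 and 3.23 for H3K27me3. The paper selected the list by these marks in these cells, so high values are not independent evidence. As z-scores over all promoters the medians were 0.0685 and 0.128, and 1 of 323 promoters (0.310%, exact binomial 95% interval 0.00784 to 1.71%) was above 1 in both. With promoters of 2500 bp on each side the number was 0, which allows a share of up to 1.14%. Without the pile-up promoters the median z-scores were 1.69 and 3.31, and 76.2% of the listed promoters were above 1 in both. Over all promoters 15 were above 1 in both, and 459 without the pile-ups, of which 246 were in the list. From the marks, this overlap and DNA methylation, with published data of other cells, the paper proposes that fPSCs are the closest to E6.5 epiblast cells at the epigenomic level.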

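Hoxa7, Hoxa9, Hoxa10 and Hoxa13 are not in the fPSC list of Table S5. H3K4me3 at their promoters was 3.26, 2.34, 2.30 and 2.16 RPKM and H3K27me3 6.07, 5.31, 5.68 and 5.12. Gata4, on chromosome 14 of mm9 from 63817759 to 63890529, had 2.28 RPKM for H3K4me3 and 4.18 for H3K27me3. Pax2, on chromosome 19 from 44830539 to 44912758, had 3.89 and 4.46.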

GO analysis showed that these 329 super bivalent genes in fPSCs were involved in three germ layer specification, anterior/posterior pattern formation and embryonic morphogenesis (Supplementary information, Fig. S6e), suggesting that these genes are poised for the next stage in embryonic development.

Whole genome bisulfite sequencing (WGBS) was also performed on fPSCs and compared with the published datasets.^58–61^ 

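Whole-genome bisulfite sequencing of fPSCs at P10 was deposited as the fraction of methylated CpG in windows of 100 bp. The authors aligned reads to mm9 and called methylation with bs_seeker2. The coverage is not in the file, so the depth behind each fraction is unknown and no interval or coverage minimum could be applied. The file lists 10243168 windows, 82.6% of the windows of the reference that hold a CpG, and no window of chromosome Y. Of the listed windows 99.4% hold a CpG in the reference, and 54.8% after a shift of 100 bp, which ties the positions to this assembly. Of all windows 34.4% are at exactly 1. Means over regions weight each window equally. The published methylation data were not used here.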

Globally, fPSCs had high levels of DNA methylation at the gene body and intergenic region, similar to those in EpiSCs, EpiLCs and postimplantation epiblast cells, whereas naïve mESCs showed global hypomethylation (Supplementary information, Fig. S6f, g). 

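Over all windows methylation in fPSCs had a mean of 0.871 and a median of 0.93 (SD over windows 0.213). Of the windows 85.2% were at 0.8 or above and 4.11% at 0.2 or below. The mean was 0.888 in gene bodies beyond 1 kb of a start site, 0.878 outside protein-coding genes and 0.411 within 1 kb of a start site. It moved most with the restriction to autosomes, which gave 0.8697, and was 0.896 on chromosome X. Averaged by distance, methylation was 0.268 at the start site of protein-coding genes, 0.845 at 10000 bp before it and 0.857 at 10000 bp after it. At the super bivalent genes it was 0.0456 at the start site. In bins of 1 kb with at least 5 windows, the median was 0.93 where H3K4me3 was lowest (0 RPKM) and 0.748 where it was highest, a difference of -0.182. Beside published data, the paper states that the level of methylation in gene bodies and between genes was high in fPSCs and similar to that of EpiSCs, EpiLCs and postimplantation epiblast cells.

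**Figure D9:**
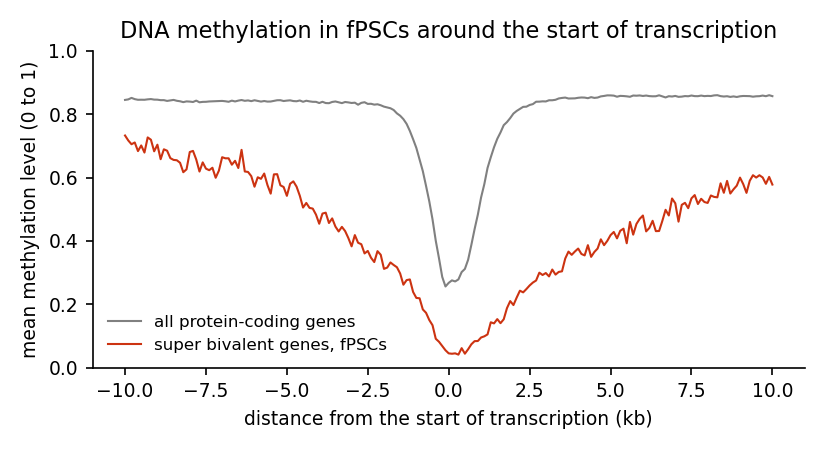
Mean methylated fraction in fPSCs (y axis) by distance from the transcription start site (x axis, kb), for all protein-coding genes and for the super bivalent genes. The lines fall to 0.268 and 0.0456 at the start site.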

Unsupervised hierarchical clustering of DNA methylation showed that both fPSCs and EpiLCs were the closest to in vivo epiblasts, compared to other PSCs (Fig. 5e). Smoothed scatter plot analysis suggested that fPSCs (*R* = 0.62) were more similar to the E6.5 epiblasts at global DNA methylation levels (Fig. 5f).

Specific genes were further investigated for correlations between their gene expressions and epigenetic states in these PSCs. 

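The promoters of Otx2, Zic5, Utf1, Fgf5, Zfp13, Zscan10, Zic2 and Esrp1 had median values of 5.40 RPKM for H3K4me3 and 0.302 for H3K27me3 in fPSCs. Methylation within 1 kb of their start sites had a median of 0.0791 and ran from 0.0015 (Zic2) to 0.298 (Utf1), against a median of 0.358 over all promoters. H3K4me3 of all 8 was at percentile 99.1 of promoters or above. Zic2, on chromosome 14 of mm9 from 122874604 to 122879074, had 7.87 RPKM for H3K4me3 and 0.354 for H3K27me3. Otx2 had 9.02 and 1.35 RPKM, and this H3K27me3 was at percentile 88.1 of promoters. For Fgf5 the values were 6.19 and 0.450 RPKM. H3K27me3 of Zscan10 and Zfp13, whose start sites lie next to each other, was 0.103 and 0.0897 RPKM.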

Consistent with their high levels of gene expression, the promoters of formative genes (*Otx2*, *Zic5*, *Utf1*, *Fgf5*, *Zfp13*, *Zscan10*, *Zic2*, and *Esrp1*) were all marked by higher levels of the active marker H3K4me3, and low levels of the repressive marker H3K27me3 and hypo-methylated DNA in fPSCs, similar to E6.5 epiblast cells (Fig. 5g; Supplementary information, Fig. S7a). 

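Of the genes Pax6, Foxf1, Foxa2, T, Gata6, Lhx5, Hand1, Isl1, Nkx2-5, Nr4a2 and Pdx1, the annotation holds 10 with 1 position and not Foxf1. Their promoters had median values of 3.71 RPKM for H3K4me3 and 4.17 for H3K27me3, and a median methylation of 0.0188 (from 0.00273 to 0.216). Pax6, on chromosome 2 of mm9 from 105509053 to 105543317, had 3.50 RPKM for H3K4me3 and 4.40 for H3K27me3, with 0.0134 ± 0.0137 FPKM in fPSCs (SD, n = 7). Nkx2-5 had 3.74 and 5.69 RPKM, and Pdx1 3.82 and 5.04. Nr4a2 had 1.37 RPKM for H3K4me3 and 0.959 for H3K27me3, at percentiles 57.5 and 81.2 of promoters, and it is not in the fPSC list of Table S5. The other 9 are in it. For Foxa2 the marks were 3.67 and 2.71 RPKM, and its RNA was at 31.9 ± 25.9 FPKM in the 7 fPSC libraries. Gata6 was at 4.37 ± 7.75 FPKM, a mean raised by 1 library, 46C P24. T was between 5.37 and 30.3 FPKM. Of the other genes, Hand1, Isl1, Lhx5, Nkx2-5, Nr4a2 and Pdx1 had a mean below 1 FPKM.

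**Figure D10:**
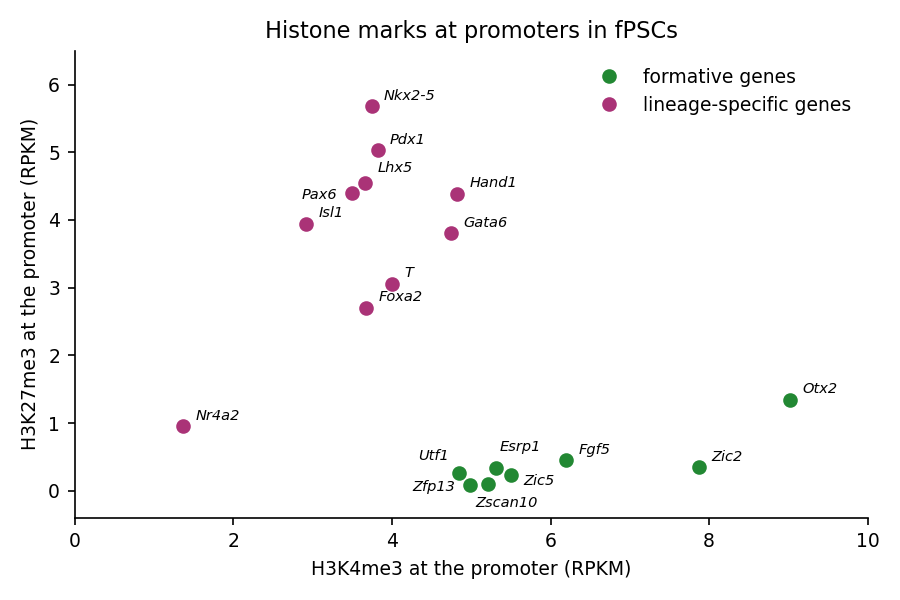
H3K27me3 (y axis, RPKM) against H3K4me3 (x axis, RPKM) at the promoters of the formative and the lineage genes in fPSCs, 1 point per gene. The lineage genes apart from Nr4a2 lie at 2.71 RPKM of H3K27me3 or above and the formative genes at 1.35 or below.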

Promoters of lineage-specific genes (*Pax6*, *Foxf1*, *Foxa2*, *T*, *Gata6*, *Lhx5*, *Hand1, Isl1, Nkx2-5, Nr4a2* and *Pdx1*) displayed high levels of both H3K4me3 and H3K27me3, but low levels of DNA methylation in fPSCs and E6.5 epiblast cells, even though they are not highly expressed, suggesting that lineage-specific genes exist in the poised state in fPSCs and E6.5 epiblast cells (Fig. 5h; Supplementary information, Fig. S7b). Previous studies have revealed that many large hypomethylated regions (DNA methylation valleys, DMVs) are present near the promoter of developmental genes and may play important roles in the transcriptional plasticity of these gene during cell fate commitment.^62,63^ Interestingly, we also observed that the DMVs of three lineage-specific genes (*Pax6*, *Foxf1* and *Foxa2*) displayed aberrantly high DNA methylation levels in EpiLCs and that the DMV of the *Oct4* gene was highly methylated in EpiSCs, likely suggesting that they show biases in cell fate specification upon differentiation (Fig. 5h). 

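The fPSC methylation was measured at the same genes. Around the start site of Oct4 (Pou5f1), on chromosome 17 of mm9 from 35642982 to 35647721, windows at 0.2 or below formed a stretch of 3100 bp, with gaps of up to 3 windows without a value. Around those of Pax6 and Foxa2 the stretches were 10000 and 3300 bp long. Within 1 kb of the start site the mean methylation was 0.0127 for Pou5f1, 0.00706 for Pax6 and 0.0693 for Foxa2. The Pou5f1 promoter had 7.03 RPKM of H3K4me3 and 0.122 of H3K27me3. EpiLC and EpiSC methylation was not analysed here.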

Taken together, these results suggest that fPSCs are the closest to E6.5 epiblast cells at the epigenomic level, compared to other PSCs including RSCs, FTW-ESCs and FS-AXR.

### fPSCs efficiently differentiate into three germ layers in vitro

Next, we investigated the differentiation efficiency of fPSCs towards three germ layers in vitro. For neuroectoderm differentiation, *Sox1-GFP* reporter fPSCs were derived from 46C mESCs, and were negative for GFP initially (Supplementary information, Fig. S8a). *Sox1-GFP* fPSCs were induced in neural differentiation conditions and GFP-positive cells were analyzed by flow cytometry analysis as we previously reported.^34,64^ After differentiation of fPSCs, Sox1-GFP-positive cells rapidly appeared at day 1 (> 20%) and at day 1.5 (> 80%) (Supplementary information, Fig. S8b). The efficiency of fPSC differentiation into Sox1-GFP^+^ cells was ~94% at day 2, while the efficiency of EpiLCs was ~73% at day 2 and the efficiency of mESCs was 68% in monolayer induction system after 6.5 days of differentiation (Fig. 6a; Supplementary information, Fig. S8b). After 4 days of neural differentiation, fPSCs formed typical neural rosette structures, as shown by the staining of tight junction protein 1 (ZO-1) and the neural stem cell marker Nestin (Fig. 6b). Tuj1^+^ neurons were observed by day 7 (Fig. 6b).

**Fig. 6:**
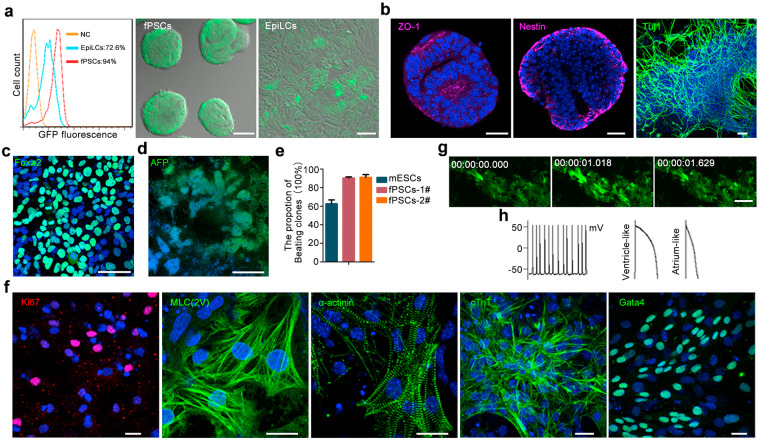
fPSCs efficiently differentiate into all cell lineages of embryo in vitro. **a** *Sox1-GFP* fPSCs and EpiLCs were derived from 46C mESCs and differentiated in neural induction conditions. After 2 days of differentiation, Sox1-GFP^+^ cells were analyzed by FACS. FACS analysis result was shown in left panel (NC, undifferentiated *Sox1-GFP* fPSCs). The photograph of Sox1-GFP^+^ cells were also shown. Scale bars, 100 μm (middle panel), 30 μm (right panel). **b** Neuronal lineage cells differentiated from fPSCs were stained with ZO-1 (tight junction protein 1, magenta) and Nestin (neural stem cell marker, magenta) antibodies at day 4, and Tuj1 (neuron marker, green) antibody at day 7 after differentiation. DNA was stained with Hoechst 33342 (blue). Scale bars, 50 μm. **c** fPSCs were induced into hepatocyte-like cells. At day 5 after differentiation, these cells were stained with Foxa2 (definitive endoderm marker, green). Nucleus was stained with Hoechst 33342. Scale bar, 50 μm. **d** The hepatocyte-like cells differentiated from fPSCs were stained with the antibody for AFP (liver cell marker, green) at day 12 after differentiation. DNA was stained with Hoechst 33342 (blue). Scale bar, 50 μm. **e** The proportion of beating cardiomyocyte-like cells induced from fPSCs and mESCs (EBs differentiation system). fPSCs-1#/2# represented two fPSCs lines (CMTI-1-fPSCs and 46C-fPSCs). All experiments were repeated at least three times. Error bars represented SEM. **f** The beating cardiomyocyte-like cells induced from fPSCs were stained with specific antibody for Ki-67 (proliferation marker), MLC(2V), α-actinin, cTnT and Gata4 (cardiomyocyte markers). Nucleus was revealed by Hoechst 33342 staining. Scale bars, 20 μm. **g** Time-lapse recording of Ca^2+^ releasing from the cardiomyocyte-like cells differentiated from fPSCs after 7–8 day differentiation. Scale bar, 40 μm. **h** Typical traces of simultaneous action potentials (APs) (left panel) and typical ventricle-like (middle panel) and atrium-like APs (right panel) observed in the cardiomyocyte-like cells differentiated from fPSCs after 7–8 days differentiation.

To investigate the potential of endodermal differentiation, fPSCs were induced into hepatocyte-like cells as previously reported (Supplementary information, Fig. S8a).^65^ By withdrawing XAV939 from the medium, the migration of some cells was observed. At day 5 after differentiation, the cells were stained with the endoderm marker Foxa2. The differentiation of fPSCs into Foxa2^+^ endoderm cells was at an efficient of 88% at day 5 (Fig. 6c). Next, the cells were cultured for an additional 7 days of differentiation and stained with the specific antibody for AFP (Alpha-fetoprotein, a liver cell marker). Our results showed that the cells were positive for AFP (Fig. 6d).

To investigate the potential of mesodermal differentiation, fPSCs were induced into cardiomyocyte-like cells as described previously (Supplementary information, Fig. S8a).^66^ Beating cardiomyocyte-like cells were observed in most fPSC colonies after 4 days of differentiation (Supplementary information, Video S2). When beating fPSC-derived colonies were counted, the efficiency of fPSC differentiation was ~90% (Fig. 6e). Cardiomyocyte-like cells differentiated from fPSCs expressed the proliferative marker Ki-67 and the cardiomyocyte-specific markers MLC(2V), α-actinin, cTnT and Gata4 (Fig. 6f). Well-organized sarcomere myofilaments with cross-striations were observed in the cardiomyocyte-like cells (Fig. 6f). These cardiomyocyte-like cells were further matured for an additional 3–4 days and examined for their Ca^2^^+^ release and electro-physiology, the classical characteristics of cardiomyocytes. Time-lapse microscopy recorded typical calcium transient signals in these cardiomyocyte-like cells (Fig. 6g; Supplementary information, Video S3), indicating their functional calcium handling. Electrophysiological recordings revealed cardiomyocyte-like cells with forceful atrial- and ventricular-like action potentials (Fig. 6h).

RSCs, EpiLCs and cryopreserved fPSCs were also differentiated in vitro as described above (Supplementary information, Fig. S8a). The differentiation kinetics of RSCs into neural progenitors and PGCLCs were similar to naïve mESCs, but different from fPSCs (Supplementary information, Fig. S8b–d). Beating cardiomyocyte-like colonies were not observed in the differentiated EpiLCs even after 12 days of induction (Supplementary information, Fig. S8e). Cryopreservation did not affect the differentiation of fPSCs into neural progenitors and cardiomyocyte-like cells (Supplementary information, Fig. S9a–e; 94% Sox1-GFP^+^ and ~90% Beating colonies). Together, these results suggest that fPSCs have high potency for rapid differentiation into the three germ layers in vitro.

### fPSCs contribute to three germ layers in vivo

For in vivo differentiation, we subcutaneously injected two cell lines of fPSCs (CMTI-1 and *ROSA*^*mT/mG*^) into SCID (severe combined immunodeficient) mice (*n* = 8). After 4–6 weeks, the teratomas were collected for hematoxylin and eosin (H&E) staining (Supplementary information, Fig. S10a). The results showed that the teratoma generated from fPSCs was composed of three germ layer cells: endoderm (endotheliocytes, ciliated endodermal epithelia), mesoderm (muscle cells, adipocytes, erythrocytes) and ectoderm cells (keratinized epidermal cells) (Fig. 7a; Supplementary information, Fig. S10b). Three germ layer derivatives were also observed in the teratoma by immunofluorescent staining with three germ layer markers, Foxa2 for endoderm, α-actinin and α-SMA for mesoderm, Tuj1 and GFAP for ectoderm (Supplementary information, Fig. S10c).

**Fig. 7:**
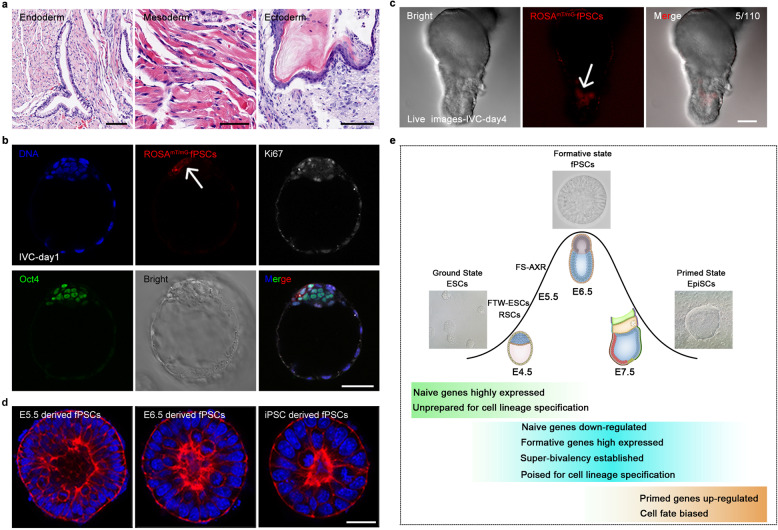
fPSC engraftment in vivo and derivation from in vivo epiblasts. **a** Teratomas generated in vivo from fPSCs (passage 6) were fixed and sliced for paraffin sections. The paraffin sections were subjected to H&E staining. Left panel, endodermal gland-like structure; middle panel, mesodermal sarcomere-like structure; right panel, keratinized epidermis-like cells. Scale bar, 100, 50, 100 μm, respectively. **b** *ROSA*^*mT/mG*^-fPSCs were injected into 134 blastocysts (seven independent experiments) and cultured for 24 h. 25 embryos had tdTomato^+^ cells (red) in the ICM. The injected embryos were stained with specific antibodies for Ki67 (white) and Oct4 (green). DNA was labeled with Hoechst 33342 (blue). Arrows pointed the descendant of *ROSA*^*mT/mG*^-fPSCs (red) in the ICM. Scale bar, 50 μm. **c** The 109 blastocysts (five independent experiments from **b**) injected with *ROSA*^*mT/mG*^-fPSCs were cultured for 4 days in vitro. The images were captured for the injected embryos with fluorescent confocal microscopy. Arrows indicate the descendants from *ROSA*^*mT/mG*^-fPSCs tdTomato^+^ cells (red) in epiblasts of embryos (*n* = 5). Scale bar, 50 μm. **d** fPSCs were established from mouse E5.5, E6.5 epiblasts, and iPSCs. The apical lumens of fPSCs were labeled by Phalloidin (red) staining. DNA was revealed by Hoechst 33342 (blue) staining. Scale bar, 20 μm. **e** A model and characterizations of pluripotent states of embryonic stem cells and epiblasts in early mouse embryos.

For in vivo blastocyst chimerism assays, injected *ROSA*^*mT/mG*^-fPSCs were observed to contribute to the ICM of 18.7% embryos (25/134) at 24 h post-injection (Fig. 7b; Supplementary information, Fig. S10d), while *ROSA*^*mT/mG*^-mESCs integrated into the ICM of 100% embryos (36/36). The incorporated fPSCs were positive for Ki67 and Oct4, but negative for the trophectoderm marker Cdx2 (Fig. 7b; Supplementary information, Fig. S10e). When the injected embryos were cultured for 4 days and allowed to develop into egg cylinders in vitro,^67^ the tdTomato^+^ cell progeny of fPSCs were observed in 4.5% of mouse embryos (5 out of 110) (Fig. 7c), while *ROSA*^*mT/mG*^-mESCs incorporated into the egg cylinders of ~92% embryos (33/36). Although ~18% chimeric pups (3/17) were born from the injection of *ROSA*^*mT/mG*^-mESCs, no chimeras were found among 181 pups, as judged by coat and eye color, after 387 blastocysts were injected with fPSCs and transferred into pseudopregnant females (two cell lines: CMTI-1, 0/168; *ROSA*^*mT/mG*^-mESCs, 0/219). Altogether, these results suggest fPSCs possess pluripotency according to teratoma and blastocyst chimerism assays, but the chimerized cells show only limited survival in postimplatation embryos, suggesting that the assay for chimerism with pre-implantation blastocysts might not be suitable for fPSCs, which may represent early-gastrulation epiblast cells.

### Stabilized fPSCs derived from pre-/early-gastrula epiblasts or iPSCs

Stablized fPSCs could be efficiently established from intact epiblasts at E5.5 (*n* = 7/7, success number/total epiblast number) or E6.5 (*n* = 8/8) mouse embryos, as well as iPSCs (Fig. 7d). Stabilized fPSCs could also be efficiently derived from the fragments of E6.5 epiblasts (PPr, posterior-proximal fragments, *n* = 3/8; PD, posterior-distal fragments, *n* = 5/10; APr, anterior-proximal fragments, *n* = 14/15; AD, anterior-distal fragments, *n* = 2/2). However, fPSCs were difficult to establish from late-gastrulation E7.5 epiblasts and no fPSCs were obtained from VE (data not shown). fPSCs derived from epiblasts expressed pluripotency markers (Oct4, Sox2 and Nanog) (Supplementary information, Fig. S10f). Similar to the fPSCs derived from mESCs, these fPSCs had high capacity for differentiation into cardiomyocyte-like cells and PGCLCs (Supplementary information, Fig. S10g, h; 89.6% beating colonies, 12.5% SSEA1^+^/CD61^+^ cells). RNA-seq analysis suggested that the epiblast derived fPSCs had similar transcriptomes with those induced from mESCs (Fig. 4a; Supplementary information, Fig. S4a). 

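Of the fPSCs derived from epiblasts, 1 library from E5.5 and 1 from E6.5 are in the table of FPKM, both in the first deposit batch. The E5.5 library had a mean Pearson r of 0.955 with the 7 fPSC libraries induced from mESCs, 0.911 with EpiLCs, 0.890 with EpiSCs and 0.811 with mESCs. For the E6.5 library these were 0.951, 0.904, 0.888 and 0.790. With the induced fPSCs of the first batch alone the mean r was 0.973 and 0.969, and with those of the second 0.941 and 0.937. The lead of fPSCs over the nearest of EpiLCs, EpiSCs and mESCs was 0.0439 and 0.0471, and a pseudocount of 0.1 moved it most, to 0.0701 and 0.0766. Single libraries outside these groups were nearer. Epiblastoids on day 4 had r = 0.949 with the E5.5 and 0.935 with the E6.5 library, and P1 had 0.938 and 0.940. The r between both epiblast-derived libraries was 0.975, and they joined CMT P10, P20 and P30 at 0.971, before the second batch joined.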

The expression levels of key genes in the fPSCs derived from epiblasts were similar to those in the fPSCs induced from mESCs (Supplementary information, Fig. S10i).

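Dnmt3b was at 541 ± 70.2 FPKM in the epiblast-derived fPSCs (SD, n = 2) and Otx2 at 59.8 ± 4.88, within the range of the 7 induced fPSC libraries for both genes. Utf1 (386 ± 109), Sox2 (34.4 ± 6.26) and T (20.8 ± 0.636) were also within that range in both libraries. Nanog was at 91.5 FPKM in the E6.5 library, above the highest induced one (82.8), and Pou5f1 at 420, below the lowest (462). Fgf5 (114 ± 2.87), Fgf8 (141 ± 2.52) and Cldn6 (287 ± 85.0) were above the range in both epiblast-derived libraries, with the lowest at 112, 139 and 227 FPKM. The highest induced fPSC libraries had 109, 102 and 192 FPKM for these genes. Zic2 was above the range in the E6.5 library only (107 FPKM against 104). These differences were not tested. Klf4, Zfp42 and Esrrb were below 1 FPKM in both. With the epiblast-derived libraries added to the fPSCs, 5101 genes passed the limma threshold against mESCs and 3521 against EpiSCs.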

## Discussion

Pluripotent stem cells can undergo long-term self-renewal in vitro, but pluripotency is a transient state in vivo, lasting only a few days between the pre-implantation blastocyst and the post-implantation gastrula, thus making it a difficult topic to study. Substantial progress has been made in the understanding of epiblast pluripotency and mammalian early embryonic development ever since ESCs and EpiSCs were established.^9–12^ These different types of pluripotent stem cells led to the model that pluripotency can be conceptualized as a dichotomy between naïve and primed pluripotency, and that the naïve state could be connected to embryonic diapause.^20,68^ However, subsequent studies suggested that a model with just these two pluripotent states could be over-simplified, and it fails to recapitulate the dynamically changing potencies of the epiblast during early postimplantation development in mammals. Thus, multiple states of formative pluripotency were proposed,^23–25^ however conclusive evidence of their existence had remained elusive.

At present, the derivation of stable and self-renewing fPSCs supports the existence of formative pluripotency states between naïve ESCs and primed EpiSCs. Firstly, fPSCs can be derived from epiblasts (E5.5, E6.5), mESCs (CMTI-1, 46C, *BVSC* and *ROSA*^*mT/mG*^) and iPSCs through the inhibition of EMT and mimicking the in vivo environment of developing embryos, demonstrating the feasibility, stability and accessibility of this pluripotent state in vitro. Secondly, similar to the epiblasts but unlike mESCs and EpiSCs, fPSCs express high levels of formative pluripotency markers and low levels of naïve and lineage-specific markers. Thirdly, in terms of the epigenome, fPSCs is most similar to the E6.5 epiblasts, not mESCs nor EpiSCs. Most importantly, even after long-term propagation, fPSCs retain the capacity to differentiate into PGCs, as well as the three germ layers, probably similar to the pre-/early-gastrula epiblasts. In addition, several stable cells of intermediate PSCs (RSCs, FTW-ESCs and FS-AXR) were most recently reported between naïve and primed state, further supporting the existence of formative pluripotency in mammalian early development. Although these intermediate PSCs are similar in many formative features, fPSCs are derived in 3D conditions and hold unique epigenetic states that is similar to E6.5 epiblasts, suggesting that fPSCs are different from RSCs, FTW-ESCs and FS-AXR (Fig. 7e and Table 1). Altogether, our results suggest that fPSCs are a novel stem cell line that captures a formative pluripotent state between naïve and primed pluripotency, probably representing the early-gastrula epiblast cells.

**Table 1:** Features of mouse pluripotent stem cells.

Feature	mESCs	RSCs	FTW-ESCs	FS cells	fPSCs	EpiSCs
Pluripotency	Naïve	Intermediate	Formative	Formative	Formative	Primed
Colony morphology	Domed	Flat/Rossette	Domed/Rosette	Flat	Rosette	Flat
Embryonic equivalent	E3.75–4.5 ICM	E5.0 epiblasts	E5.0–6.0 epiblasts	E5.5–6.0 epiblasts	E6.0–6.5 epiblasts	E7.5 anterior primitive streak
Polarity	No	Yes	Yes	Yes	Yes	Yes
Naïve TF expression level	High	High	Medium	Low	Low	Low
Formative TF expression level	Low/middle	Low/Medium	High/Medium	High	High	Medium/Low
Lineage-biased TF expression level	Low	Low	Medium/Low	Low	Low	High
Growth factors requirement	Lif and Wnt on, MEK off	Lif on, Wnt and MEK off	Fgf on, TGF-β on, Wnt on	Activin A on, Wnt and RA off	Activin A and MEK on, Wnt off	Activin A and MEK on, Wnt off
Culture environment	2D	2D	2D	2D	3D	2D
Single cell propagation	Yes	Yes	Yes	Low (without ROCKi)	Yes	No (without ROCKi)
Formation of blastocyst chimaeras	Yes	Yes	Yes	Yes	Partial	No*
X inactivation	XaXa	XaXa	XaXa	XaXi	XaXi	XaXi
DNA methylation level	Low	Medium	No data	No data	High	High
Super-bivalency	Medium	Medium	Medium	Medium	High	Medium
Responsiveness to differentiation	Slow	Slow	Rapid	Rapid	Rapid	Fate pre-determined
Germ cell competence (in vitro)	Barely**	Barely**	Yes	Yes	Yes	Barely***

*TF* transcription factor, No* Except Oct4-GFP^+^ subpopulation, Barely** Unless EpiLCs induced, Barely*** very low.

After embryos implant into the uterus, epiblast cells undergo a maturation process with dramatic transformation in their morphology, transcriptome, epigenome, signaling pathways and metabolism, in preparation for morphogenetic patterning and lineage specifications following gastrulation.^23,24^ Due to a myriad of technical difficulties associated with inaccessibility, the process of epiblast development remains a mystery in mammals. The multiple PSCs between naïve and primed state will provide good opportunities for the investigations of molecular and epigenomic regulation events during mammalian early postimplantation development. For example, although 2D-derived mouse EpiLCs have transcriptomic profiles similar to fPSCs, they have limited capacities for differentiation into the three germ layers, probably consistent with their aberrantly high DNA methylation at the promoters of lineage specification markers. In comparison, mouse EpiSCs barely differentiate into PGCLCs in vitro, probably consistent with their high DNA methylation of the DMV of *Oct4*, whose expression is tightly regulated during gametogenesis.^69^ All these lines of evidence suggest that 3D culture conditions coupled with Wnt inhibition to prevent EMT, may provide a more suitable environment to maintain the epigenetic identity and thus the differentiation potential of mouse early-gastrula epiblast cells in vitro. Thus, the fPSCs established in this study provide an unique opportunity to investigate the possible role of epigenetic factors in the development of mouse epiblast cells. Deep investigations of fPSCs and other intermediate PSCs will likely further improve our understanding of mammalian early postimplantation development.

Human ESCs hold enormous hope for regenerative medicine and tremendous efforts have been made to differentiate these cells into various types of functional cells in the body, including PGCs and gametes. However, the heterogeneity, variability and inefficiency of directed differentiation in vitro has impeded the clinical applications of these cells.^13^ The establishment of fPSCs by mimicking mammalian embryonic development in vivo may contribute to solve these issues. Further investigation of fPSCs in mammals could potentially improve directed differentiation of ESCs and iPSCs in general, with important implications for the translational and clinical applications of PSCs in the future.

## Materials and methods

### Animal treatment and ethic statements

Animal maintenance and experiments were performed in line with the guidelines of the Institutional Animal Welfare and Use Committee at Institute of Zoology, Chinese Academy of Sciences. SCID (severe combined immunodeficient) and normal CD1 mice were purchased from Charles River Laboratories (Beijing).

### Culture of mESCs, iPSC and EpiSCs

mESCs, iPSCs and EpiSCs were generated as previously reported.^34,37,70^ mESCs and iPSCs were cultured on feeder-free dishes coated with 0.2% gelatin (Millipore, Cat# 901771) in the N2B27^2i/lif^ medium, which included N2B27 medium supplemented with 1 μM PD035901 (LC Laboratories, Cat# P-9688), 3 μM Chir99021 (LC Laboratories, Cat# C-6556), and 1 × 10^3^ units/mL hLIF (human Leukemia Inhibitory Factor, Millipore, Cat# ESG1107). EpiSCs were cultured on mouse MEFs (Embryonic Fibroblast cells) inactivated with Mitomycin C (Sigma-Aldrich, Cat# M0503) in N2B27 medium containing 15% KSR (Gibco, Cat# 10828028), 20 ng/mL Activin A (PeproTech, Cat# 100-18B), 12 ng/mL bFGF2 (R&D Systems, Cat# 233-FB) and 5 μM XAV939 (Sigma-Aldrich, Cat# X3004). EpiSCs were passaged every 2–3 days as small clumps with 1.5 mg/mL collagenase IV (Gibco, Cat# 17104-019) or as single cells with TrypLE (Gibco, Cat# 12605010) digestion through adding Y-27632 (TOCRIS, Cat# 1254).

### Establishment and maintenance of fPSCs

For the derivation of Epiblastoids, mESCs were washed once with DPBS (Sigma-Aldrich, Cat# D5652), incubated at 37 °C with 0.25% Trypsin-EDTA (Invitrogen, Cat# 25200072) for 1 min, and added with equal volume of medium containing FBS (fetal bovine serum, Millipore, Cat# ES-009-B) to terminate the digestion. The clones were pipetted into single cells, collected by centrifugation (1000× *g*/min, 3 min), and washed twice with N2B27 medium. Then, the single cells were suspended and added with equal volume of Matrigel (BD, Cat# BD356230). The cells were plated and incubated at 37 °C for 1 h until Matrigel solidification. The cells embedded in Matrigel were filled with pre-warmed N2B27 medium supplemented with KSR, Activin A and bFgf2, and cultured at 37 °C and 5% CO_2_ until analysis.

To maintain Epiblastoids, XAV939, SB431542 (Axon, Cat# 1661) and Verteporfin (Selleck Chemicals, Cat# S1786) were added to the culture medium supplemented with KSR, Activin A and bFgf2. The Epiblastoids were finally stabilized by the treatment with XAV939. Thus the finalized medium for stabilized Epiblastoids (fPSCs) was N2B27 medium supplemented with Activin A, bFgf2, and XAV939.

For the propagation of fPSCs, colonies were suspended with pre-cold DPBS, washed with DPBS for one time. The cells were treated with TrypLE for 1 min at 37 °C to dissociate into single cells and were collected by centrifugation (1000× *g*/min, 3 min). These cells were re-suspended in fPSC medium and added with equal volume of Matrigel. The cells with Matrigel were plated and incubated at 37 °C for 1 h. After Matrigel solidification, the cells were added with additional fPSC medium, and cultured at 37 °C and 5% CO_2_. fPSCs were propagated every 2.5–3 days. The cryopreservation medium for fPSCs contained 90% FBS and 10% DMSO (dimethylsulfoxide, Sigma-Aldrich, Cat# D8418).

Mouse early postimplantation embryos were isolated from the timed pregnant females. After digestion of the embryonic tissues with PT (Protease and Trypsin) for 3 min at 4 °C, visceral endoderm was removed through mouth pipetting under microscope. The embryonic fragments of epiblast and iPSCs were embedded in Matrigel and fPSC medium and cultured in fPSC medium for 3–4 days.

### Immunostaining analysis

The cells, whole-mount blastocysts and whole-mount embryos at egg-cylinder stage were fixed with 4% paraformaldehyde (PFA) (Sigma-Aldrich, Cat# 158127) for 15 min at room temperature. For paraffin section staining, the antigens were retrieved by microwave in the solution of sodium citrate after the samples were dewaxed and rehydrated according the standard processes. After washing 3–5 times with DPBS containing 0.1% Triton X-100 (Amresco, Cat# 0694), the samples were penetrated with DPBS containing 1% Triton X-100 for 15 min and blocked with 0.5% BSA (Sigma-Aldrich, Cat# A4378) in DPBS at room temperature for 1 h. Then the samples were incubated with the primary antibodies overnight at 4 °C. After washing three times with DPBS, the samples were incubated 1 h with the second antibodies at room temperature. DNA was stained with Hoechst 33342 (Invitrogen, Cat# H3570). Images were acquired with Zeiss microscope (LSM 780; Carl Zeiss).

The primary antibodies included: rabbit anti-Ezrin (Abcam, Cat# Ab76247, 1:200); mouse anti-GM130 (BD biosciences, Cat# BD610822, 1:200), rat anti-Nestin (Millipore, Cat# MAB353, 1:50–1:100); rabbit anti-Zo-1 (Abcam, Cat# Ab214228, 1:150), rabbit anti-Tuj1 (Sigma-Aldrich, Cat# T2200, 1:100), goat anti-Oct4 (Santa Cruz Biotechnology; Cat# sc-8628, 1:200), rabbit anti-Nanog (Abcam; Cat# ab80892, 1:200), mouse anti-Sox2 (CST; Cat# 4900S, 1:200), rabbit anti-Ki-67 (Abcam, Cat# ab15580, 1:500), mouse anti-cardiac troponin T (cTnT, Thermo Fisher Scientific, Cat# MS-295-P0, 1:400), mouse anti-α-actinin (Sigma-Aldrich, Cat# A7732, 1:500), rabbit anti-myosin light chain (MLC) 2v (ProteinTech Group, Cat# 10906-1-AP, 1:50), rabbit anti-Foxa2 (CST, Cat# 8186S, 1:200), goat anti-Gata6 (R&D systems, Cat# AF1700, 1:200), goat anti-Otx2 (R&D systems, Cat# AF1979, 1:100), goat anti-Gata4 (Santa Cruz Biotechnology, Cat# sc-1237, 1:200), rabbit anti-E-Cadherin (Santa Cruz Biotechnology, Cat# sc-7870, 1:200), mouse anti-α-SMA (Santa Cruz Biotechnology, Cat# sc-53142, 1:200), mouse anti-GFAP (Sigma-Aldrich, Cat# G3893, 1:100), mouse anti-AFP (CST, Cat# 3903S). The secondary antibodies were from Jackson ImmunoReseach included: Alexa Fluor® 488 AffiniPure Donkey Anti-Rabbit IgG (H + L) (Cat# 711-545-152, 1:200); Alexa Fluor® 594 AffiniPure Donkey Anti-Rabbit IgG (H + L) (Cat# 711-585-152, 1:200); Cy™5 AffiniPure Donkey Anti-Rabbit IgG (H + L) (Cat# 711-175-152, 1:200); Alexa Fluor® 488 AffiniPure Donkey Anti-Mouse IgG (H + L) (Cat# 711-545-150, 1:200); Alexa Fluor® 647 AffiniPure Donkey Anti-Mouse IgG (H + L) (Cat# 715-605-151, 1:200); Alexa Fluor® 594 AffiniPure Donkey Anti-Mouse IgG (H + L) (Cat# 715-585-150, 1:200); Alexa Fluor® 488 AffiniPure Donkey Anti-Goat IgG (H + L) (Cat# 705-545-003, 1:200); Alexa Fluor® 488-AffiniPure Donkey Anti-Rat IgG (H + L) (Cat# 712-545-153, 1:200).

### Time-lapse recording and fluorescence activated cell sorting

For time-lapse experiments, *ROSA*^*mT/mG*^ mESCs were derived from *ROSA*^*mT/mG*^ mice that were purchased from the Nanjing Biomedical Research Institute of Nanjing University as described previously.^34^ After culture of 3 days, time-lapse imaging of cell migration from the colonies was performed by using the Ultra VIEW-Vox confocal imaging system (PerkinElmer). The images were captured every 15 min for 24 h. The data were processed with the software of Velocity software 6.0 (PerkinElmer).

For the flow cytometry analysis, the differentiated ESCs or fPSCs colonies with reporters were washed with DPBS, incubated with TrypLE for 1 min at 37 °C for digestion, added with FBS to terminate the digestion. The cells were dissociated into single cells by pipetting and were collected by centrifugation at 1000× *g*/min for 3 min. After washing with DPBS, the cells were filtered with a cell strainer cap (Falcon™ Cell Strainers, Cat# 352235) and immediately analyzed by flow cytometry (BECKMAN COULTER Life Sciences). Mouse *Sox1-GFP* ESCs (46C) were used for the analysis of the formation of neural precursor as we described previously.^34^ For the analysis of PGCLCs induction from fPSCs, PGCLC aggregations were dissociated into single cells by trypsin-EDTA for 7–8 min at 37 °C and pipetted every 3 min during this process. Then, FBS was added to terminate the digestion reaction. The cells were stained with PE anti-CD61 (BioLegend, Cat# 104307, 1:200) and anti-SSEA1 Alexa Fluor 647 (eBioscience, Cat# 51-8813, 1:20) for flow cytometry analysis. Data analysis was performed with FlowJo 7.6 software (Beckman Coulter MoFlo XDP).

### Quantitative RT-PCR

mRNA was isolated from the cells and embryonic fragments of epiblast with RNAzol (Mrcgene, Cat# RN190) according to the protocol of manufacturer. The concentration of mRNA was measured by NanoDrop 2000 (Thermo Fisher Scientific). For each sample, 500 ng mRNA was transcribed into cDNA with PrimeScript RT Reagent Kit (TaKaRa, Cat# RR037A). Quantitative PCR (qPCR) was performed with EvaGreen 2× qPCR MasterMix (ABM, MasterMix-S) on LightCycler 480 II (Roche). All results were repeated with at least three independent samples. *Gadph* or β*-actin* was used to normalize the gene expression. The 2^−ΔCt^ method was used for data analysis.^71^ All primer sequences for qPCR were listed in Supplementary information, Table S6.

### Western blot

The samples were separated by SDS-PAGE and transferred into PVDF membrane. The membrane was incubated with the primary antibodies at 4 °C overnight. After washing with PBS, the secondary antibodies (Jackson ImmunoResearch) were added and incubated at room temperature for 1 h. The signal was developed with SuperSignalTM West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, Cat# 34095) and was observed with BIO-RAD ChemiDocTMXRS + (Bio-Rad). The results were processed with Quantity One software (Bio-Rad).

The following primary antibodies were used: mouse anti-β-actin (Yeasen, Cat# 30101ES50, 1:2000), goat anti-Oct4 (Santa Cruz Biotechnology, Cat# sc-8628, 1:1000), mouse anti-Sox2 (CST, Cat# 4900S, 1:1000), rabbit anti-Nanog (Abcam, Cat# ab80892, 1:1000), goat anti-T (CST, Cat# 81694, 1:1000), goat anti-Otx2 (R&D systems, Cat# AF1979, 1:1000), rabbit anti-Foxa2 (CST, Cat# 8186S, 1:200); rabbit anti-E-Cadherin (Santa Cruz Biotechnology, Cat# sc-7870, 1:1000), mouse anti-N-Cadherin (BD, Cat# 610920, 1:1000). The secondary antibodies were from Jackson ImmunoResearch, including Peroxidase AffiniPure Goat Anti-Rabbit IgG (Cat# 111-035-003, 1:3000), Peroxidase AffiniPure Goat Anti-Mouse IgG (Cat# 115-035-003, 1:3000), Peroxidase AffiniPure Rabbit Anti- Goat IgG (Cat# 305-035-003, 1:3000).

### Alkaline phosphatase staining

Alkaline phosphatase staining was performed with BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime, Cat# C3206). Briefly, cells were washed three times using PBS and fixed with 4% PFA for 30 s at room temperature. After washing three times with PBST, the cells were stained by BCIP/NBT solution for 30 min at room temperature. The images were obtained with Zeiss LSM 780 microscope (Carl Zeiss).

### Cell growth and cloning efficiency analysis of PSCs

Cells were cultured and digested into single cells. The number of the cells was counted with hemocymeter. The cells were re-plated on 35 mm dish at a density of 3 × 10^5^/mL (30,000 cells per well) in triplicates, and cultured in specific medium at 37 °C and 5% CO_2_. The clones were counted at day 1, 2, 3, respectively. The data were calculated as the exponential growth curve.

For the analysis of cloning efficiency, the counted single cells of PSCs were plated on 24-well plate (1000 cells per well) in triplicates. These cells were cultured in specific medium with or without Y27632, N2B272i/lif medium and EpiSCs medium supplemented with Y27632. After culture of 3 days, the cells were counted and the cloning efficiency.

### Karyotype analysis

Cells were cultured for 3 days and added with colchicine (0.02 mg/mL) to block the cell cycle progression for 1 h. The metaphase cells were dissociated and collected after the washing three times with PBS. These cells were suspended and incubated with hypotonic KCl solution (0.56%) for 6 min to obtain single cell suspension. Then, the cells were fixed 4 times with 5 mL ice-cold fixative solution (methanol:acetic acid = 3:1) and collected through centrifugation. Cell pellets were re-suspended with 200 μL fixative solution, spread onto the ice-cold slides, and stained with Giemsa solution for 2 h at room temperature. After washing three times with PBS, the chromosome spread was detected by mercury lamp and analyzed by Videotest software.

### Induction of PGCLCs and three germ layers

Mouse EpiLCs and PGCLCs induction were performed as previously reported.^21^ Briefly, EpiLCs or fPSCs were dissociated to single cells with TrypLE for 1 min at 37 °C. And the cells were plated in a well of low cell attachment U-bottom 96-well plate (Corning, Cat# 7007) in G-MEM medium (1×) (Gibco, Cat# 11710-035) supplemented with 15% KSR, 1 mM sodium pyruvate (Gibco, Cat# 11360070), 0.1 mM non-essential amino acids (Gibco, Cat#11140050), 0.1 mM b-mercaptoethanol (Invitrogen, Cat# 21985-023), 2 mM L-glutamine (Gibco, Cat# 35050061) and 100 units/mL penicillin, 0.1 mg/mL streptomycin (Gibco, Cat# 15140122) (GK15 medium), at the presence of the growth factors, including 500 ng/mL BMP4 (R&D Systems, Cat# 315-27), 100 ng/mL SCF (R&D Systems, Cat# 455-MC-010), 500 ng/mL BMP8a (R&D Systems, Cat# 1073-BP-010), 50 ng/mL EGF (R&D Systems, Cat# 2028-EG), and 1000 units/mL hLIF.

Neural precursor induction of mESCs was performed with monolayer differentiation as previously reported (Supplementary information, Fig. S6a).^34,64^ Firstly, fPSCs were derived from *Sox1-GFP* reporter mESCs (46C). Then the clones were suspended and washed twice with pre-cold DPBS, seeded on ultra-low attachment dishes, and cultured with N2B27 medium containing 6 μM PD0325901 for the first day. The culture medium was replaced with fresh N2B27 basal medium for the following culture. After the majority of cells were Sox1-GFP positive at day 2, the culture medium was changed every day and the cells were stained with specific antibodies at specific time points.

For cardiomyocyte generation, the protocol was optimized from previous reports (Supplementary information, Fig. S6a).^66^ After day 3 culture, the medium was changed with 20 ng/mL Activin A and 12 ng/mL bFgf2 for the differentiation of fPSCs. One day later, the medium was changed with RPMI medium 1640 (1×) (Gibco, Cat# 11875-093) supplemented with 4 mM VC (Vitamin C, Sigma-Aldrich, Cat# A7506) and B27 supplement minus insulin (Gibco, Cat# A1895601), termed Basal Medium 1 (BM1) for the culture of additional one day. Then, 10 μM XAV939 was added into the medium. The cells were cultured in these conditions for another day and the medium was changed to BM1. After the emergence of beating clones, the medium was refreshed everyday with RPMI 1640 supplemented with 4 mM VC and normal B27 supplement plus insulin, termed Basal Medium 2 (BM2). The cardiomyocyte differentiation through EB formation was performed as previously reported.^72^

Hepatic-like cell induction was performed as previously reported (Supplementary information, Fig. 6a).^65^ Briefly, after fPSCs were grown for 3 days, the medium was changed to the N2B27 medium with 20 ng/mL Activin A and 12 ng/mL bFgf2; and the cells were cultured in these conditions for 3–5 days at 37 °C, 5% CO_2_ and 20% O_2_ (normal oxygen concentration). Then the medium was changed to the medium containing RPMI 1640, B27 supplement minus insulin and Activin A (100 ng/mL) for the culture of additional two days. Next, the medium was changed to RPMI1640, B27 supplement, 10 ng/mL Fgf2 and 20 ng/mL BMP4; the cells were cultured for the subsequently 2 days at 37 °C, 5% CO_2_ and 4% O_2_ (normal oxygen concentration). Then the medium was changed to RPMI 1640 containing B27 supplement, 2.5% FBS, 100 nM Dexamethasone (Sigma-Aldrich, Cat# D4902), 10 ng/mL HGF (PeproTech, Cat# 100-39) and 20 ng/mL Oncostatin M (R&D systems, Cat# 295-OM) for the culture of following 5 days at 37 °C, 5% CO_2_ and 4% O_2_. The cells were stained with the antibodies at specific time points.

### Electrophysiology and intracellular Ca^2+^ measurements

The cardiomyocyte-like cells were differentiated from fPSCs and matured for 6 days. The beating colonies (growing on glass cover-slips) were transferred to the patch clamp recording buffer. The electrophysiological experiments were executed by EPC-10 amplifier (Heka, Germany) and the action potential activity was recorded by glass microelectrodes.

For intracellular Ca^2^^+^ measurements, the contracting cardiomyocytes were labeled with Fluo-3 AM (Beyotime, Cat# S1056, 1:5000) in fresh BM2 at 37 °C and 5% CO_2_ for 1 h. The cells were washed twice with fresh BM2, and then were added with 2 mL fresh BM2. The Fluo-3 AM fluorescence of Ca^2^^+^ in the cells was recorded by using Ultra VIEW-Vox confocal imaging system at 488 nm excitation and emission (PerkinElmer).

### Teratoma formation

fPSCs were dissociated into single cells and suspended in serum-free DMEM basic medium at a destiny of 2 × 10^6^ cells/100 μL. The single cells were injected subcutaneously into groin of 6-weeks-old SCID males. After 4–6 weeks, the teratomas were isolated and fixed overnight at 4 °C with 4% PFA. The samples were embedded in paraffin and sliced into 4–5 μm sections. H&E staining of the sections of teratomas were performed according to a standard protocol. The immunofluorescence staining of teratomas was performed as described above. The images of H&E staining were acquired with Leica Aperio VESA8.

### Chimeric assay of fPSCs and culture of postimplantation embryos

fPSCs and mESCs were digested into single cells. The single cells were suspended with M2 medium (Sigma-Aldrich, Cat# M7167) at a density of 10^5^ cells/mL and was filtered with a cell strainer cap. After placing on ice for 20 min, 8–10 cells were injected into the blastocoel cavity of E3.5 blastocysts. 10–15 injected embryos were transferred to the uterine horns of 2.5 d.p.c. (day post-coitum) pseudo-pregnant female mouse. Alternatively, the injected embryos were cultured in vitro as our previous report.^67^ Briefly, the injected blastocysts were cultured the petri dishes coated Matrigel (BD, Cat# 356234) in CMRL 1066 medium (Gibco, Cat# 11530037) supplemented with 10% FBS (Millipore, ES 009B), 100 units of penicillin streptomycin (Invitrogen Cat# 10378016), 1 mM sodium pyruvate (Invitrogen, Cat# 11360070), 2 mM L-Glutamine (Invitrogen Cat# 25030081), N2 (Invitrogen, Cat# 17502048) and B27 supplement (Invitrogen, Cat# 17504044) for first 2 days. Then, the medium was changed every day with the increase of FBS, KSR or homemade rat serum until the embryos were analyzed.

### RNA sequencing and data analysis

Total RNA was isolated from naïve mouse ESCs, d2, d3, d4 Epiblastoids, EpiLCs, EpiSCs, different passages of fPSCs (P1, P10, P20, P30) and fPSCs established from E5.5/6.5 epiblasts by RNA-zol. Genomic DNA was eliminated from the total RNA by the digestion of RQ1 DNase (Promega, Cat# M610A) for 1 h at 37 °C. 3 μg total RNA was used to construct the RNA sequencing libraries. RNA-seq libraries were sequenced on Illumina X-Ten.

Low quality sequencing reads and adapters were removed by cutadapt v1.11,^73^ and then the clean reads were aligned to mouse cDNA database (Ensembl, mm9) using TopHat2 v2.1.1.^74^ FPKM (fragments per kilobase per million) was introduced to calculate gene expression value by Cufflinks v2.1.1.^75^

DEGs were identified by DeSeq2 software,^76^ and the threshold of adjusted *P*-value was 0.05. Heatmaps of differentially expressed genes were further clustered by hierarchical clustering and then were visualized by TreeView software.^77^ 2D PCA analysis was performed and visualized by using all expressed genes (http://www.r-project.org). Dot analysis was used to compare the up- or down-regulated genes in the samples and the Pearson correlation coefficient was used to compare the relevance between different samples. DAVID online analysis (DAVID Bioinformatics Resources 6.8) was used for GO enrichment analysis. The corn plot analysis was performed as we previously reported.^45^

### MethylC-seq library generation and data processing

Genomic DNA was isolated using phenol/chloroform extraction and subsequently ethanol precipitation. Whole-Genome Bisulfite Sequencing was conducted as described previously.^61^ Paired-end DNA sequencing (2 × 150 nucleotides) at Illumina X-Ten platform was used. After trimming low quality sequencing reads and adapters, the clean reads were mapped to mm9 by bs_seeker2 following the default parameters.^78^ Unconverted reads, multiple mapped reads and duplicate reads introduced by PCR were also removed.

### STAR ChIP-seq library generation and data processing

The STAR ChIP was performed as previously described.^79^ Briefly, samples were lysed and digested with MNase. Reaction was stopped by adding 5 μL stop buffer. After adding 45 μL pre-cold 2× RIPA lysis buffer, the solution was spun down, and the supernatant was transferred to a new centrifuge tube containing 40 μL RIPA to remove cell fragments. Then the chromatin samples were incubated with 1 μg antibody for H3K4me3 (in-house) and H3K27me3 (Diagenode, pAb-069-050) overnight with rotation at 4 °C. 100 μg Protein A Dynabeads (Life Technologies) were supplemented to the samples, and incubated with rotation at 4 °C for 2 h. The beads were washed and the supernatant was removed by putting on the magnetic frame. Then, the solution was eluted from the beads and treated with proteinase K. After proteinase K was inactive, the supernatant was transferred to a new tube, 1 μL rSAP (NEB, Cat#: M0371) was employed to dephosphorylate the 3′ end of DNA fragments, and then was inactivated at 65 °C for 20 min. Finally, the samples were subjected to TELP library construction. ChIP-seq libraries were sequenced by Illumina X-Ten following the manufacturer’s protocol.

Sequencing reads were aligned to mouse genome reference (mm9) using Bowtie2 (v. 2.2.2) with the parameters: --t --q --N 1 --L 25 after trimming adapters by Trim Galore (v. 0.4.2).^80^ Multiple mapped reads and PCR duplicates were removed to generate uniquely mapped reads. After validating reproducibility, replicates were integrated for down-stream analysis. The reads per kilobase of transcript per million mapped reads (RPKM) was used to calculate the enrichment of histone modifications at the whole genome level. The UCSC genome browser was used to visualize the signals of STAR ChIP-seq.

### Identification of super bivalent genes

The identification of super bivalent genes was performed as we described previously.^57^ Briefly, the enrichment of H3K4me3 of each sample was calculated within 10-kb promoters and further normalized by *Z*-score. Bivalent genes with H3K4me3 enrichment higher than that of averaged house-keeping genes and strong H3K27me3 in E6.5 epiblast were considered as super bivalent genes. Bivalent genes with H3K4me3 nrichment higher than that of averaged house-keeping genes and strong H3K27me3 with an arbitrary cutoff (normalized RPKM > 1) were considered as super bivalent genes.

### Clustering analysis of DNA methylation and histone modifications

Hierarchical clustering of DNA methylation and histone modification enrichment was conducted with Cluster v.3.0 (uncentered correlation) in 10-kb bins at the whole genome level. Data were visualized by Java TreeView (v.1.1.6r4).

### Single cell analysis

Single cells were obtained from four fPSC clones after digestion of TrypLE at 37 °C for 5 min. Totally, 192 single cells (48 cells/clone) were transferred into the PCR tubes that contained 2.5 μL lysis buffer by mouth pipetting. And then the transcriptome library construction were performed according to the protocol described previously.^67^ The Smart-seq2 data of paired-end reads were processed by the standard pipeline of Drop-seq_tools-2.0.0 (http://mccarrolllab.com).

## Supplementary information

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Figure S6

Supplementary Figure S7

Supplementary Figure S8

Supplementary Figure S9

Supplementary Figure S10

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Video S1 The occurrence of EMT in Epiblastoids beyond 3 Days

Supplementary Video S2 Beating colonies differentiated from fPSCs

Supplementary Video S3 Ca^2+^ release and spark in the cardiomyocyte-like cells

## Data Availability

All data generated in the current study are available in the Gene Expression Omnibus with accession number GSE154290.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 1 — Supplementary Figure S1

## Supplementary figures and their legends

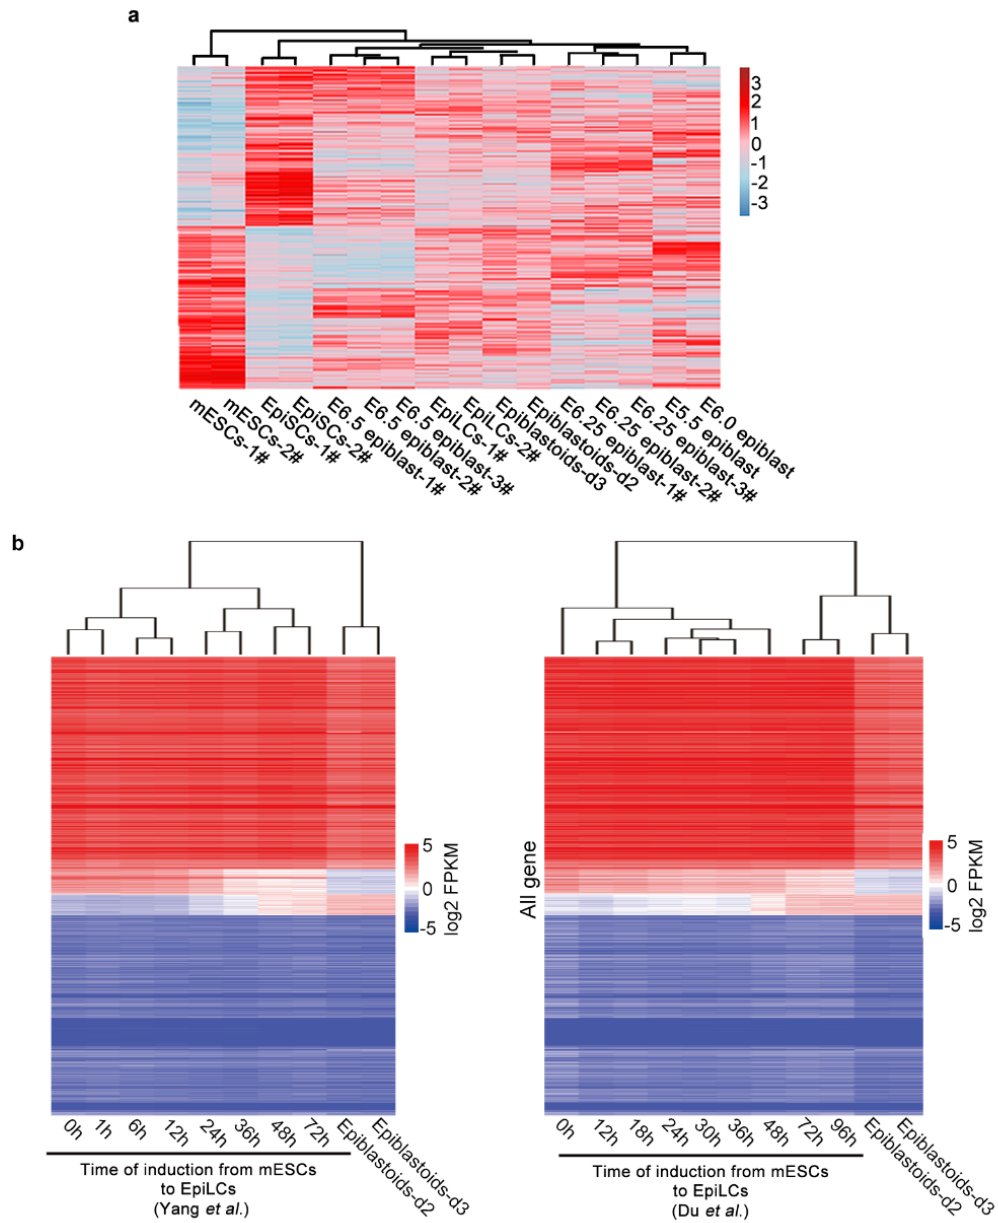

**Fig. S1 Hierarchical clustering analysis of RNA sequencing.**

**a** Heatmap of the differentially expressed genes (DEG) among mESCs, EpiLCs, Epiblastoids at day-2 and day-3 (Epiblastoids-d2, -3), EpiSCs and epiblast cells (E5.5 epiblast, E6.0 epiblast, E6.25 epiblast, E6.5 epiblast). -1#, -2#, and -3# represented different sample repeats. **b** K-Means clustering analysis showed the relationship between Epiblastoids-d2, -3 and EpiLCs.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 2 — Supplementary Figure S2

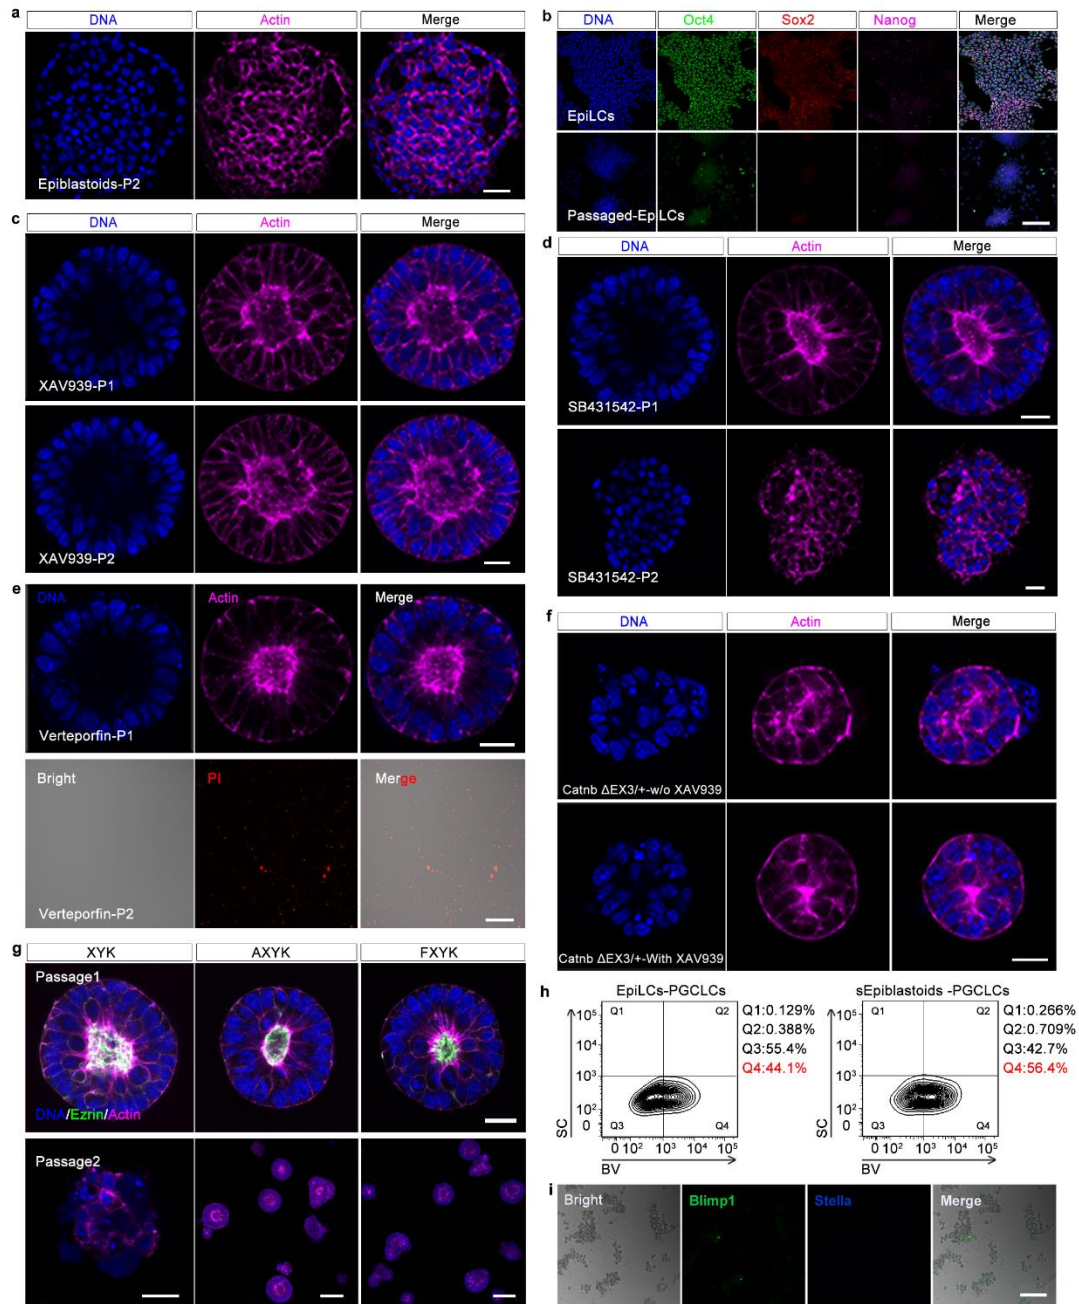

**Fig. S2 Screening and capturing the sEpiblastoids.**

**a** Naïve mESCs were cultured in a 3D system with the condition of EpiLC induction and differentiated into Epiblastoids for 3 days. These cells were passaged for propagation (Epiblastoids-P2) under the same condition. The passaged cells were stained with Phalloidin for F-actin (magenta) and Hoechst 33342 for DNA (blue) at day 3. Scale bar, 30  $\mu$ m. **b** Naïve mESCs were induced into metastable EpiLCs (primary EpiLCs). The induced EpiLCs were propagated in the same medium. The primary EpiLCs (EpiLCs) and propagated EpiLCs (passaged-EpiLCs) were stained with the antibody for Oct4 (green), Sox2 (red) and Nanog (magenta). DNA was stained by Hoechst 33342. Scale bars, 100  $\mu$ m. **c-e** Naïve mESCs were induced into metastable Epiblastoids and treated with XAV939, SB431542 or Verteporfin (passage 1, P1). These cells were passaged in the same conditions (passage 2, P2) and were

stained with Phalloidin for F-actin (magenta) and Hoechst 33342 for DNA (blue). Scale bars, 20  $\mu$ m. The PI staining was employed for the dead cells when Epiblastoids were propagated with Verteporfin in (e). Scale bars, 200  $\mu$ m. **f** *Catnb*<sup>( $\Delta$ EX3/+)</sup> mESCs were cultured in Epiblastoid medium without/with (upper/ lower panel) XAV939 for 3 days. The cytoskeleton was labelled with Phalloidin (F-actin, magenta) and DNA was stained with Hoechst 33342 (blue). Scale bar, 20  $\mu$ m. **g** Naïve mESCs were cultured in N2B27 medium supplemented with XAV939, Y27632, and KSR (XYK), with Activin A, XAV939, Y27632, and KSR (AXYK), or with Fgf2, XAV939, Y27632, and KSR (FXYK) for 3 days (Passage1). These cells were passaged in the same conditions (Passage2). The cells were stained for Ezrin with antibody (green), F-actin with Phalloidin (magenta) and DNA with Hoechst 33342 (blue). Scale bars, 20  $\mu$ m (upper and down-left panel) and 100  $\mu$ m (down-middle and –right panel). **h** FACS analysis of Blimp1<sup>+</sup>/Stella<sup>+</sup> (BV/SC) cells for the aggregates of PGCLCs induced from BVSC sEpiblastoids and EpiLCs at day 2 after cell differentiation. **i** Blimp1<sup>+</sup> (green) and Stella<sup>+</sup> (blue) cells displayed in the PGCLC aggregates of propagated EpiLCs (P2) at day 6 after differentiation. Scale bars, 100  $\mu$ m.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 3 — Supplementary Figure S3

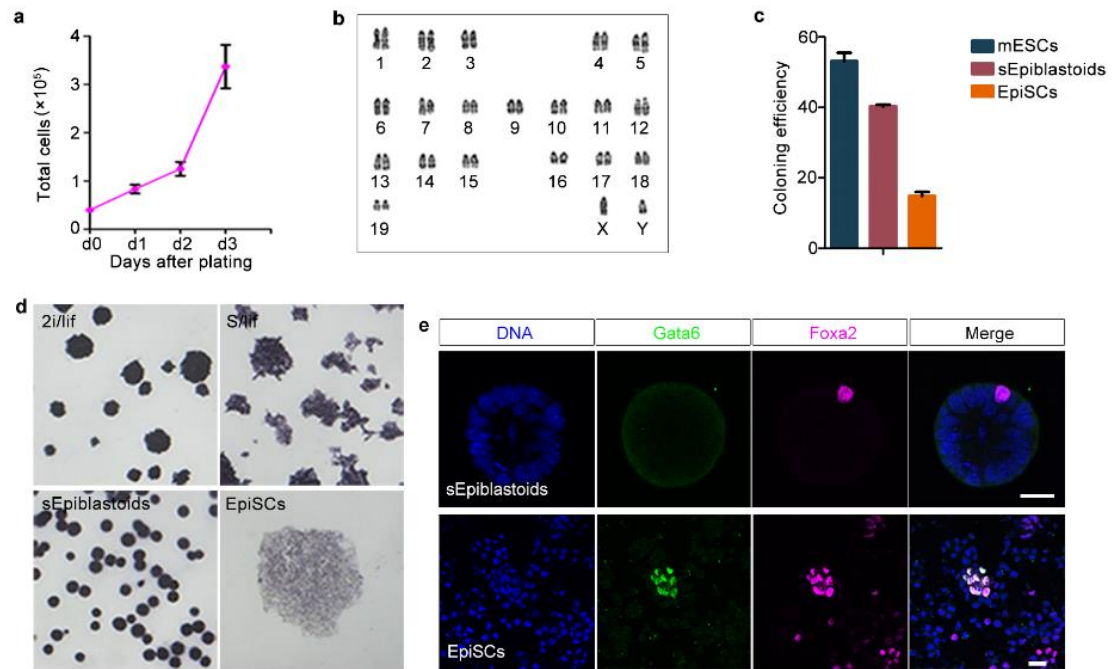

**Fig. S3 Further characterization of sEpiBLASTs.**

**a** Stabilized EpiBLASTs (sEpiBLASTs) were passaged and cultured. The cultured cells at different stages were dissociated into single cells and cell number was counted. The cytometry was performed in three independent replicates and cell growth was calculated. Error bars represented SEM. **b** The karyotype analysis was performed for passage 15 sEpiBLASTs. **c** Cell colony formation efficiency was calculated for sEpiBLASTs, naïve mESCs and EpiSCs. All experiments were repeated three times. Error bars represented SEM. **d** Alkaline phosphatase (AP) staining was performed for naïve mESCs (2i/lif), primed mESCs (S/lif), sEpiBLASTs and EpiSCs. After staining, the images were captured with microscopy. **e** sEpiBLASTs and EpiSCs were fixed and stained with cell lineage marker Gata6 and Foxa2; DNA was stained with Hoechst 33342. Scale bar, 20  $\mu$ m.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 4 — Supplementary Figure S4

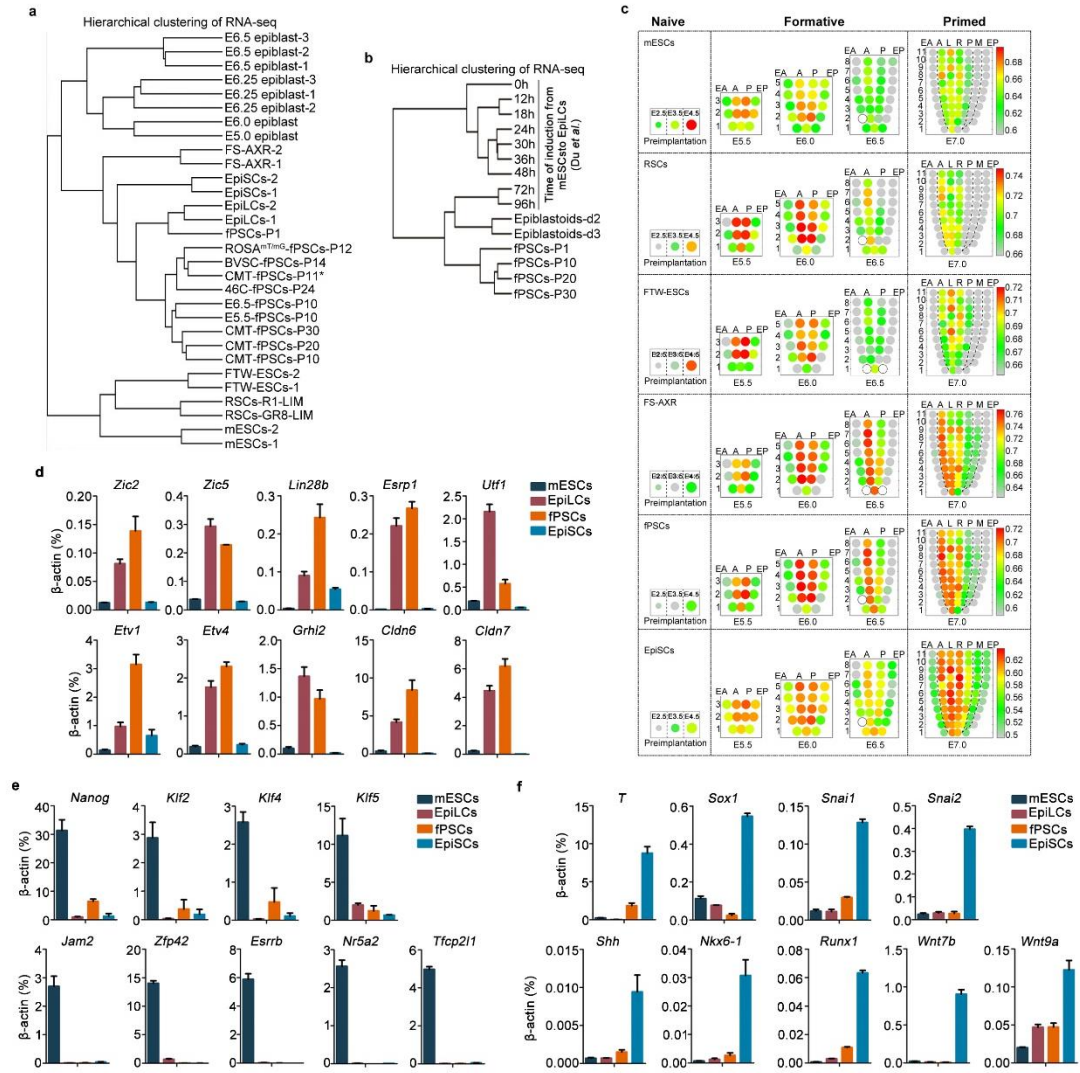

**Fig. S4 Further comparison of fPSCs with other pluripotent stem cells.**

**a, b** Hierarchical clustering analysis for RNA-seq data of naïve mESCs, RSCs, FTW-ESCs, EpiLCs, FS-AXR, fPSCs, EpiSCs and pre-/early-gastrula epiblasts<sup>25, 30-32, 42-44</sup>. **c** Deconvolution analysis inferred the developmental stages of mESCs, RSCs, FTW-ESCs, FS-AXR, fPSCs and EpiSCs in the Geo-seq samples as previously reported<sup>45</sup>. Color bar indicated the frequency for each cell type. A, anterior; P, posterior; EA, anterior endoderm; EP, posterior endoderm; L, left lateral; R, right lateral. **d** Quantitative RT-PCR (qRT-PCR) was used to quantify the level of formative genes in mESCs, 48h EpiLCs, fPSCs and EpiSCs. The gene expression level was relative to  $\beta$ -actin (100%). Data were mean  $\pm$  S.D. (n=3). **e** qRT-PCR was used to confirm the expression level of naïve markers (*Nanog*, *Klf2/4/5*, *Jam2*, *Zfp42*, *Esrrb*, *Nr5a2* and *Tfcp2l1*) in mESCs, 48h EpiLCs, fPSCs and EpiSCs. Gene expression level was relative to  $\beta$ -actin (100%). Error bars represented SEM. **f** qRT-PCR was used to confirm the expression level of lineage-biased genes (*T*, *Sox1*, *Snai1/2*, *Shh*, *Nkx6-1*, *Runx1*, *Wnt7b* and *Wnt9a*) in mESCs, 48h EpiLCs, fPSCs and EpiSCs. Gene expression level was relative to  $\beta$ -actin (100%). Error bars represented SEM.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 5 — Supplementary Figure S5

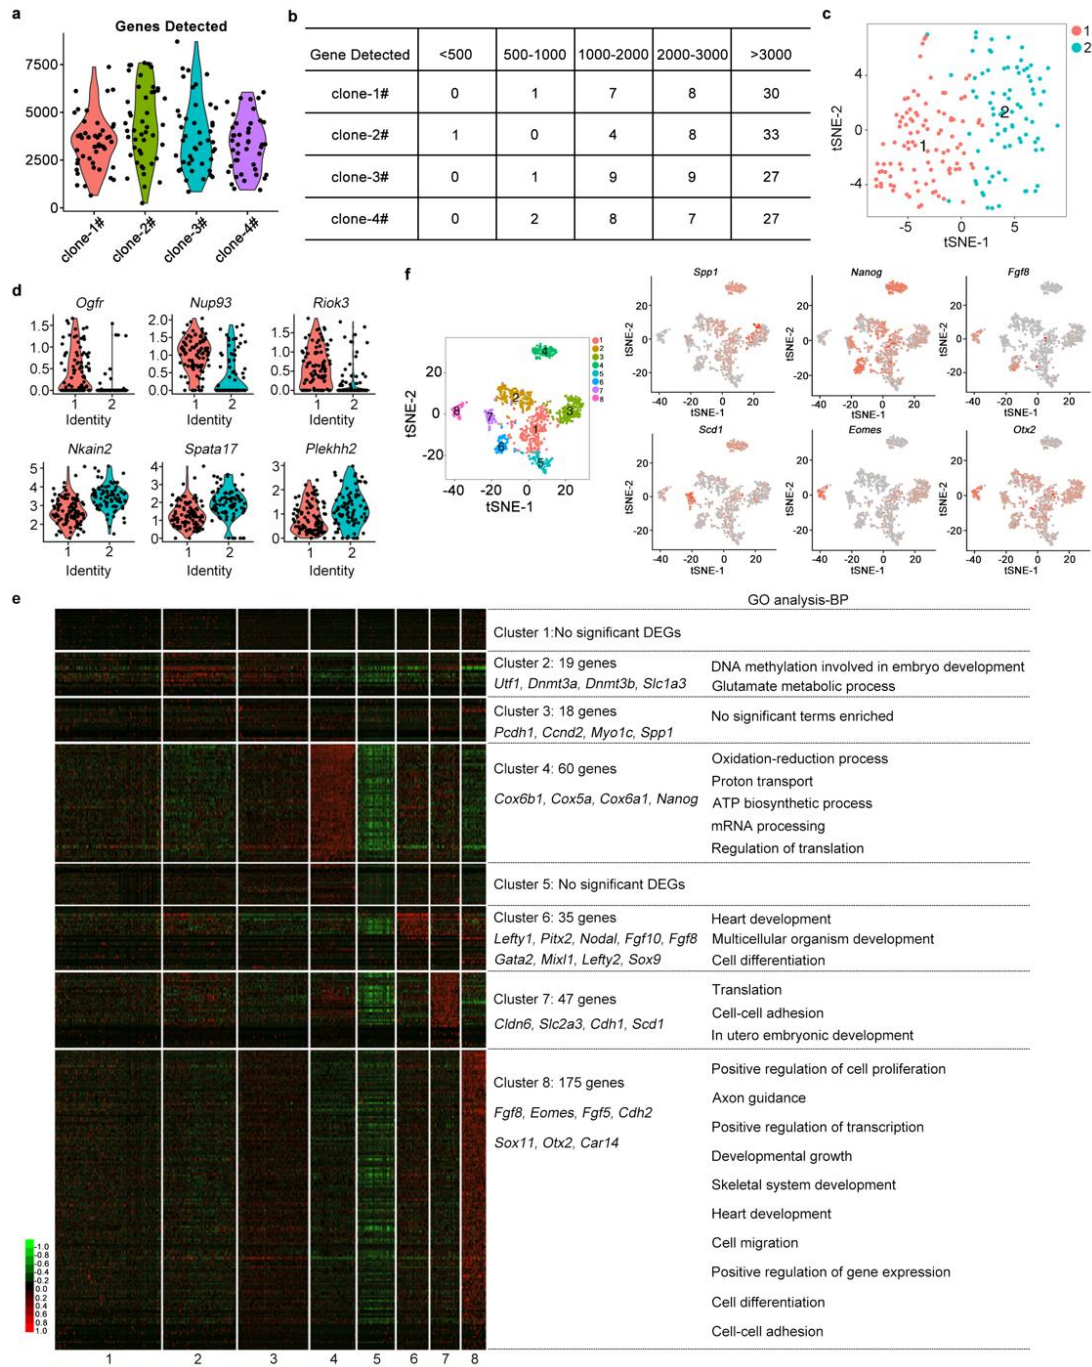

**Fig. S5 Single-cell transcriptome analysis of fPSCs and data integration.**

**a-b** Data quality control. The number of genes was detected in fPSC single cells of 4 clones. **c** t-SNE plot analysis of single-cell RNA-seq data of fPSCs. Cluster 1 and 2 represented two clusters in fPSCs. **d** Violin plots illustrating the 6 DEGs identified in the cluster 1 or 2 of fPSCs. **e** Data integration and t-SNE analysis of single cells of mESCs (2i/lif, Serum/lif), EpiLCs (48h), RSCs, FS-AXR, fPSCs and EpiSCs<sup>42, 43, 53, 54</sup>. These cells were grouped into 8 clusters and GO analysis was performed for the DEGs in cluster-1 to -8. The gene number and representative genes of DEGs in each cluster were listed in the middle. GO enrichment terms of DEGs were listed in the right. **f** Representative genes highly expressed in cluster-3 (*Spp1*), -4 (*Nanog*), -6 (*Fgf8*), -7 (*Scd1*) and -8 (*Eomes*, *Otx2*).

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 6 — Supplementary Figure S6

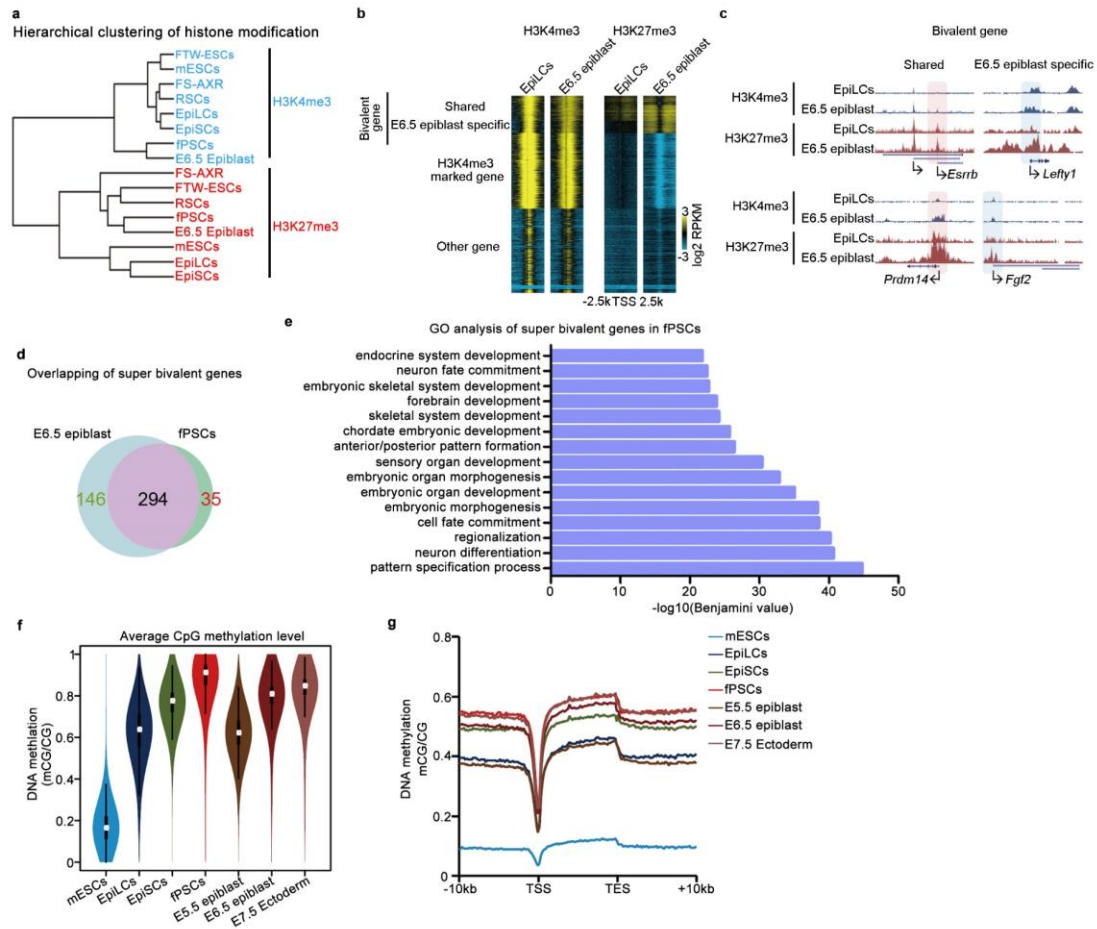

**Fig. S6 Histone modification and DNA methylation features of fPSCs.**

**a** Hierarchical clustering of H3K4me3 and H3K27me3 enrichment showing the similarity among mouse ESCs, EpiLCs, RSCs, FTW-ESCs, FS-AXR, EpiSCs, fPSCs and E6.5 epiblasts. The data of ESCs, EpiLCs, RSCs, FTW-ESCs, FS-AXR, EpiSCs and E6.5 epiblasts were obtained from previous reports<sup>42-44, 56, 57</sup>. **b** Heatmaps showing H3K4me3 and H3K27me3 enrichment at bivalent genes, H3K4me3 marked gene and other gene in EpiLCs and E6.5 epiblast. **c** Snapshots showing the distribution of H3K4me3 and H3K27me3 at selected promoters of specific genes in EpiLCs and E6.5 epiblast. Promoters with H3K27me3 in both EpiLCs and E6.5 epiblast, and E6.5 epiblast specific promoters enriched for H3K27me3 are shaded by different colors. **d** The Venn diagram showing the number of overlapping super bivalent genes (pink) in fPSCs (pink and yellow green) and E6.5 epiblast (pink and light green). **e** GO analysis was performed for the super bivalent genes in fPSCs to identify the enriched signaling pathways in these cells. **f** The average level of CpG methylation of mESCs, EpiLCs, EpiSCs, fPSCs and E5.5/6.5/7.5 epiblasts. The WGBS profiles of mouse ESCs, EpiLCs, EpiSCs and E5.5/6.5/7.5 epiblasts was obtained from previous studies<sup>58-61</sup>. **g** The average level of DNA methylation at TSS adjacent area ( $\pm 10$ kb) among mESCs, EpiLCs, fPSCs, EpiSCs and E5.5/6.5/7.5 epiblasts. TSS, transcription start site; TES, transcription end site.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 7 — Supplementary Figure S7

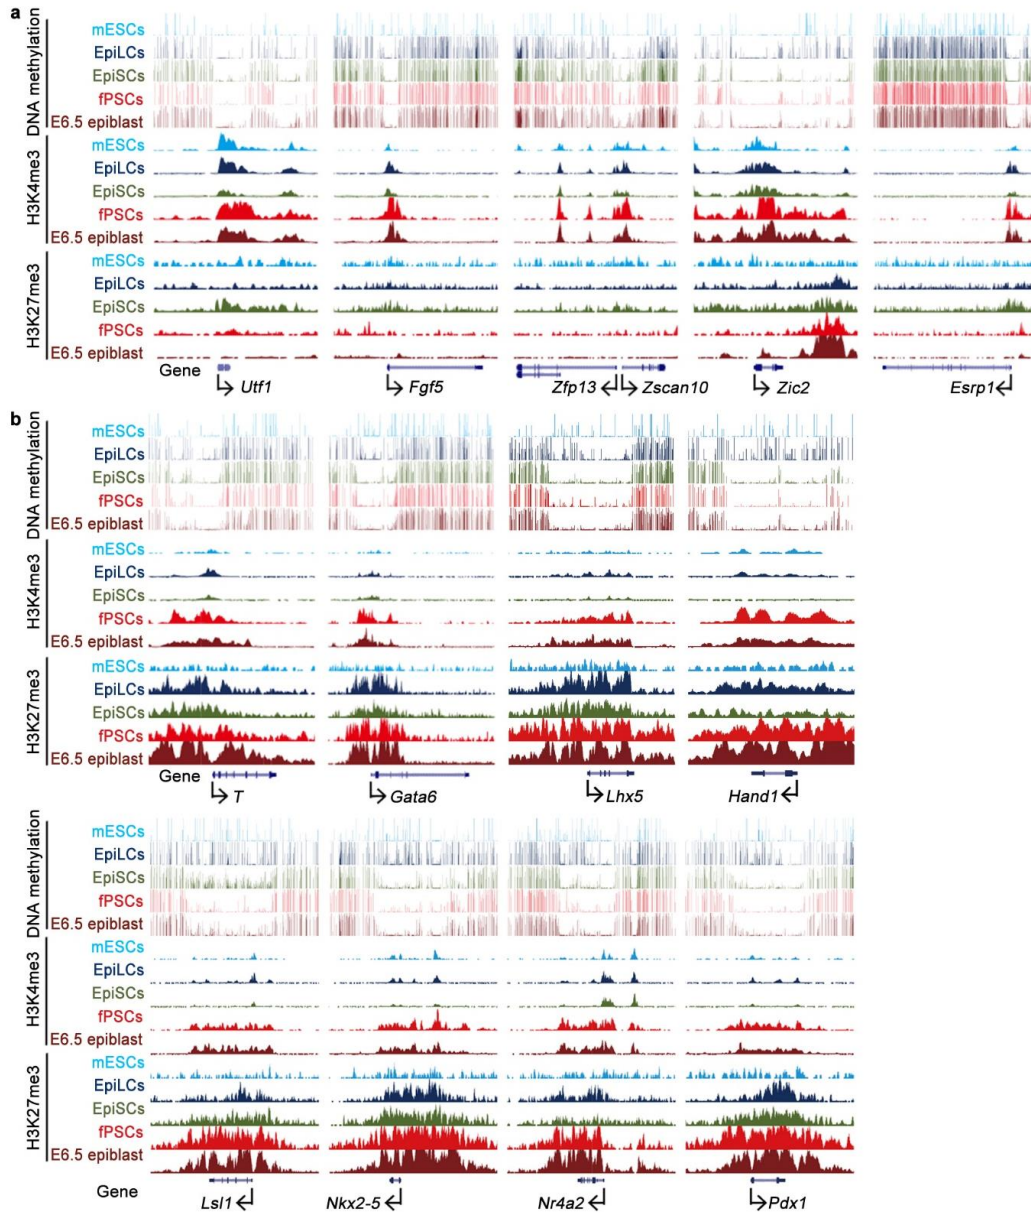

**Fig. S7 Epigenetic features of specific formative and lineage genes in fPSCs.**

**a** UCSC Genome Browser views showing DNA methylation and H3K4me3 /H3K27me3 enrichment at the promoters of formative genes (*Utf1*, *Fgf5*, *Zfp13*, *Zscan10*, *Zic2* and *Esrp1*) among mESCs, EpiLCs, fPSCs, EpiSCs and E6.5 epiblast. The data of mESCs, EpiLCs, EpiSCs and E6.5 epiblast was previously reported<sup>56-61</sup>. **b** Snapshots of DNA methylation and H3K4me3/H3K27me3 enrichment at the promoters of lineage specific genes (*T*, *Gata6*, *Lhx5*, *Hand1*, *Isl1*, *Nkx2-5*, *Nr4a2* and *Pdx1*) in mESCs, EpiLCs, fPSCs, EpiSCs and E6.5 epiblast.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 8 — Supplementary Figure S8

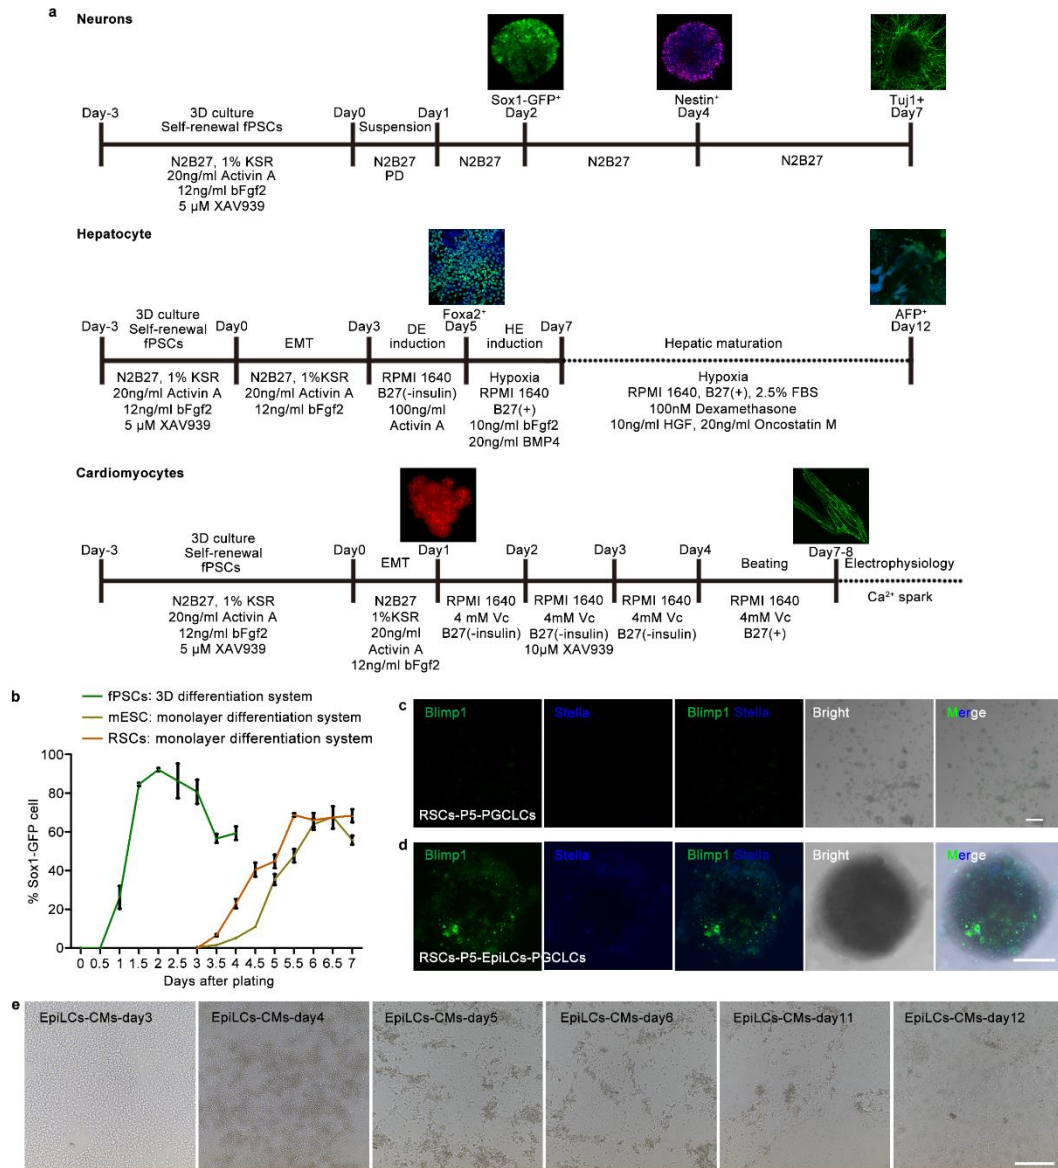

**Fig. S8 Differentiation of fPSCs, mESCs, EpiLCs and RSCs in vitro.**

**a** The protocols used for the induction of fPSCs into three germ layers, including: ectoderm (neuronal-like cells), endoderm (hepatic-like cells) and mesoderm (cardiomyocyte-like cells). **b** The fPSCs derived from 46C ESCs differentiated as in (A). Sox1-GFP positive cells were determined at the interval of 12 hrs by flow cytometry. The percentage of Sox1-GFP<sup>+</sup> induced from the fPSCs, RSCs and mESCs was calculated. Each time point was performed in 3 independent experiments. Error bars was represented SEM. **c** Blimp1<sup>+</sup> (green) and Stella<sup>+</sup> (blue) cells displayed in the PGCLC aggregates of RSCs-P5 at day 6 after cell digestion. Scale bars, 100 μm. **d** Blimp1<sup>+</sup> (green) and Stella<sup>+</sup> (blue) cells displayed in the PGCLC aggregates of EpiLCs derived from RSCs-P5 at day 6 after cell digestion. Scale bars, 100 μm. **e** The differentiation of EpiLCs to cardiomyocytes from day 3 to day 6 and day 11 to day 12. Scale bar, 50 μm.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 9 — Supplementary Figure S9

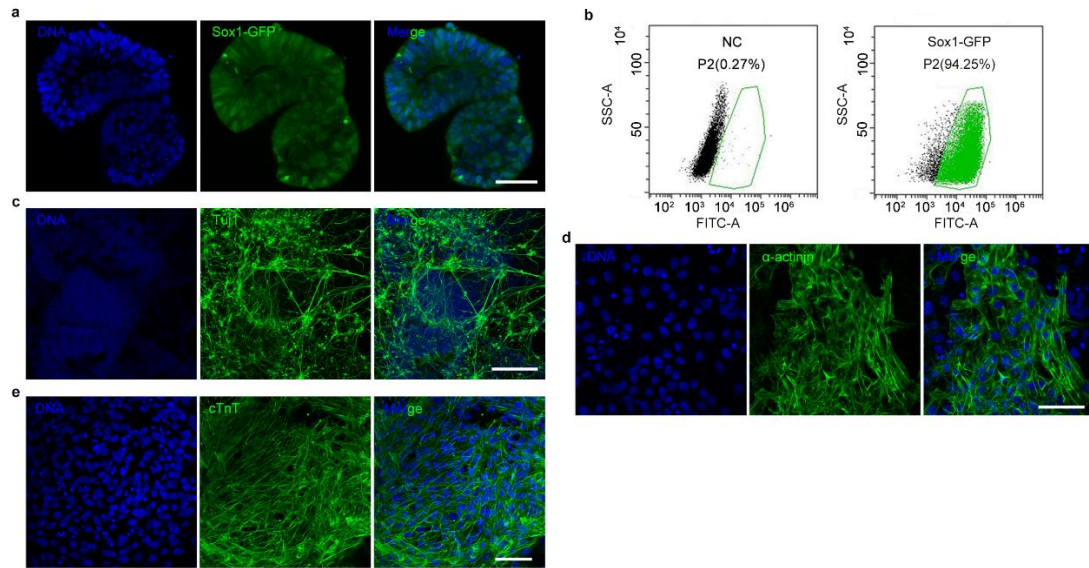

**Fig. S9 Characterization of the differentiation capacity of cryopreserved fPSCs.**

**a** Sox1-GFP<sup>+</sup> cells obtained from the cryopreserved 46C-fPSCs and DNA stained with Hoechst 33342 (blue). Scale bar, 50 µm. **b** The proportion of Sox1-GFP<sup>+</sup> cells differentiated from the cryopreserved 46C-fPSCs. The cryopreserved 46C-fPSCs was induced into Sox1-GFP<sup>+</sup> cells and analyzed by FACS. The cryopreserved CMT-fPSCs was induced in the same conditions and was served as negative control (NC). **c** Tuj1<sup>+</sup> neurons obtained from the cryopreserved 46C-fPSCs and DNA stained with Hoechst 33342 (blue). Scale bar, 200 µm. **d, e** The cardiomyocytes derived from the cryopreserved 46C-fPSCs were stained with the antibody for α-actinin or cTnT (green). DNA was stained with Hoechst 33342 (blue). Scale bar, 50 µm.

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 10 — Supplementary Figure S10

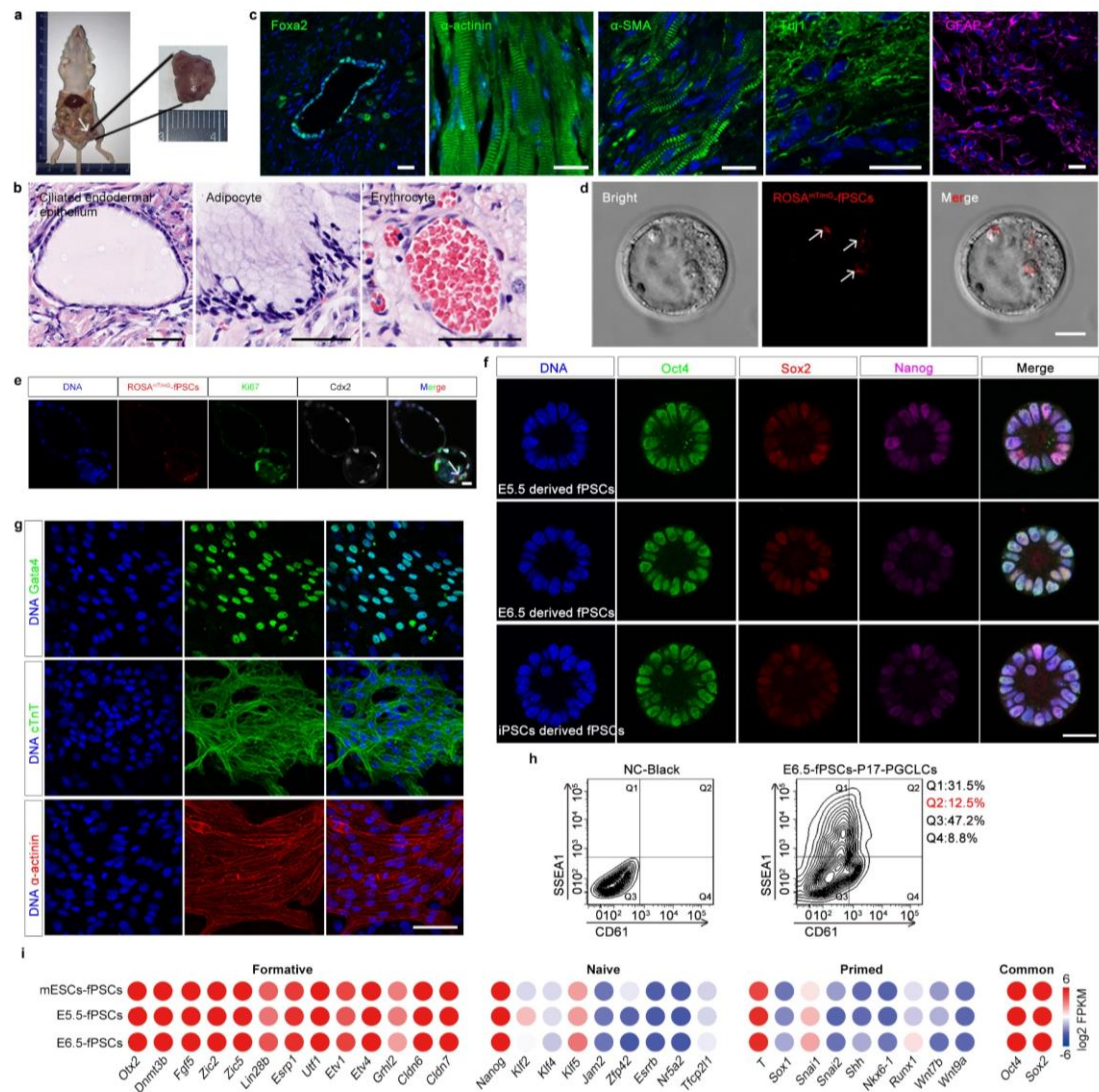

**Fig. S10 Differentiation of fPSCs in vivo and in vitro.**

**a** The morphology of teratoma generated from CMT-fPSCs. **b** The paraffin sections of teratoma generated from CMT-fPSCs were subjected to Haematoxylin and eosin (HE) staining. Left panel: Ciliated endodermal epithelium; middle panel: Adipocyte; right panel: Erythrocyte. Scale bars, 50  $\mu$ m. **c** The paraffin sections of teratoma generated from CMT-fPSCs were stained with the specific antibodies of three germ layer markers (left panel, endoderm marker Foxa2; middle panel, mesoderm muscle marker  $\alpha$ -actinin and  $\alpha$ -SMA; right panel, ectoderm neural marker Tuj1 and GFAP). DNA was stained with Hoechst 33342. Scale bar, 20  $\mu$ m. **d** *ROSA<sup>mT/mG</sup>*-fPSCs were injected into mouse blastocysts and cultured for 6 hours. The images were obtained by fluorescent confocal microscope. Scale bar, 20  $\mu$ m. **e** *ROSA<sup>mT/mG</sup>*-fPSCs were injected into mouse blastocysts and cultured for 24 hours. The embryos were fixed and stained with the antibody for Ki67 (green), and Cdx2 (white). DNA was labeled with Hoechst 33342. Scale bar, 20  $\mu$ m. **f** The expression pattern of Oct4 (green), Sox2 (red) and Nanog (magenta) in the fPSCs obtained from E5.5, 6.5 epiblasts and iPSCs. Nuclear DNA was stained with Hoechst 33342 (blue). Scale bars, 50  $\mu$ m. **g** Cardiomyocyte-like cells were induced from the fPSCs derived mouse epiblasts. The differentiated fPSCs were stained with the specific antibodies for

cardiomyocyte markers (Gata4, cTnT and  $\alpha$ -actinin). DNA was stained with Hoechst 33342. Scale bar, 50  $\mu$ m. **h** FACS analysis of SSEA1 and CD61 (integrin- $\beta$ 3) double-positive cells for the aggregates of PGCLCs generated from the E6.5 epiblast derived fPSCs (E6.5-fPSCs-P17). NC (negative control), the experiment without the antibodies. **i** The expression of selected formative, primed, naïve and common pluripotent markers in the fPSCs derived from mESCs (mESCs-fPSCs), in vivo E5.5 (E5.5-fPSCs) and E6.5 epiblast (E6.5-fPSCs).

# Supplementary material for: Formative pluripotent stem cells show features of epiblast cells poised for gastrulation
**Source:** Cell Res. 2021 Feb 19;31(5):526–41. doi: 10.1038/s41422-021-00477-x
**Supplement:** Supplementary file 16 — Supplementary Table S6

**Tables S6. Primer information used for qRT-PCR**

| Genes   | Forward Primer ( 5'-3' ) | Reverse Primer ( 5'-3' ) |
|---------|--------------------------|--------------------------|
| Otx2    | GGAAGAGGTGGCACTGAAAAT    | CTGTTGGCGGCACTTAGCT      |
| Dnmt3b  | CCTGCCCCGAAAGGTTTA       | CCAGAAGAATGGACGGTTGTC    |
| Sox4    | CTCCTCGTCTCTTCCTCCTC     | TGCCCAGGGACATGCTCT       |
| Fgf5    | GAAATATTTGCTGTGTCTCAGGG  | TAAATTTGGCACTTGCATGG     |
| Zic2    | CAAGTCCTACACGCATCCCA     | GTGGACGACTCGTAGCCAGA     |
| Zic5    | CGAGGCTGTGATAAATCGTACA   | CACCGACGAGTAGCCAAGAG     |
| Lin28b  | CAAAGGGAGATAGGTGGAGACG   | CGAGACCACCACAGTTGTAGCA   |
| Esrp1   | CAAGGAGTTGCTGGGTAAAAGA   | GTTGGAAGTGGAATCAGAGGG    |
| Utf1    | GCTGGCTGCGGAAAATGA       | GCAGAGTGTGGTGCTCGTAA     |
| Etv1    | CTGAAGACGGACATGGAACG     | GTTGTAGGGGTGAGGGTTGC     |
| Etv4    | GCTCTGAAGGCTGAGTTTGACC   | GCCAGTGAGTTCTGGGAGGTAG   |
| Grhl2   | CCAGAACAAGGGATAGGAAGCC   | GGAAACGAGGCACAGCAGAG     |
| Cldn6   | CTGGGTGGAGGGCTACTATGC    | GAGGGTCCCCGAGAATGTG      |
| Cldn7   | TAATGGTGGTGTCCCTGGTG     | TTCTTCGCTTTGTCATCTCCC    |
| Fgf8    | GTGGAGACCGATACTTTTGGA    | GTGGAGACCGATACTTTTGGA    |
| Nanog   | CCTCAGCCTCCAGCAGATGC     | CCGCTTGCACTTCACCCTTTG    |
| Klf2    | CTATCTTGCCGTCCTTTGCC     | TTAGGTCCCTCATCCGTGCC     |
| Klf4    | TGCTCCCGTCCTTCTCCAC      | CCTCACGCCAACGGTTAGTC     |
| Klf5    | TCCCGATAGACAAGCTGAGATG   | AACTGGCAGAGTGGCAGGTAA    |
| Jam2    | GGACTATCATAAGGCAAATGGG   | GGAGGTAGTCTTCTTTGGGGTT   |
| Rex1    | CCGTGTAACATACACCATCCG    | TGCACTCTAGGTATCCGTCAGG   |
| Esrrb   | GGGATGCTGAAGGAAGGTGT     | TTAGCAGGTGGGGAAATCG      |
| Nr5a2   | TGCTGGACTACACGGTTTGC     | TGCCTGCTTGCTGATTGC       |
| Tfcp2l1 | GGCTGACGGAACCTACGGGA     | GAGATAGGTCAGTGCTTGAAATGG |
| T       | CCAGAATGAGGAGATTACAGCC   | TGGTCGTTTCTTTCTTTGGC     |
| Sox1    | AGACTTCGAGCCGACAAGAG     | AACTGTGCAAACAGGTGCAG     |
| Snai1   | CGATGAGGACAGTGGCCAAA     | CAGGGAAGGCAGTGAAGG       |
| Snai2   | TCCAAGGATCACAGTGGTTCA    | AAACTTCTCAGCTTCGATGGC    |
| Shh     | CAATCTGCAACGGAAGCG       | CAGGTGCCAATGTGGTAGAGC    |
| Nkx6-1  | GGGACTTCGGAGAATGAGGA     | ACCGCTCGATTGTGCTTT       |
| Rnux1   | GCGGCTCAGTGAATTGGAG      | GGTTAAAGGCAGTGGAGTGGT    |
| Wnt7b   | TGCCTTCACCTATGCCATCA     | TTGTAGTAGCCTTGCTTCTCCC   |
| Wnt9a   | GATTTGCGAGCCCGAGTG       | ACGGTGCAGGAGCCAGAC       |
| β-actin | ATGCTCCCCGGGCTGTAT       | CATAGGAGTCCTTCTGACCCATTC |

**Supplementary Movies****Movie S1.** The occurrence of EMT in Epiblastoids beyond 3 Days**Movie S2.** Beating colonies differentiated from iPSCs**Movie S3.** Ca<sup>2+</sup> release and spark in the cardiomyocyte-like cells

How the deposited data were processed for this re-analysis (not part of the article)

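Bulk RNA-seq was made of mESCs, 48 h EpiLCs and EpiSCs (2 libraries each), Epiblastoids on days 2, 3 and 4, fPSCs at P1, 7 long-term fPSC libraries and 2 libraries of fPSCs derived from epiblasts, 19 libraries in all. The authors trimmed reads with cutadapt, aligned them with TopHat2 to Ensembl mouse cDNA of mm9 and deposited FPKM estimated with Cufflinks. FPKM are already scaled for library size and transcript length, and no read counts are in the table, so no count test was run on these libraries and their depth is not known.

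From the FPKM, log2 values with a pseudocount of 1 were computed. Of 23608 entries, 4 were left out because their names are listed 2 times. Groups were compared with limma 3.58.1 in R 4.3.3, with the trend option of the empirical Bayes step and without its robust option, in 1 fit over mESCs, EpiLCs, EpiSCs and the 7 fPSC libraries. Genes at 1 FPKM or more in at least 2 libraries were tested (12513), and a gene was past the threshold at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The fold rule of the paper (mean FPKM at least 3 and at least 1.5 times that in both other cell types) was applied to mESCs, EpiSCs and the 7 fPSC libraries. Lists of genes were tested in these sets with Fisher's exact test in scipy 1.17.1, against the 10320 genes that could have passed the rule, with adjustment over the 15 tests. Pearson's r was computed over the 13248 genes at 1 FPKM or more in at least 1 library, and libraries were joined by average linkage. Principal components were computed on values centred per gene. Days of Epiblastoids were compared as log2 ratios of single libraries, without a test.

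Lists of genes were written before the files were opened. They hold the formative (13), naive (9) and primed (9) genes of Fig. 4c, genes of the cholesterol (24), Wnt (40), TGF-β (36) and Hippo-Yap (29) pathways, mesenchymal genes (4), fibroblast genes (22), hematopoietic genes (12), imprinted genes (15), RNAs without a poly(A) tail (15) and Y-linked genes (4). A list's median was ranked among 10000 random lists of the same size, matched on mean expression. The genes named in the text are those the paper names for an experiment and, for each comparison of groups, the 3 genes with the largest rise and the 3 with the largest fall. These had to be past the threshold, without overlap between the groups' libraries, and at a mean of 10 FPKM or more in 1 group. Any other gene is marked in the text as chosen after its values were seen.

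Single fPSCs of 4 clones were picked by hand and sequenced with Smart-seq2, and the authors deposited raw counts per gene and cell made with Drop-seq_tools. The tables hold 92 and 90 cells, and 16299 and 16176 genes. Counts per clone ran from 1496222 to 4702969. Clustering used scanpy 1.11.5 with igraph 0.11.9, on cells with at least 500 genes, normalized to 10000 counts. It took 2000 variable genes, 10 principal components, 15 neighbours and a resolution of 0.5. Clusters were tested with edgeR 4.0.16 on counts summed per clone and cluster, with the clone as a block, on 8125 genes. The clusters for this test were found without the 6 genes of Fig. S5d. DESeq2 1.42.0 was run as an alternative. For thinning, each cell was drawn down to 5600 counts, which left out cells with fewer.

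ChIP-seq of H3K4me3 and H3K27me3 in fPSCs was deposited by the authors as RPKM in bins of 100 bp, after trimming with Trim Galore, alignment to mm9 with Bowtie2 and removal of duplicates and of reads with several positions. The methods integrate replicates for later analysis, and the files do not say whether they hold 1 replicate or both, so no spread between replicates can be given. The line of these cells is not stated in the labels. Bisulfite sequencing of fPSCs was deposited by the authors as the methylated fraction from 0 to 1 in windows of 100 bp, made with bs_seeker2 on mm9, without coverage. Single sites had been assumed when the methylation tests were planned. Since a value stands for a window, windows were used in their place. Positions were joined to the NCBIM37 assembly, which is mm9, and to its annotation with 22367 protein-coding genes, of which 22089 have 1 position. The join was checked by the CpG content of the methylation windows. Promoters reached 5000 bp to each side of the start site, z-scores were taken over all promoters, and methylation at a promoter was the mean within 1000 bp of the start site. A low-methylation stretch joined windows at 0.2 or below over gaps of up to 3 windows without a value.

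The limma and edgeR steps were tested on simulated data with 200 changed genes. At a change of 1.5 on the log2 scale the limma step recovered 62.5% of them for EpiSCs against mESCs. Its changed genes were drawn from the more highly expressed ones, and the real comparisons called far more genes. Such shares need not hold for the real data. Alternatives were a pseudocount of 0.1, no filter on low values, upper-quartile scaling, only the groups compared, fPSCs of 1 deposit batch, the replicate number as a block, other limits of the fold rule, Spearman's correlation, all genes, other settings of the clustering, thinning, DESeq2, other promoter windows and bin sizes, and each library or clone left out in turn. Added after the data had been seen were the fPSC libraries of Tables S1 to S3, promoters and bins without pile-ups (over 100 RPKM in both marks), correlations within 1 batch and components of uncentred FPKM. Marks over the whole Hoxa cluster are not reported here. Libraries of other studies, the list of housekeeping genes and Table S4 were not used here. Table S2 could be read for 1997 of its genes, so no overlap with it is given. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0 and pyfaidx 0.9.0.4, and plots were drawn with matplotlib 3.10.9.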

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

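In this part, the test of fibroblast RNA in the EpiSC libraries was chosen only after the result was seen, and so was the naming of Hprt, Tcfl5, Sox17 and Gata4.

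Gata6 in fPSCs 46C P24 was at 21.8 FPKM, while the other 6 fPSC libraries had between 0.328 and 3.03 FPKM. On the scale of log2(FPKM + 1) the gap to the nearest library was 0.609 of the whole range, above Dixon's limit for 7 samples. Of 30 measures of the fPSC libraries tested in this way it was the 1 with a library so far out, and chance gives such a sample in about 1 of 20 groups. Sox17 (50.6 FPKM), Foxa2 (81.9) and Gata4 (9.10) were also highest in this library among the 7. The level on day 4 of the Epiblastoids was 38.4 FPKM for Gata6. BVSC P14, CMT P11 and ROSAmT/mG P12, deposited in the same batch, are among the other 6 libraries, so the batch as a whole does not carry the value. This follows from the outlier itself and is no separate test. The 46C line, its passage and some differentiated cells in the culture stay open, and none of them was tested.

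Between the fPSC libraries of the first and the second deposit batch 3246 genes passed the limma threshold, a difference that was tested directly. Among the 35 splits of the 7 libraries into groups of 3 and 4, only 1 gave as many genes, the real one, so chance can be excluded. The next largest, with 2 genes, was the split by line, CMT against 46C, BVSC and ROSAmT/mG. With CMT P11 alone against CMT P10, P20 and P30, where the line is the same, 2338 genes passed. That is 1 library, assumed to vary like the others, and it was also frozen and thawed, so it does not part the batch from a deviation of this library. A share of the line in the difference stays open. RNAs without a poly(A) tail had a median log2 fold change of -2.59 in the second batch (6 genes tested), below all random lists. This is consistent with another way of making the libraries, in which such RNAs were kept in the first batch and not in the second. Among the other classes, genes for small nucleolar RNAs (1.21, 93 genes), microRNAs (0.50, 139 genes), ribosomal proteins (0.46, 158 genes) and zinc finger proteins (0.44, 295 genes) had medians above that of all tested genes, 0.19. Some RNAs without a poly(A) tail are thus higher and others lower, and 1 difference in protocol need not explain all genes. The first batch is not uniform either. Rn7s1 was at 391 and 1641 FPKM in mESCs, below 7 FPKM in EpiLCs, EpiSCs and P1, and between 103 and 134 FPKM in CMT P10, P20 and P30.

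In the EpiSC libraries 17 of the 17 fibroblast genes that could be tested passed the threshold against mESCs, all higher, with a median log2 fold change of 3.27. The paper does not discuss them. In fPSCs 16 of them were lower than in EpiSCs (median -3.22), and against mESCs 2 were higher and 1 lower. Col1a1 was at 111 and 153 FPKM in the EpiSC libraries, Col1a2 at 72.6 and 102, and Bgn at 70.4 and 82.2. In every other library Col1a1 and Bgn were below 1 FPKM. The paper's methods grew EpiSCs on inactivated embryonic fibroblasts and mESCs without feeders, so feeder RNA is a candidate explanation. If the libraries held different shares of it, the genes would be shifted together between them. The median log2 ratio of EpiSCs 2 to EpiSCs 1 over the 10 genes at 10 FPKM or more was 0.41, with 9 of 10 higher in EpiSCs 2. The median was at percentile 99.98 of random lists (whose median was -0.01), as a shared shift would give. The SD of the 10 log2 ratios, 0.288, was near that of random lists (0.324, percentile 33.5). A shift shared by all genes leaves the SD as it is, so this value cannot decide. The EpiSCs' own expression of these genes cannot be told apart from feeder RNA here, because no EpiSC library without feeders is in the data. By the fold rule 14 of the 15 fibroblast genes that could have passed were in the EpiSC set (Fisher's exact test, two-sided, adjusted p = 4.26e-10 over the 15 tests).

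In fPSCs 46C P24, and in no other fPSC library, 2 genes were below 1 FPKM while all the other 6 libraries had at least 10. Hprt was at 0.382 FPKM (76.3 to 114 in the other 6) and Tcfl5 at 0.197 (12.7 to 24.7). In the other 6 fPSC libraries no gene met this rule for 1 library alone. Hprt lies on chromosome X of mm9 from 50341314 to 50374836 and Tcfl5 on chromosome 2 from 180356661 to 180377413. A wider loss around Hprt was tested with the nearest expressed genes. Phf6 on one side had a log2 ratio to the other libraries of -0.10, and Fam122b on the other side one of 0.06, which argues against it. A change of Hprt itself in the parent line, or a variant against the reference in it, stays open, as does the same for Tcfl5. No biological explanation was tested for either gene.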

How the results depend on the processing

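The alternatives for the fold rule on P1 and CMT P10, P20 and P30, for fPSC libraries of 1 batch in correlations, for uncentred components and for promoters and bins without pile-ups were chosen after seeing the data. All the others were set before the data were examined.

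Under the alternatives 254 values of main results stayed the same and 47 moved, by a limit set for each kind of value (1.5 times for counts). For single genes, 541 values stayed on their side of the threshold, 7 became weaker, 6 stronger and 1 reversed. Counts for fPSCs against mESCs (5047) lay between 3413 and 6382 under every alternative run for them, and those for EpiSCs against mESCs (5980) between 4013 and 6855. The difference between deposit batches kept its count within 1.5 times with a pseudocount of 0.1, with CMT P11 alone and with each library left out (2338 to 3753), the alternatives run for it.

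With 1 EpiSC library the other is assumed to vary like the other groups, and fewer samples carry each test. For fPSCs against EpiSCs (4041 genes) leaving out 1 library of mESCs, EpiLCs or EpiSCs gave 1523 to 3971 genes, with 2455 without EpiSCs 1 and 1523 without EpiSCs 2. Without 1 fPSC library the count was 3660 to 4463. For EpiLCs against mESCs (3706) the range was 2291 to 3540, with 2416 without mESCs 1 and 2291 without mESCs 2, and it was 3597 to 3874 without an fPSC library. Formative genes past the threshold against EpiSCs (11) ranged from 7, without EpiSCs 2, to 11, and primed genes (8) from 3, without EpiSCs 1 or EpiSCs 2, to 8. Rn7s1 and Rn7s2 lost their call when 1 mESC library was left out. Rn7s1 then had -7.12 in EpiSCs (limma adjusted p = 0.0605) and -6.24 in EpiLCs (0.134), and Rn7s2 -5.72 in EpiLCs (0.134), without mESCs 2. Without 1 EpiLC library Rn7s1 had -6.76 and -7.78 (limma adjusted p = 0.108 and 0.0589), and Rn7s2 had -6.28 without EpiLCs 1 (0.107). T against EpiSCs passed with fPSCs of the first batch (-1.06, limma adjusted p = 0.00244), without 46C P24 (-1.20, 0.0359) and without ROSAmT/mG P12 (-0.81, 0.0238).

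By the fold rule, fPSCs had 1062 genes with the second batch only, 418 at 10 FPKM and 328 with limma as a further condition (main 700, 630 to 861 with 1 library left out). At 10 FPKM mESCs had 1355 genes (main 2112) and EpiSCs 1022 (main 1600). The higher minimum and the further condition pass fewer genes by construction. For the second batch the cause was not tested.

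The lead of EpiLCs in correlation with Epiblastoids on day 2 (0.111) was 0.148 with a pseudocount of 0.1, 0.0581 with all genes and 0.127 with Spearman's r. On day 3 (0.0938) it was 0.136, 0.0486 and 0.112 under these, and 0.0882 to 0.0993 with 1 library left out. The lead of fPSCs for epiblast-derived fPSCs was 0.0701 and 0.0239 for E5.5 (main 0.0439) and 0.0766 and 0.0254 for E6.5 (main 0.0471) with a pseudocount of 0.1 and with all genes. Adding genes at 0 in most libraries raises every r, which narrows leads. For the pseudocount and Spearman's r the cause was not tested. With fPSCs of the first batch only, the batch of the mESCs and EpiSCs, the difference of fPSCs to mESCs was 0.167 (main 0.142), since no pair between batches is left. With fPSCs of the second batch only that to EpiSCs was 0.122 (main 0.0920), where all pairs with EpiSCs cross the batches and those among fPSCs do not. Uncentred components held 88.3% and 4.09% (main 34.7% and 22.8%), since the first then carries the mean of each gene.

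Genes per cell fell to 2771 when 2 counts were needed (main 3761). There were 7 clusters at a resolution of 1.0 and 5 with 5000 variable genes (main 3), and for the latter the cause was not tested. Of the 6 genes of Fig. S5d, 0 passed with edgeR in thinned cells (1 at an unadjusted p under 0.05), where 4 were left to test, and 4 passed with DESeq2 (main 1). With 1 clone left out it was 0 to 1, with 0 without clone 1 (edgeR, 1 at an unadjusted p under 0.05). Over all genes 11 passed with DESeq2 and 6 without the filter (main 3). It was 0 without clone 1 and without clone 4 (edgeR, 356 and 300 at an unadjusted p under 0.05), 8 without clone 2 and 1 without clone 3. Nkain2 reversed to -0.42 in thinned cells (edgeR adjusted p = 0.108), where the clusters are other ones, and its adjusted p was 0.0544 without clone 1. With DESeq2 Ogfr (-2.16, adjusted p = 0.0498), Spata17 (0.84, 0.0243) and Plekhh2 (1.10, 0.0498) passed as well. For DESeq2 the cause was not tested.

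The share of super bivalent genes above 1 in both marks (0.310%) was 0% with promoters of 2500 bp to each side and 0% with H3K27me3 above 2, and 0 of 323 allows up to 1.14%. Without pile-up promoters it was 76.2%, and bins with both marks rose from 0.0109% to 2.46%. In both cases the SD falls by construction, since the pile-ups had set it. The methylation difference by H3K4me3 (-0.182) was -0.136 in 5-kb bins, -0.170 in 10-kb bins, -0.0663 with at least 1 window per bin and -0.912 with at least 10. Bins with many listed windows are CpG-rich, and in bins of more than 40 CpG the difference was also larger, 0.91 in size. For the bin sizes the cause was not tested. The coverage minimum could not be run, because the file gives no coverage.

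With the replicate number as a block the counts were 4495 for fPSCs against mESCs, 3660 for fPSCs against EpiSCs, 5805 for EpiSCs against mESCs and 3575 for EpiLCs against mESCs. The replicate differences of mESCs correlated with those of EpiLCs at r = 0.204 and of EpiSCs at -0.199, and those of EpiLCs with EpiSCs at -0.134. The numbers therefore mark no pairing, and the libraries share only a number.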

Differences from the paper's values

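In this part, the fold rule on P1 and CMT P10, P20 and P30, promoters without pile-ups and uncentred components were chosen after seeing the data.

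Between the clusters of single cells the paper reports 6 genes and the test on counts summed per clone found 3. Clones, not cells, were the replicates here. Of the alternatives set before the data were examined, no filter (6) and leaving out clone 2 (8) come within 1.5 times of the paper's number. Thinning (2), DESeq2 (11) and leaving out clone 1 (0, edgeR, 356 at an unadjusted p under 0.05), clone 3 (1) or clone 4 (0, edgeR, 300 at an unadjusted p under 0.05) do not. Such closeness is in number only. The genes called over all genes without the filter include none of Fig. S5d, and those called without clone 2 include only Nkain2.

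Of the paper's 6 genes of Fig. S5d, 1 passed with edgeR on clones. With DESeq2 4 passed, which is within 1.5 times. Thinning (0, edgeR, 1 at an unadjusted p under 0.05), no filter (1) and leaving out clone 1 (0, edgeR, 1 at an unadjusted p under 0.05), clone 2, 3 or 4 (1 each) do not reach this. The genes that DESeq2 calls and edgeR does not are Ogfr, Spata17 and Plekhh2.

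The paper's number of super bivalent genes in fPSCs is 329, and 15 promoters were above 1 in both z-scores. The paper's rule took genes from its own list of bivalent genes. It asked for H3K4me3 above the mean of housekeeping genes and a normalized RPKM above 1 for H3K27me3. Neither list was used here, so the limit for H3K4me3 is another one. The limit for H3K27me3 also differs, since the SD of promoter H3K27me3 was 18.2 RPKM, set by pile-ups. A z-score of 1 therefore lies far above 3.23 RPKM, the median of the listed promoters. The 15 and the 329 thus come from unlike limits for both marks. Promoters of 2500 bp to each side (16) and H3K27me3 above 2 (14), both set before the data were examined, do not come closer. Without the pile-up promoters, chosen after seeing the values, 459 promoters were above 1 in both, which drops 83 of the paper's 329 genes, 6 of them not matched in the annotation.

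For the first principal component the paper gives about 95% in Fig. 4a, read by eye, against 34.7%, and for the second about 1.4% against 22.8%. The paper's analysis held published cells that were not used here. No alternative had been set before the data were examined. Uncentred FPKM with libraries as variables, chosen after seeing the values, gave 88.3% and 4.09%, of which the first is within 1.5 times of the paper's value and the second is not. It concerns no called genes.

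In Fig. S5b clone 4 has about 2 cells with 500 to 1000 genes, read by eye, and the counts gave 1. No alternative was set for this measure.

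Some statements on genes and directions differ as well. The paper names Etv4 among genes higher in fPSCs than in both other cell types. Against EpiSCs its log2 fold change was 0.39 (limma adjusted p = 0.337), while the fold rule on P1 and CMT P10, P20 and P30, chosen after seeing the values, holds it and drops 0 genes of Table S1. Etv1, named there too, had 0.57 against EpiSCs, less than a fold change of 1.5 (limma adjusted p = 0.0500), and is in the fPSC set of the fold rule. Zscan10 is also named, and had 0.57 against mESCs (limma adjusted p = 0.0573). T is named as higher in EpiSCs, and had -1.06 over all fPSC libraries (limma adjusted p = 0.0706). It passed with fPSCs of the first batch, without 46C P24 and without ROSAmT/mG P12, and it is in the EpiSC set of the fold rule. The Hoxa cluster is given as super bivalent, and Hoxa7, Hoxa9, Hoxa10 and Hoxa13 are not in the paper's own fPSC list, with H3K27me3 between 5.12 and 6.07 RPKM. Nr4a2 is given as carrying both marks, and had 0.959 RPKM of H3K27me3. Lineage genes are described as not highly expressed, and among them Foxa2 had 31.9 ± 25.9 FPKM and T 18.3 ± 7.58 (SD, n = 7). Twist1 is given as higher on day 4 of the Epiblastoids by qRT-PCR, and its FPKM gave a log2 ratio of -0.08.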

Other observations

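In this part, the tests of background reads in single cells, of the clusters of 164 cells without thinning, of methylation by CpG content at the lowest H3K4me3, of P1 and of the Y-linked genes in CMT P30 were chosen only after the result was seen, and so were the single genes named in these paragraphs.

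For fPSCs against mESCs a shift from library scaling was weighed, as a few genes taking another share of the total would move all the others. The median log2 fold change over all 12513 genes was -0.0380, far from the changes at the named genes, which argues against it as their cause. Upper-quartile scaling gave 5058 genes past the threshold, 45.3% of them higher against 42.9%. Hematopoietic genes had medians of -0.78 against mESCs (percentile 19.3) and -0.23 against EpiSCs (percentile 30.5), with 4 of 12 genes tested. Imprinted genes had a median of 0.83 against mESCs and -1.23 against EpiSCs (percentiles 99.99 and 0, 15 genes). RNAs without a poly(A) tail had -4.07 against mESCs and 0.04 against EpiSCs (8 genes), where the mESC libraries are the high ones.

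P1 lies nearest to Epiblastoids on day 2 (r = 0.970) and EpiLCs 1. P1 and EpiLCs both have little Rn7s1 (3.5 FPKM or below 7), and so does the second batch, so a shared way of making the library was tested as the reason. If it were, P1 would be nearer to the second batch of fPSCs than to the first. The difference of mean r was -0.0169, so P1 was nearer to the first. P1 shares its line and deposit batch with those libraries, which could bring them near in any case, so the test cannot decide. A shared way of making the library stays open. So does a short time in fPSC culture, a biological explanation that was not tested further.

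The clusters of single cells and the number of counts per cell were compared by thinning. The adjusted Rand index with the clusters after thinning was 0.0372, and cluster 1 had 1.66 to 6.44 times the counts of cluster 2 within the clones. After thinning 0 of the 6 genes of Fig. S5d passed with edgeR (1 at an unadjusted p under 0.05 with edgeR, and 4 adjusted with DESeq2 on all counts). Thinning is no clean test of this, since the same 164 cells clustered without thinning had an index of only 0.0781 with the first clusters. It also removes most of the information in shallow cells, and only 4 of the 6 genes could then be tested. In clusters found without the 6 genes, clone 4 had equal median counts in both clusters (22498 and 22642) but 3803 and 2275 genes per cell. Counts per cell therefore cannot be told apart from a biological difference as the source of the clusters, since most clones carry both differences together.

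Nkain2, Spata17, Dgkb and Npl had a count in at least 95.6% of cells, though their bulk mean in fPSCs was below 1 FPKM. Genes at a similar FPKM had a median share of 1.65% to 2.20% of cells. Of 290 genes in at least 90% of cells these 4 were the ones below 1 FPKM, whereas over 14033 genes the mean share of counts and FPKM had a Spearman r of 0.795. A candidate source is background reads, whose number is about the same in every well, so that their share falls as counts rise. Spearman's rho of the share with counts per cell was -0.42 for Nkain2, -0.24 for Spata17, -0.16 for Dgkb and 0.0412 for Npl, the highest. The 4 genes differ in this, and background cannot be told apart from the genes' own RNA here because no empty well is in the tables. Plekhh2, at 1.43 FPKM, had -0.63. Ogfr, Nup93 and Riok3 had 0.34, 0.44 and 0.49.

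Other genes were high in bulk fPSCs and rare in single cells. Pou5f1, at 691 FPKM, had a count in 9.34% of cells. A candidate explanation is that reads shared with near-identical copies elsewhere, such as pseudogenes, were left out of the counts. It was tested over 548 genes at 100 FPKM or more, with 32-base words from the last 1000 bases of each transcript. Of genes found in under 25% of cells 11 of 14 (78.6%) had at least 20% of their words elsewhere in the genome, against 186 of 391 (47.6%) of genes found in at least 75% (odds ratio 4.04, Fisher's exact test, two-sided, p = 0.0285). Between these limits it was 62 of 143 (43.4%), so there is no steady trend, and over all 548 genes the Spearman r of copied words and the share of cells was 0.134, where copies as the reason would give a negative one. Single genes also go against it. Rpl24 had 0.103% of its words elsewhere and a count in 6.59% of cells, and Actg1 had 100% and 83.0%. Copies are thus more frequent among the 14 genes but do not account for all of them, and for Pou5f1 (42.9% of words elsewhere) the explanation stays open.

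Methylation fell with H3K4me3. CpG content was weighed as the reason, and within classes of CpG count the fall from the lowest to the highest H3K4me3 class was 0.051, 0.0668, 0.109, 0.527 and 0.91 from CpG-poor to CpG-rich bins. It remains in every class, but its size follows CpG content. In bins of the lowest H3K4me3 class methylation did not fall with CpG content, with a change of the median of 0.0183 from the fewest to the most CpG. In bins of 21 to 40 CpG it was 0.94 (quartiles 0.907 and 0.962) at the lowest and 0.413 (0.152 and 0.819) at the highest H3K4me3, at a median of 24 and 27 CpG. This argues against CpG content alone as the reason in bins with over 20 CpG. In bins with up to 12 CpG, where the fall was small and the quartile ranges overlap, CpG content and H3K4me3 cannot be told apart as its source. Bins with both marks over 1 SD (103) had a median methylation of 0.845. Their median H3K4me3 was 50.2 RPKM, since pile-ups raise the SD (11.9 RPKM for H3K4me3 in 1-kb bins). The value thus describes bins with extreme signal and not promoters with both marks. At the listed super bivalent promoters of fPSCs, median methylation within 1 kb of the start site was 0.0283. Pile-ups were also weighed for the excess of 10-kb bins with both marks over the share that the margins give. Without them the ratio was 3.43, still above 1, which argues against pile-ups as the whole reason. Regions that are open or easy to map raise both marks alike and stay open. With all promoters the z-scores of both marks had r = 0.998, and 0.191 without pile-up promoters. Bins over 1000 RPKM in both marks numbered 40.

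Y-linked genes were listed at 0 in fPSCs ROSAmT/mG P12. A female line with 2 active X chromosomes would raise X-linked genes, and their median log2 ratio was 0.0673 above that of autosomal genes, which argues against it. A female line with 1 inactive X, the state the paper proposes for its female fPSCs, would not raise them and was not tested. Xist, at 0.0297 FPKM in this library, is 1 gene in 1 library and cannot decide it. A line without a Y chromosome, from 1 X or by loss, stays open too. The EpiSC libraries also had Eif2s3y below 1 FPKM, with Xist at 5.96 and 7.11 FPKM. From CMT P10 to P30 the Y-linked genes fell together. Eif2s3y went from 8.13 to 1.85 FPKM, Ddx3y from 6.84 to 1.55 and Uty from 2.02 to 0.195. The median log2 ratio with a pseudocount of 0.1 was -2.08 (percentile 0.01 of random lists), in line with a part of the cells without the Y chromosome at P30. Single libraries carry this, and lower expression of the Y chromosome in all cells stays open.

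Among the Epiblastoids, day 4 was compared with day 3 for the other lists as well. The primed genes had a median log2 ratio of 1.95 (3 genes), the fibroblast genes 0.85 (10 genes), the naive genes -0.36 (3 genes), the hematopoietic genes -0.39 (2 genes) and the RNAs without a poly(A) tail -0.54 (10 genes). A gene entered if it reached 1 FPKM on either day, so its own change helped to decide this. With all genes kept the medians were 0.04 for the 9 primed genes (percentile 84.7), 0.11 for the 22 fibroblast genes, -0.04 for the 9 naive genes, -0.05 for 11 hematopoietic genes and -0.36 for the 15 RNAs without a poly(A) tail. Between EpiSCs and mESCs the medians were 1.78 for imprinted genes, -0.67 for hematopoietic genes and -3.95 for RNAs without a poly(A) tail. Each day was 1 library, so no test was made of the days.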
